# Suppression of RBFox2 by Multiple MiRNAs in Pressure Overload-Induced Heart Failure

**DOI:** 10.3390/ijms24021283

**Published:** 2023-01-09

**Authors:** Mingyao Gu, Yuying Zhao, Hong Wang, Wanwen Cheng, Jie Liu, Kunfu Ouyang, Chaoliang Wei

**Keywords:** RBFox2, miRNAs, E–C coupling, alternative splicing, heart failure

## Abstract

Heart failure is the final stage of various cardiovascular diseases and seriously threatens human health. Increasing mediators have been found to be involved in the pathogenesis of heart failure, including the RNA binding protein RBFox2. It participates in multiple aspects of the regulation of cardiac function and plays a critical role in the process of heart failure. However, how RBFox2 itself is regulated remains unclear. Here, we dissected transcriptomic signatures, including mRNAs and miRNAs, in a mouse model of heart failure after TAC surgery. A global analysis showed that an asymmetric alternation in gene expression and a large-scale upregulation of miRNAs occurred in heart failure. An association analysis revealed that the latter not only contributed to the degradation of numerous mRNA transcripts, but also suppressed the translation of key proteins such as RBFox2. With the aid of Ago2 CLIP-seq data, luciferase assays verified that RBFox2 was targeted by multiple miRNAs, including Let-7, miR-16, and miR-200b, which were significantly upregulated in heart failure. The overexpression of these miRNAs suppressed the RBFox2 protein and its downstream effects in cardiomyocytes, which was evidenced by the suppressed alternative splicing of the Enah gene and impaired E–C coupling via the repression of the Jph2 protein. The inhibition of Let-7, the most abundant miRNA family targeting RBFox2, could restore the RBFox2 protein as well as its downstream effects in dysfunctional cardiomyocytes induced by ISO treatment. In all, these findings revealed the molecular mechanism leading to RBFox2 depression in heart failure, and provided an approach to rescue RBFox2 through miRNA inhibition for the treatment of heart failure.

## 1. Introduction

Heart failure, the final common fate of numerous cardiac diseases [1], has always been a focal issue in biomedical research. Generally, the development of cardiac disease has a process, from the compensatory response in the early stage to the compensatory imbalance in the later stages, and it eventually develops into heart failure [2]. Cardiac hypertrophy is not a prerequisite for heart failure, although it has been widely recognized as a compensatory program in pathological conditions [3]. Myocardial insufficiency, resulting from the decompensation process induced by sustained chronic stress or disease, is key in the progression to heart failure [4]. To discover biomarkers, genomics approaches have been applied to heart failure samples from both humans and animals over recent years [5,6,7]. Numerous genes affecting transcription, the cytoskeleton, calcium handling, signal transudation, and inflammation have been identified to be involved in the pathogenesis of heart failure. However, further evidence is required to prove whether these genes can be applied as biomarkers for diagnoses or therapy to prevent the progression of heart failure.

MicroRNAs (miRNAs) are small, non-coding RNAs that are incorporated with the RNA-induced silencing complex (RISC) to stimulate mRNA degradation or inhibit protein translation [8]. Argonaute 2 (Ago2) is a core element of the RISC that mediates miRNA-guided gene-silencing processes. Increasing evidence suggests that a large number of miRNAs are involved in heart failure at the post-transcriptional level [9]. A small number of miRNAs have been characterized in detail with reported targets in cardiac disease, suggesting their potential to serve as biomarkers for heart failure. MiR-1, the most abundant miRNA in heart tissue, targets the key cardiac-specific transcription factors Hand2 and Irx-5, which are critical for cardiogenesis and cardiac conduction [10]. Furthermore, miR-1 targets the 3′UTRs of CaM, Mef2a, and Gata4 to regulate cardiomyocyte growth responses [11]. MiR-208a and miR-208b have been found to directly target Thrap1 and myostatin, which act as negative regulators for cardiac growth and hypertrophy [12]. MiR-22 directly inhibits a large number of transcription factors, such as Purb, Hdac4, PGC-1α, PPARα, and SIRT1, resulting in cardiac contractile and calcium-handling dysfunction in mice [13]. Although these miRNAs were verified to repress multiple genes related to cardiac function, many other critical genes have yet to be associated with cardiac-specific miRNAs that target to them. More mechanistic studies from the perspective of the genes themselves are required to reveal how those critical cardiac genes are regulated by miRNAs.

Our recent research on the RNA binding protein RBFox2 (also known as RMB9, Fox2, or Fxh) has proven its functional importance in maintaining cardiac performance and playing a key role in the process of heart failure [14,15,16]. RBFox2 is expressed from embryo to adult and is greatly reduced in mouse heart failure models [14,17]. RbFox2 heart-specific knockout mice showed an obvious phenotype of heart failure two months after birth, including decreased heart ejection, reduced cardiac contractility, and impaired calcium handling [14,16]. However, a cardiac-specific KO of RBFox2 did not produce a cardiac hypertrophy phenotype during development, indicating that its knockout directly induced a decompensation process leading to heart failure. Mechanistically, RBFox2 regulates numerous altered splicing events linked to specific heart failure phenotypes, which may constitute a key part of the developmental program during postnatal heart remodeling. A new function of RBFox2 in regulating transcriptional repression was found in several cell types, including cardiomyocytes, which can recruit polycomb complex 2 (PRC2) in a nascent RNA-dependent manner [15]. A further mechanistic study revealed that a cardiac ablation of the RBFox2 protein resulted in transcriptionally induced miRNAs in combination with enhanced miRNAs targeting Jph2, which directly contributed to heart failure [16]. In addition to our work, the results from other groups have confirmed that RBFox2 contributes to heart development and is required for maintaining normal function of the human heart, as mutations in or deletions of the RBFox2 protein cause defective formation of the cardiac chambers and various congenital or acquired heart diseases [18,19,20,21]. All these relative results suggest that the RBFox2 protein is a key cardioprotective factor with therapeutic potential for treating heart failure. However, it remains unclear how RBFox2 itself is regulated in heart failure.

In the present study, we dissected the transcriptomic signature, including mRNAs and miRNAs, of isolated cardiomyocytes from a mouse model of heart failure. Global and association analyses suggested that the large-scale upregulation of miRNAs contributed to the asymmetric changes in gene expression in heart failure. Importantly, RBFox2 proved to be targeted by multiple upregulated miRNAs that impaired both the RBFox2 protein and its downstream functions. The inhibition of corresponding miRNAs could rescue the RBFox2 protein as well as its downstream effects in dysfunctional cardiomyocytes. These findings revealed the molecular mechanism for how cardioprotective factor RBFox2 is repressed in heart failure and provided a possible approach for restoring cardiac function by rescuing RBFox2 through miRNA inhibition.

## 2. Results

### 2.1. Identification of Transcriptomic Signatures of Cardiomyocytes in TAC Heart Failure Model

Transverse aortic constriction (TAC) is a well-established mouse model for inducing heart failure caused by a pressure overload [22]. Echocardiographic results showed an obvious heart failure phenotype in TAC mouse hearts at 14 weeks, which was characterized by a significant increase in both the end-diastolic and end-systolic left ventricular internal dimensions (LVIDs and LVIDd) (Figure 1A,B), and a great decrease (~50%) in the fractional shortening (FS) and ejection fraction (EF) (Figure 1C,D). In addition, the ventricle weight (VW) and lung weight (LW) increased while body weight remained unchanged (Supplementary Figure S1A) after TAC surgery, which resulted in a significant increase in both the ventricle weight and lung weight ratio to body weight (VW/BW and LW/BW) (Figure 1E,F). These results indicate that long-term TAC surgery leads to cardiac remodeling and progression to heart failure.

The profiling of mRNA was performed in duplicate to detect global gene expression changes in isolated cardiomyocytes from the 14-week hearts of TAC or sham mice (Supplementary Figure S1B). Among 8163 of relatively highly expressed genes (FPKM > 2) (Table S1), 149 genes showed significant changes in the TAC group by a strict cut-off (*p* < 0.05; fold change > 2.0) (Figure 1G and Figure S1C). These dysregulated genes included heart failure biomarkers such as *Nppa*, *Nppb*, and *Gdf15*, which are wildly used in clinical diagnoses of heart failure [23]. A gene ontology analysis revealed that the dysregulated genes were mostly related to the development and morphogenesis of cardiac tissue in biological processes (Figure 1H). Notably, the number of downregulated genes was over three-fold larger than that of upregulated genes (Figure 1I), and different cut-offs did not affect the tendency (Supplementary Figure S1D,E), suggesting that asymmetric changes in gene expression occurred in the heart failure stage. The related results were consistent with previous reports that more transcripts were downregulated rather than upregulated [24,25], which is the hallmark of the mRNA signature in heart failure.

A STRING function enrichment analysis was performed to reveal the interaction of related proteins encoded by dysregulated genes in the heart failure stage after TAC surgery. A total of 40 network nodes were extracted at high interaction score (0.6 or better), indicating functional associations of these proteins with a high confidence (Figure 1J). Interestingly, the nodes encoded by upregulated genes (red) were functionally aggregated in the upper left, including the gold-standard biomarkers (Nppa and Nppb) involved in heart failure diagnosis [23], the molecular markers (Myh7 and Acta1) elevated from the hypertrophic state [26,27], and other cardiac cytoskeleton proteins (Myot and Tpm2) related to heart failure [28,29]. Multiple transcription factors that are critical for cardiac function were enriched in the upper right, including Fos, Jun, Junb, Klf6, and Egr1 [30,31,32], most of which are early response markers activated within 30 min of exposure to hypertrophic stimuli [33]. The lower part contained the nodes related to inflammation and the cell junction, including Tlr4, a key immune receptor that is increased in heart failure and that plays a critical role in myocardial inflammation [34]; Serping1, a serine proteinase inhibitor that reduces inflammation and damage in post-myocardial infraction [35]; and Cdh5, a junction protein exhibiting a cardioprotective role in stress-induced hypoxia or ischemia [36]. Taken together, all these results show that TAC surgery-induced heart failure leads to the altered expression of many genes that are critical for multiple aspects of cardiac function.

### 2.2. Large-Scale Upregulated miRNAs Regulate mRNA at Post-Transcriptional Level

Most mRNAs were downregulated rather than upregulated in the heart failure stage, suggesting that additional mechanisms to suppress steady-state levels of mRNAs might be involved. 

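Small RNA libraries were made from total RNA of isolated cardiomyocytes of 4 sham and 4 TAC mice at 14 weeks after surgery and were sequenced separately. For each library, the authors deposited the number of tags counted on each mature mouse miRNA, without normalization, and the 8 libraries hold counts for 697 miRNAs. Between 4005668 and 5392576 tags were counted on miRNAs in the sham libraries, with a median of 4767551. The TAC libraries hold between 5507169 and 7798943, with a median of 6781815.5. This total was higher in every TAC library than in every sham library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The 10 most abundant miRNAs took 57.0% ± 1.01 (SD, n = 4) of the counts in sham and 63.2% ± 2.07 (SD, n = 4) in TAC. The counts were divided by each library's miRNA total and expressed as CPM. Because the paper's methods normalize to miR-126a-3p and miR-19b-3p, the CPM of the 4 TAC libraries were then divided by 1 factor, 0.537, the geometric mean of the TAC-to-sham ratios of these 2 miRNAs, and the result is called reference-scaled CPM. Since this factor is computed from the groups, permutation tests on reference-scaled CPM computed it anew in each arrangement of the libraries. Fold changes were tested with edgeR's quasi-likelihood F test on the counts with the same factor, over the 223 miRNAs with a mean above 100 counts per library, and adjusted by Benjamini-Hochberg. edgeR takes the factor as known, so its standard errors and adjusted p under the reference scaling leave out the error of the factor. With a library left out, the factor ran from 0.495 (without Sham mouse 1) to 0.569 (without Sham mouse 3). A miRNA was called higher or lower at an adjusted p below 0.05 and a fold change above 1.70. At this depth, most of the scatter between libraries of 1 group is not counting error, with a biological coefficient of variation of 0.255 over the tested miRNAs in edgeR.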

Considering that miRNAs affect protein translation through the repression or degradation of the mRNA transcripts [8], we analyzed the myocardial miRNA expression profiling in quadruplicate, including the samples for which we performed mRNA profiling (Supplementary Figure S2A). 

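For the PCA, log2(CPM + 1) by library total of the 223 tested miRNAs was centred and not scaled to unit variance. PC1 held 43.7% of the variance and PC2 22.3%. Mean PC1 scores were 8.17 higher in TAC than in sham, and the nearest libraries of the groups were 5.53 apart (two-sided exact permutation test, p = 0.0286). The groups overlapped on PC2, where their means differed by 0.0678 (exact permutation test, p = 1), and the library of TAC mouse 4 had the highest score, 5.88. Of the alternatives in the same units, the reference-scaled values changed the difference most, to 11.5, to which the factor of the TAC libraries adds by construction. With each miRNA scaled to unit variance, PC1 held 38.0% of the variance and the exact p was the same.

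**Figure D1:**
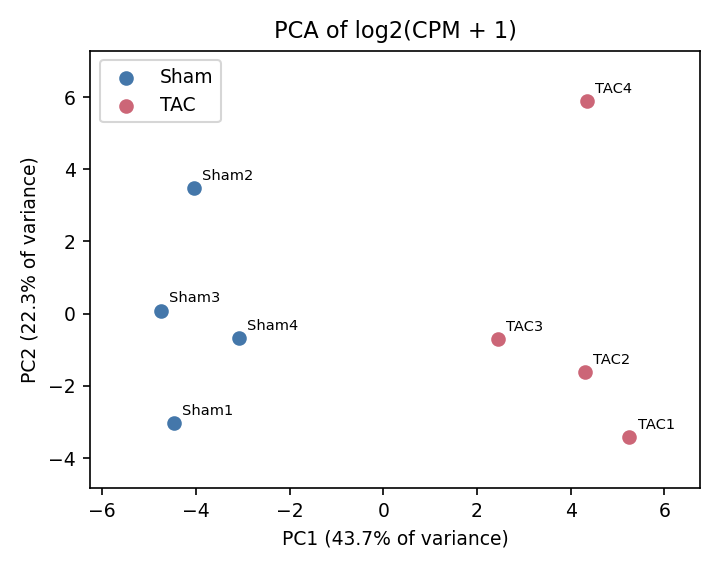
Scores of the 8 libraries on PC1 (horizontal axis) and PC2 (vertical axis) of log2(CPM + 1), with the percent of variance each component holds; each point is 1 mouse. The TAC libraries sit on the right and the sham libraries on the left, 5.53 apart on PC1.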

A principal component analysis (PCA) showed that the TAC group was distinguished from the sham group, indicating different miRNA expression patterns between these two groups (Supplementary Figure S2B). 

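In the miRNA-seq libraries, miR-1a-3p (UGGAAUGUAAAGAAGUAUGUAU) was the most abundant of all miRNAs, and its hairpins Mir1a-1 and Mir1a-2 lie on chromosome 2 of GRCm38 from 180389048 to 180389124 and on chromosome 18 from 10785481 to 10785552, the second in an intron of Mir133a-1hg. Its reference-scaled CPM were 108665 ± 14453 (SD, n = 4) in sham and 294552 ± 55868 (SD, n = 4) in TAC, a log2 fold change of 1.44 (standard error 0.15, adjusted p = 8.20e-05 from edgeR). let-7f-5p (UGAGGUAGUAGAUUGUAUAGUU) ranked 5 by total count, and its hairpins Mirlet7f-1 and Mirlet7f-2 lie on chromosome 13 from 48537829 to 48537917, in an exon of the lincRNA 6720427I07Rik, and on chromosome X from 151912346 to 151912428, in an intron of Huwe1. It had 51194 ± 7839.5 (SD, n = 4) in sham and 111408 ± 5000.4 (SD, n = 4) in TAC, a log2 fold change of 1.12 (standard error 0.12, adjusted p = 8.20e-05 from edgeR). miR-486a-5p (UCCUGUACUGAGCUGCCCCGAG), carried by the hairpins Mir486 and Mir3107 on opposite strands of chromosome 8 from 23142555 to 23142682 and from 23142573 to 23142662, within the Ank1 gene, rose from 23490.2 ± 1801 (SD, n = 4) to 54134 ± 8287 reference-scaled CPM (SD, n = 4), a log2 fold change of 1.20 (standard error 0.12, adjusted p = 6.43e-05 from edgeR). miR-24-3p (UGGCUCAGUUCAGCAGGAACAG), from Mir24-1 on chromosome 13 from 63301208 to 63301275 and Mir24-2 on chromosome 8 from 84208815 to 84208921, had 13476 ± 1902 (SD, n = 4) in sham and 29192 ± 5049 (SD, n = 4) in TAC, a log2 fold change of 1.12 (standard error 0.15, adjusted p = 2.67e-04 from edgeR). In each of these 4 miRNAs, every TAC library lay above every sham library after this scaling, and exact permutation tests with the factor computed anew gave p = 0.0286, 0.0286, 0.0286 and 0.0571 in the order given. By library totals the groups of miR-486a-5p did not overlap and those of the other 3 did. Library-total scaling moved these log2 fold changes most, to 0.54, 0.22, 0.31 and 0.22 in the order given. Under edgeR's TMM normalization they were 0.74 (adjusted p = 0.0196), 0.43 (adjusted p = 0.0529), 0.52 (adjusted p = 0.0250) and 0.43 (adjusted p = 0.0808). Of the 19 miRNAs of Figure 2A, all of them tested, 12 had an adjusted p below 0.05 and 8 were called higher. The log2 fold changes of the 19 ran from -0.12 to 1.44. Under TMM 8 kept a positive log2 fold change, and 10 had an adjusted p below 0.05, some of them higher and others lower in TAC.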

QPCR doubly confirmed the expression changes for multiple miRNAs, including those that were significantly upregulated after the TAC surgery, as exampled by miR-1a, Let-7f, miR-486a, and miR-24 (Figure 2A), which are highly abundant in heart tissue and play important roles in cardiac function [10,11,37,38,39]. Importantly, among 234 highly expressed miRNAs (count > 100) (Table S2), 77 miRNAs were significantly upregulated, but only one miRNA was significantly downregulated by the strict cut-off (*p*-value < 0.05, fold change > 1.70) (Figure 2B and Supplementary Figure S2C), indicating that the miRNAs were upregulated on a large scale in cardiomyocytes at the heart failure stage.

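Of the 223 tested miRNAs, 82 were called higher and 2 lower in TAC. The median log2 fold change of the tested miRNAs was 0.61, a fold change of 1.52, and 89.7% were positive. After the reference scaling, every TAC library lay above every sham library in 122 miRNAs and below in 1, and the groups overlapped in 100. With the factor computed anew, 1 of the other splits of the libraries into 4 and 4 gave 110 on one side. By library totals, every TAC library lay above in 8 miRNAs and below in 61, and the groups overlapped in 154, where chance gives 1.43% on each side. Among the 82 called higher, 75 had groups that did not overlap after the reference scaling, and of these the largest log2 fold changes were 2.14 for miR-1983, 1.85 for miR-200b-3p, 1.83 for miR-200c-3p, 1.71 for miR-208b-3p and 1.68 for miR-141-3p. miR-200b-3p, miR-200c-3p and miR-141-3p were far higher in TAC mouse 4 than in the other TAC mice, and without its library they had log2 fold changes of 0.82, 0.82 and 0.84. The smallest among the 75 were 0.79 for miR-143-3p, 0.79 for miR-378a-3p, 0.78 for miR-3068-3p and 0.77 for let-7i-5p, all of which turn negative when scaled by library totals. With the factor computed anew, the exact permutation p was 0.0286 for miR-1983, miR-200c-3p, miR-208b-3p and miR-143-3p and 0.0571 for miR-200b-3p, miR-141-3p, miR-378a-3p, miR-3068-3p and let-7i-5p. The called lower miRNAs were miR-3535, a log2 fold change of -1.06 (standard error 0.26, adjusted p = 0.00588 from edgeR), and miR-6240, a log2 fold change of -1.29 (standard error 0.50, adjusted p = 0.0428 from edgeR); the groups of miR-6240 overlapped, and it was named after its value was seen. With TMM normalization in place of the reference miRNAs, 3 miRNAs were called higher and 10 lower, and the median log2 fold change was -0.082; these calls moved most with 1 library left out to 2 higher and 4 lower without Sham mouse 3 and 1 higher and 7 lower without TAC mouse 2. With library totals alone, 1 was called higher and 23 lower, with a median of -0.29. With each library left out in turn under the reference scaling, between 59 and 106 were called higher and between 1 and 2 lower. From the number of miRNAs significantly upregulated against the number downregulated at its cut-off, the paper concludes that miRNAs are upregulated on a large scale in cardiomyocytes at the heart failure stage.

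**Figure D2:**
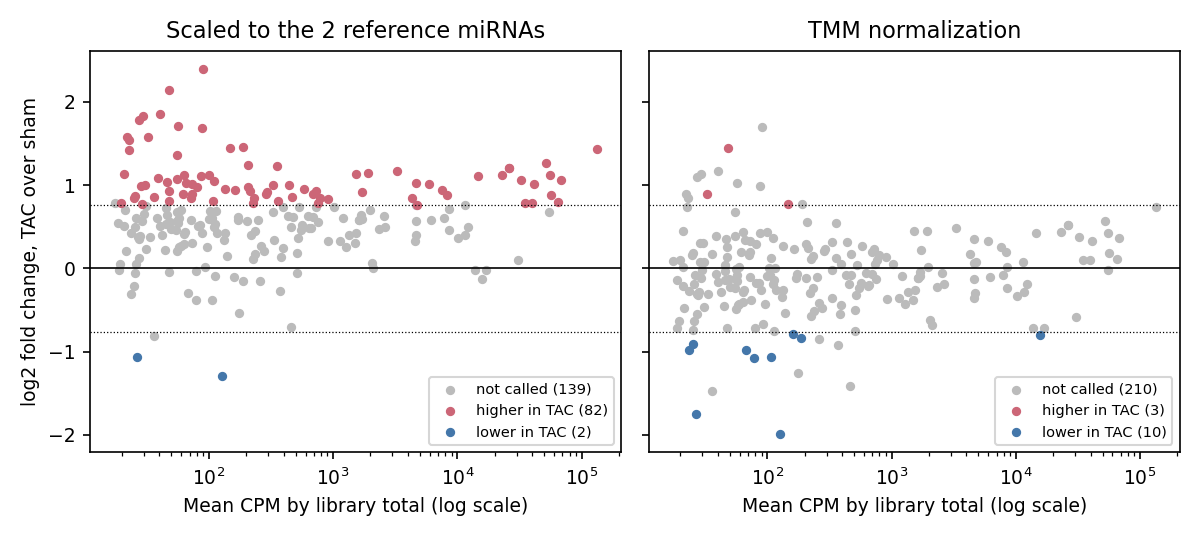
log2 fold change (TAC over sham) of the 223 tested miRNAs on the vertical axis against the mean CPM by library total of the groups on a log horizontal axis, with the reference scaling on the left and TMM on the right; dotted lines mark a fold change of 1.70. The left panel has 82 miRNAs called higher and 2 lower, and the right panel 3 higher and 10 lower.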

Next, we wondered whether the large-scale upregulation of miRNAs was intrinsically linked to gene expression changes in the TAC heart failure model. By combining two miRNA target prediction databases, Miranda and Targetscan, significantly upregulated miRNA-targeted genes were predicted among those relatively highly expressed genes at the principle of base-pairing interactions in the seed region. The results showed that, except for 642 (7.9%) genes, 7521 (92.1%) genes were targeted by upregulated miRNAs (Figure 2C). Moreover, 6955 (85.2%) genes were targeted by at least two sites with different miRNAs (Figure 2D), suggesting that majority of these genes were regulated by multiple miRNAs. These results should not be biased, since they were consistent with the results from a stricter cut-off (fold change > 2.0) (Supplementary Figure S2D,E). Importantly, compared to genes without miRNA targeting in their 3′UTRs, the miRNA-targeted genes showed a significant shift towards reduced expression, as indicated by the prospective *p*-values (Figure 2E). The reduced expression trend was more prominent with an increase in the number of miRNA-targeting sites (Figure 2F), which was consistent with the analysis with the stricter cut-off (Supplementary Figure S2F,G). These related results indicate that the large-scale upregulation of miRNAs degraded the mRNA transcripts of targeted genes, which provides evidence to explain the hallmark of the mRNA signature in heart failure [24,25].

To further explore the molecular mechanisms responsible for the large-scale upregulation of miRNAs, we dissected the levels of precursors as well as the key processing proteins for forming mature miRNAs [8]. We found that most of the upregulated miRNAs showed varying degrees of increase in their primary transcripts (Figure 2G), which was accompanied by some of them simultaneously exhibiting a slight increase at the precursor level. Drosha, a nuclear RNase III-type enzyme and the catalytic subunit of the microprocessor that cleaves pri-miRNA into pre-miRNA [8], remained unchanged at the protein level in heart failure cardiomyocytes after TAC surgery (Figure 2H). A similar thing happened in Dicer (Supplementary Figure S2H), which crops pre-miRNA into mature miRNA. All these related findings suggest that the large-scale upregulation of miRNA might result from the pre-transcriptional control of miRNA biogenesis.

### 2.3. Repression of RBFox2 Protein by Multiple Upregulated miRNAs in Heart Failure

Previously, we reported that RBFox2, the key cardioprotective factor, was greatly reduced at the protein level in the whole heart after TAC surgery [14]. Similar results were also shown in isolated cardiomyocytes, with RBFox2 being ~50% reduced at the protein level (Figure 3A,B). In contrast, its mRNA level remained unchanged (Figure 3C). These results, combined with the previous findings from miRNA profiling in Figure 2, suggest that RBFox2 might be regulated by miRNAs at the post-transcriptional level. To further test this hypothesis, we analyzed possible miRNA-targeting sites in the RBFox2 3′UTR region by overlapping Ago2 CLIP-seq binding profiles with predicted sites from the Targetscan database. A total of 21 strong Ago2 binding peaks were found in the long 3′UTR region (5330nt) of the RBFox2 gene, covering 10 binding sites of upregulated miRNAs (Figure 3D and Supplementary Figure S3A) and indicating that more than one miRNA might target the RBFox2 gene.

To further validate the miRNA-targeting site candidates, we designed the luciferase reporters cloned with wild-type or seed mutant core elements from the RBFox2 3′UTR and tested them in Hela cells by cotransfection with the corresponding miRNAs. Finally, five sites were verified by a luciferase assay at the principle of the base-pairing interaction in the seed region, including those targeted by Let-7f (Figure 3E,F), miR-16 (Figure 3G,H), miR-200b (Figure 3I,J), miR-92a (Supplementary Figure S3B,C), and miR-24 (Supplementary Figure S3D,E). These miRNAs were significantly upregulated in cardiomyocytes at the heart failure stage after TAC surgery (Supplementary Figure S3F,G) and have been reported to be critical for the regulation of cardiac function [37,39,40,41,42], demonstrating that RBFox2 is regulated by multiple cardiac critical miRNAs in heart failure.

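All of the 5 miRNAs had an adjusted p below 0.05 and a positive log2 fold change in edgeR with the reference scaling. Exact permutation tests with the reference factor computed anew in each arrangement gave p = 0.0286 for miR-16-5p and let-7f-5p, 0.0571 for miR-24-3p and miR-200b-3p and 0.143 for miR-92a-3p. By library totals, every TAC library lay below every sham library for miR-16-5p and miR-92a-3p, and the groups of the other 3 overlapped. miR-16-5p (UAGCAGCACGUAAAUAUUGGCG), encoded on chromosome 14 of GRCm38 from 61631880 to 61631972 in an intron of Dleu2 and on chromosome 3 from 69009902 to 69009996 in an intron of Smc4, had reference-scaled CPM of 1838 ± 187 (SD, n = 4) in sham and 2875 ± 139.8 (SD, n = 4) in TAC, a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.00127 from edgeR). miR-92a-3p (UAUUGCACUUGUCCCGGCCUG), encoded on chromosome 14 from 115044427 to 115044506 in Mir17hg and on chromosome X from 52741838 to 52741928, had 1369 ± 114 (SD, n = 4) in sham and 1717 ± 162 (SD, n = 4) in TAC, a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.0376 from edgeR). Both changes lie under the fold change of 1.70. The change of miR-92a-3p passed the adjusted threshold without Sham mouse 1 or without TAC mouse 1, and lost it with any other single library left out, with log2 fold changes from 0.24 to 0.45 over all of these. miR-200b-3p had 27.4 ± 5.72 (SD, n = 4) in sham and 99.3 ± 105 (SD, n = 4) in TAC, a log2 fold change of 1.85 (standard error 0.59, adjusted p = 0.0198 from edgeR). Its counts were 141, 177, 131 and 79 in the sham libraries and 166, 209, 117 and 995 in the TAC libraries, and without TAC mouse 4 its log2 fold change was 0.82. Its adjusted p ran from 0.0108 to 0.0644 with each library left out, and lay above 0.05 without Sham mouse 3. Under TMM normalization, 0 of the 5 had an adjusted p below 0.05 in edgeR, 2 had an unadjusted p below 0.05 with a positive change (let-7f-5p and miR-24-3p), 1 had one with a negative change (miR-92a-3p), and 3 had a positive log2 fold change. DESeq2 with its own size factors gave 2 of the 5 with an adjusted p below 0.05 and a positive change. miR-16-5p went to -0.043 (adjusted p = 0.793), miR-92a-3p to -0.36 (adjusted p = 0.0529) and miR-200b-3p to 1.17 (adjusted p = 0.195) under TMM, and miR-200b-3p without TAC mouse 4 to 0.10 (adjusted p = 0.780).

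**Figure D3:**
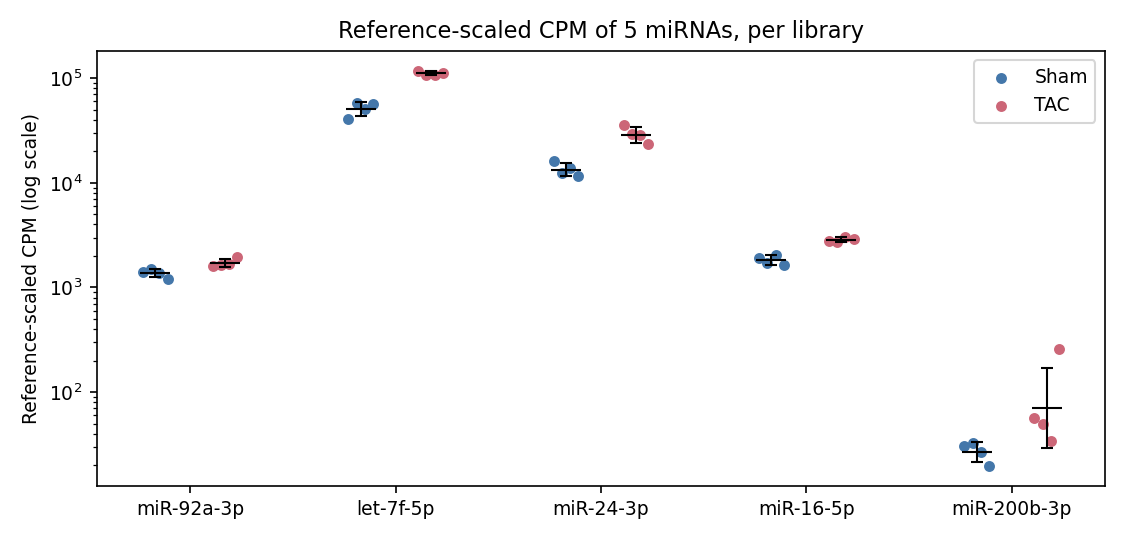
Reference-scaled CPM on a log vertical axis of miR-92a-3p, let-7f-5p, miR-24-3p, miR-16-5p and miR-200b-3p, with 1 point per library and black bars at the geometric mean with 1 SD on the log scale (n = 4 per group). Each TAC group lies above its sham group, a difference that for miR-16-5p and miR-92a-3p takes the opposite sign under TMM.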

Among all the identified miRNA sites targeting RBFox2, the Let-7f target site was the most important one, since it was covered by the highest Ago2 peak in the RBFox2 3′UTR region and was highly conserved in multiple species (Figure 3D,E). 

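Supplementary Figure S3G holds 9 members of the family (let-7a-5p, b, c, d, e, f, g, i and miR-98-5p), and 7 of them rank among the 50 most abundant of the tested miRNAs by total count. Together they took 13.1% ± 0.669 (SD, n = 4) of the miRNA counts in sham and 14.7% ± 0.694 (SD, n = 4) in TAC, a difference that did not pass 0.05 (two-sided exact permutation test, p = 0.0571). Their summed reference-scaled CPM were 130692 ± 6693 (SD, n = 4) in sham and 273649 ± 12932 (SD, n = 4) in TAC, a log2 fold change of 1.07 (exact permutation test with the factor computed anew, p = 0.0286). let-7j, with a mean of 20 counts, is not in these sums. The log2 fold changes of the members ran from 0.74 in let-7e-5p to 1.23 in miR-98-5p. The adjusted p was below 0.05 in edgeR for 9 of the 9, at most 0.00696, and 8 were called higher, let-7e-5p being under the fold change of 1.70. The exact permutation p of let-7d-5p and let-7i-5p, 0.0571, did not pass 0.05, and that of the other 7 was 0.0286. Library-total scaling moved the sum most, to a log2 fold change of 0.17, and there let-7e-5p (-0.16), let-7g-5p (-0.019) and let-7i-5p (-0.13) fell. TMM normalization gave 0.052 to 0.54 across the members, 2 of them (let-7a-5p and let-7c-5p) with an adjusted p below 0.05. The counts do not tell how tags that fit more than 1 family member were assigned.

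**Figure D4:**
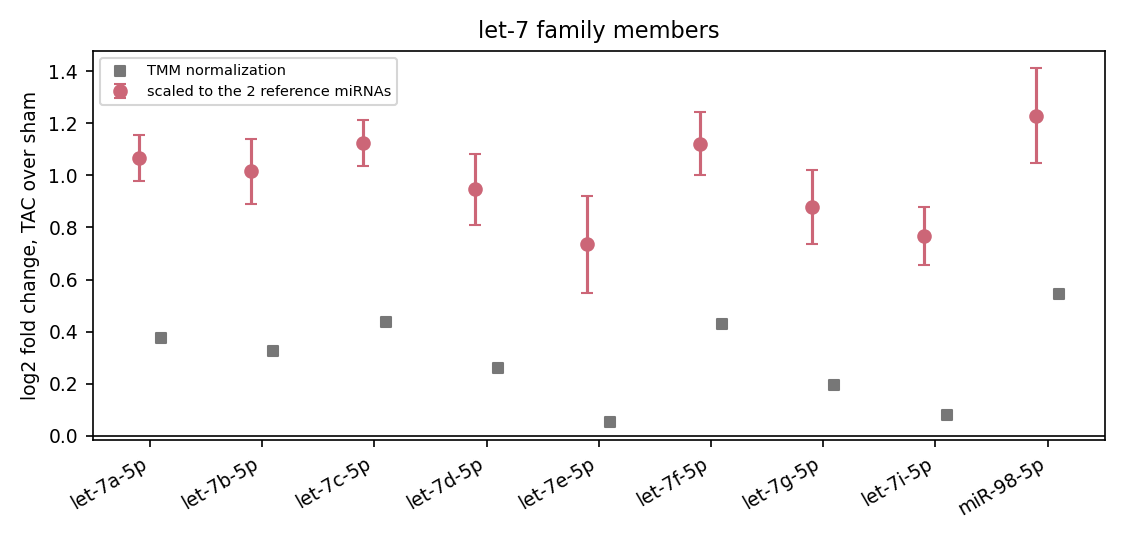
log2 fold change (TAC over sham, vertical axis) of the 9 let-7 family members of Supplementary Figure S3G, with the reference scaling as circles with the standard error (4 libraries per group) and with TMM as squares. All 9 circles lie at 0.74 or above and all 9 squares between 0.052 and 0.54; let-7e-5p, let-7g-5p and let-7i-5p turn negative under library-total scaling.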

The results from miRNA profiling revealed that all Let-7 family members, including Let-7f, are highly abundant in cardiomyocytes (Table S2) [43] and greatly upregulated at the heart failure stage (Supplementary Figure S3G). Moreover, cotransfection of the luciferase reporter vector with other Let-7 members (Let-7a or Let-7c) also significantly reduced the luciferase assay activity, whereas mutants in the seed region reversed the effect (Supplementary Figure S3H,I). These results suggest that the Let-7f site might be targeted by the entire Let-7 family due to the high similarity in the nucleotide sequence, especially in the seed region [43].

Based on the luciferase assay results of 16 miRNA binding site candidates in the RBFox2 3′UTR region (Supplementary Figure S3A), a further analysis was performed to examine whether or not species conservation and the Ago2 binding property contributed to the miRNA site determination. All five proven sites were overlapped by Ago2 CLIP-seq peaks, and four of them had highly conserved seed regions in multiple species. (Figure 3K). On the other hand, one of eight poorly conserved candidates was proven to be correct, while none of the candidates (zero out of six) without Ago2 binding turned out to be true. These results suggest that, in addition to species conservation, the Ago2 binding property has a great impact on determining authentic miRNA target sites [44].

### 2.4. Regulation of RBFox2 Protein and Its Downstream Functions by miRNAs

Next, we investigated how these RBFox2-targeted miRNAs affect the RBFox2 protein and its downstream functions in neonatal rat cardiomyocytes (NRCMs). At least a 78-fold increase in the corresponding miRNAs (Let-7f, miR-200b, or miR-16) was detected in cultured NRCMs after three days of transfection (Supplementary Figure S4A), indicating the stable overexpression of the miRNA mimics. In this case, the overexpression of corresponding miRNAs resulted in a ~50% reduction in the RBFox2 protein (Figure 4A and Supplementary Figure S4B,C), which is comparable to previous results from the heart failure stage in the TAC model (Figure 3A), whereas direct siRNA interference could repress ~80% of the RBFox2 protein. The QPCR results revealed that the RBFox2 mRNA remained unchanged after the targeted miRNA overexpression, while the RBFox2 RNAi directly reduced mRNA production (Supplementary Figure S4D). These results suggest that the repression of the RBFox2 protein by targeted miRNAs was mainly at the post-transcriptional level, which is consistent with previous data (Figure 3A,B).

In a previous report, we discovered that RBFox2 regulates the alternative splicing of numerous genes related to cardiac function and disease [14]. Here, we checked whether or not the overexpression of miRNAs targeting RBFox2 affected downstream alternative splicing functions. According to the RBFox2 CLIP-seq results from mouse cardiomyocytes, RBFox2 bound multiple evolutionarily conserved (U)GCAUG motifs (red) located in the downstream intronic regions of alternative exon 13 of *Enah* (Figure 4B), a validated RBFox2-regulated gene [14]. The overexpression of miRNAs resulted in the partial repression of the alternative exon 13 of *Enah*, while the RBFox2 knockdown by RNAi greatly suppressed the exon. A mild induction of exon 4 alternative splicing upon the miRNA overexpression occurred on *Sorbs2*, another validated RBFox2-regulated gene [14], which is consistent with specific RBFox2-binding events at upstream intronic regions of the exon, as evidenced by CLIP-seq data (Supplementary Figure S4E). Considering that both Enah and Sorbs2 are essential for maintaining the structural integrity of the contractile apparatus in cardiomyocytes [45,46], all related evidence demonstrates that the overexpression of miRNAs targeting *RBFox2* could induce critical cardiac functional genes to undergo RBFox2-dependent alternative splicing changes in NRCMs.

On the other hand, RBFox2 has been found to play a critical role in maintaining normal E–C coupling by protecting *Jph2* from miRNA targeting in the mouse heart [16]. Here, we found that the level of Jph2 protein was reduced by ~50% compared to the negative control after the overexpression of miRNAs targeting RBFox2 (Figure 4A and Supplementary Figure S4B,C), which is consistent with the results from the RBFox2 knockdown, indicating that the repression of RBFox2 could induce Jph2 protein down-regulation in NRCMs. The RT-PCT results show that the Jph2 mRNA remained unchanged after the RBFox2-targeted miRNA treatment as well as in the RBFox2 knockdown (Supplementary Figure S4D), suggesting that the regulation of Jph2 by RBFox2 is mainly at the post-transcriptional level, which is consistent with our previous report [16]. To further check the E–C coupling function in NRCMs, the calcium transient was examined through the high-resolution line-scan mode in confocal microscopy. The imaging results revealed that calcium transients were attenuated upon the overexpression of RBFox2-targeted miRNAs as well as in the RBFox2 knockdown (Figure 4C and Supplementary Figure S4F), as manifested by greatly reduced amplitudes (Figure 4D,E and Supplementary Figure S4G) and an increased FHDM (Figure 4F and Supplementary Figure S4H). Furthermore, a significant increase in COV during the elevation of calcium transients indicated that desynchronized calcium release occurred in this case (Supplementary Figure S4I). These related results reveal that miRNA-induced RBFox2 protein suppression would cause E–C coupling defects by reducing the Jph2 protein in NRCMs.

### 2.5. Rescuing RBFox2 Protein as Well as Cardiac Function by Antagomir Cocktail

Based on the importance of binding sites as well as the abundance of targeted miRNAs, a cocktail of antagomirs designed according to Let-7 family members was used for miRNA inhibition. Incubation with 100 μM of isoproterenol (ISO) for 6 days resulted in a dramatic induction of heart failure markers (*Nppa*, *Nppb* and *Tlr4*) (Figure 5A) and a significant reduction in the RBFox2 protein (Figure 5B) in cultured NRCMs, indicating cardiomyocyte dysfunction after a prolonged ISO treatment. Importantly, when the antagomir cocktail was introduced simultaneously with the ISO treatment, the elevation of these heart failure markers and the reduction in the RBFox2 protein was compensated to a level comparable to the negative control (Figure 5A,B). These related results indicate that the inhibition of RBFox2-targeted miRNAs could diminish the ISO-induced upregulation of heart failure markers and rescue the downregulation of the RBfox2 protein. In addition, the inhibition of RBFox2-targeted miRNAs could reverse the ISO-induced dysfunction of critical cardiac gene splicing, as shown by more skipping of the alternative exon 13 of Enah after the ISO treatment (Figure 5C), whereas more inclusion of this exon was induced after the simultaneous transfection of the antagomir cocktail.

Slightly increased Jph2 protein levels were detected after the treatment with the antagomir cocktail alone (Figure 5B), which might have been due to the upregulation of the RBFox2 protein as a result of endogenous miRNA repression. Importantly, Jph2 significantly reduced after the ISO treatment, which could be reversed by the simultaneous transfection of the antagomir cocktail, suggesting that the inhibition of miRNAs targeting RBFox2 could rescue the ISO treatment-induced Jph2 protein down-regulation in NRCMs. In addition, the calcium imaging results revealed that the calcium transients were enhanced after the simultaneous transfection of the antagomir cocktail compared with the ISO treatment alone (Figure 5D), which was manifested by a significant increase in the amplitude (Figure 5E) and a slight decrease in the FHDM (Figure 5F). These related results suggest that the inhibition of miRNAs targeting RBFox2 rescued the E–C coupling defects induced by a long-time ISO treatment.

Moreover, the inhibition of RBFox2-targeted miRNAs would also recover dysfunction in NRCMs caused by a long-time (6-day) treatment with phenylephrine (PE) (50 μM). There is evidence that, in addition to rescuing RBFox2 depression (Supplementary Figure S5A), the antagomir cocktail transfection also restored the suppression of the alternative exon in the Enah gene (Supplementary Figure S5B), downregulated the Jph2 protein (Supplementary Figure S5A), and caused defects in calcium handling (Supplementary Figure S5C,D). These results reveal that the restoration of the RBFox2 protein by antagomirs might serve as a general approach in the treatment of heart failure, given the important role of the RBFox2 protein in cardiac dysfunction.

## 3. Discussion

A lot of studies in the literature have reported a gene expression profile of the heart from animal models as well as human patients [5,6,7], largely based on the whole heart rather than cardiomyocytes. These observations would be biased because nonmuscle cells comprise ~70% of the total cardiac cells [47], of which the largest proportion is cardiac fibroblasts. Here, we decomposed cardiac tissue and isolated cardiomyocytes using the Langendorff perfusion system prior to conducting downstream sequencing and analyses. Based on our sequencing results (Table S1), we found that markers of cardiac fibroblasts, such as *S100a4*, *Drr2*, *Fap*, *Vegfd*, and *Cdh11* [48], were all expressed at very low levels, indicating that a large proportion of the nonmuscle cells, particularly cardiac fibroblasts, had been removed.

More than one hundred changed genes were detected in duplicates of the mRNA-seq by a stringent cut-off, including marker genes for heart failure (See Figure 1). These results confirm the hallmark of the heart failure mRNA signature [24,25], which means that many more transcripts are downregulated than upregulated. In addition to the development and morphogenesis of cardiac tissue, a gene ontology analysis of dysregulated genes revealed more terms related to heart failure, including a response to a stimulus (*p*-value 1.1 × 10^−9^), the MAPK cascade (*p*-value 1.5 × 10^−7^), and extracellular matrix organization (*p*-value 9.7 × 10^−7^). A network analysis of proteins decoded from changed genes revealed that 40 key nodes were finally identified that are involved in the cytoskeleton, cell connections, transcriptional regulation, inflammatory responses, etc., and almost all nodes had been reported to be associated with heart diseases. Therefore, these nodes have the potential to serve as markers for the diagnosis of heart failure diseases.

The profiling of miRNA was performed with quadruplicates of the controls and experimental groups to reduce the experimental variation (See Figure 2). The results of the principal component analysis (PCA) confirmed the internal consistency in the experimental or control group. A total of 21 miRNAs with different degrees of changes were validated by RT-PCR, and the correlation with sequencing results was very high (R^2^ = 0.86), which illustrated the reliability of deep-sequencing results. With stringent criteria, we identified 77 significantly upregulated miRNAs, illustrating that the wide-scale upregulation of miRNAs in the heart failure stage is consistent with the results from human disease samples [25]. Besides those well-characterized miRNAs (miR-1a, miR-208a, and miR-22) essential for cardiac function, multiple regulated miRNAs have been implicated in heart failure-related cellular signaling pathways. 

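In these libraries miR-22-3p, rank 2 by total count, had reference-scaled CPM of 64470.2 ± 10201 (SD, n = 4) in sham and 134225 ± 13854 (SD, n = 4) in TAC, a log2 fold change of 1.06 (standard error 0.13, adjusted p = 2.05e-04 from edgeR). Under TMM its log2 fold change was 0.37 (adjusted p = 0.130) and with library totals 0.16 (adjusted p = 0.384). miR-208a-3p had 519 ± 87.2 (SD, n = 4) in sham and 796 ± 121 (SD, n = 4) in TAC, a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.00915 from edgeR), under the fold change of 1.70. Leaving out Sham mouse 2 or Sham mouse 3 took its adjusted p above 0.05, in a range from 0.00376 to 0.0532 over the 8 libraries left out, and TMM normalization turned it to -0.079 (adjusted p = 0.789). Of the other miRNAs the discussion names, besides let-7 and miR-24-3p, miR-27b-3p and miR-125b-5p were called higher, at log2 fold changes of 1.26 and 1.02. Under TMM they were at 0.57 (adjusted p = 0.0263 in edgeR) and 0.33 (adjusted p = 0.0332). miR-26b-5p was called higher, a log2 fold change of 0.83 (standard error 0.17, adjusted p = 0.00289 from edgeR), with 0.14 under TMM and -0.067 with library totals. miR-125a-5p at 0.40 (adjusted p = 0.0330) and miR-23a-3p at 0.50 (adjusted p = 0.00496) were not called at the fold change of 1.70 and were negative under TMM, at -0.29 and -0.18. The adjusted p of miR-125a-5p lay above 0.05 without Sham mouse 3 or 4 or TAC mouse 1 or 3, in a range from 0.0170 to 0.108. With the factor computed anew, the exact permutation p was 0.0286 for miR-22-3p, miR-26b-5p and miR-125a-5p, 0.0571 for miR-23a-3p and 0.0857 for miR-208a-3p.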

The elevation of the Let-7 and miR-125 members is involved in various cardiac diseases such as arrhythmias, strokes, and myocardial infarctions [43,48]. MiR-26b and -27b are induced in response to a hypoxic event after heart failure [49]. Both miR-23a and miR-24 were increased in a myocardial ischemic/reperfusion injury and induced myocardial apoptosis [50,51]. In addition, miR-23a was reported to target CX43 to enhance mitophagy [52], while miR-24 impaired E–C coupling by targeting Jph2 [39].

A lot of reports have addressed the inhibitory effects of miRNAs on target mRNA translation in various cardiac diseases [11,12,13,39,40,41,42], whereas the effect of miRNAs on mRNA stability has rarely been mentioned. Here, by combining the global profiling of miRNAs and mRNAs, we found that more than 90% of genes were targeted by significantly upregulated miRNAs, most of which had multiple miRNA-targeting sites. An analysis of the mRNA differential expression compared to those miRNA non-targeted genes revealed the degradation of mRNAs in miRNA-targeted genes, which became more prominent with an increase in the number of miRNA binding sites. The data illustrate that widely upregulated miRNAs in heart failure broadly affect gene expression by stimulating mRNA degradation in addition to inhibiting protein translation. The related results also provide the evidence to explain previously discovered asymmetric changes in gene expression, which is the hallmark of the mRNA signature in heart failure [24,25].

MiRNAs are initially transcribed as long-RNA precursors, called primary miRNAs, which require the RNase III enzyme Drosha in the nucleus to be trimmed into precursor miRNAs [8]. The latter are exported to the cytoplasm, where they are subsequently cropped into mature miRNAs by another RNase III enzyme, Dicer. Our further study found that multiple miRNAs were obviously upregulated at the primary level, indicating that they were enhanced at the transcriptional level, which might be the main reason for the upregulation of mature miRNAs in heart failure. Considering that multiple transcription factors showed significant changes in our report (See Figure 1 and Supplementary Table S1), some of them have been reported to regulate miRNAs at the transcriptional level, such as LIN28B- and Tnfrsf10b-repressed Let-7 family [53,54], Cebpb-induced miR-16 transcription [55], E2F1-induced miR-92 production [56], and Zebs (Zeb1 and Zeb2) negatively fed back on the transcription of miR-200b [57]. Thus, expression changes to critical transcription factors may regulate miRNAs by transcriptionally enhancing the production of mature miRNAs, which in turn provides feedback to regulate mRNA degradation or translational repression, and this self-loop feedback formed at the overall level would be a major feature of the heart failure transcriptome.

Our previous reports established RBFox2 as a key cardioprotective factor affecting multifaceted functions of the heart [14,15,16]. However, the specific mechanisms leading to its severe impairment during heart failure remain unrevealed. Here, we found that RBfox2 is downregulated mainly at the protein level, and QPCR confirmed that its mRNA remained unchanged (See Figure 3), which is consistent with high-throughput sequencing results. Thus, taken together with the results of large-scale upregulation of miRNAs during heart failure, we suggest that RBFox2 is regulated by certain miRNAs at the post-transcriptional level.

Given the long 3′ UTR region of the RBFox2 gene, the conventional method to predict miRNA binding sites with prediction programs would only yield too large of a number of candidate cites to be identified subsequently. With the aid of the Ago2 CLIP-seq data from the cardiomyocytes in the mouse heart [16], we focused on detecting the miRNA binding sites within the binding peak of Ago2, which greatly reduced the identification of those unlikely sites [44]. The results of a subsequent analysis also confirmed that the sites outside the Ago2 CLIP-seq binding peaks were basically incorrect. Finally, we identified five correct sites at 10 large binding peaks with luciferase reporters cloned from wild-type or seed mutants. All these sites were targeted by significantly upregulated miRNAs, including Let-7, miR-24, miR-16, miR-92a, and miR-200b, which have been reported to affect cardiac functions in many aspects [39,40,41,42,43,51]. The related results indicate that RBFox2 is regulated by multiple miRNAs that are critical for cardiac function during heart failure.

The introduction of exogenous reporters into Hela (or HEK293) cells to test luciferase-based ratiometric activity is a common approach to test whether or not a specific miRNA is targeted to the 3′UTR region of a particular gene. However, a key limitation of the assay is that it cannot provide evidence to prove the changes in the biological function associated with the target gene. Therefore, further verification of these upregulated miRNAs was performed in cultured neonatal rat cardiomyocytes (See Figure 4). The individual overexpression of these miRNAs would reduce the RBFox2 protein by ~50% without affecting its mRNA level, suggesting that these miRNAs could suppress the RBFox2 protein in cardiomyocytes, which is consistent with the results of the luciferase assay. Furthermore, RBFox2 suppression by these miRNAs could cause splicing changes in Enah and Sorbs2, the key cytoskeleton proteins that maintain normal cardiac contraction [45,46]. The trend of splicing repression is consistent with interference to RBFox2 by siRNA, although the degree of change is relatively mild. Related results confirm that the suppression of the RBFox2 protein by miRNAs affects the alternative splicing of critical cardiac proteins, which is consistent with the previous reports on RBFox2-KO hearts [14].

RBFox2 is a multifunctional protein that plays a cardioprotective role in cardiac tissue. In addition to broadly affecting the alternative splicing of cardiac critical genes, it transcriptionally represses miRNAs as well as competes for miRNA targeting to maintain normal E–C coupling in the heart [15,16]. The most critical downstream gene is Jph2, which is expressed from the embryonic stage in cardiac tissue and maintains normal E–C coupling by interacting with DHPR and RyR2 and preserving the morphology of T-tubules in the mature heart [58]. A deficiency in Jph2 significantly impairs cardiac E–C coupling, which is manifested by a poor synchrony and a reduced amplitude of calcium transient [59], and this effect already emerged in the embryonic stage of the heart after the knockout of Jph2 [60]. Both repression by miRNA and the siRNA interference of RBFox2 could reduce the Jph2 protein significantly without affecting its mRNA level, indicating that RBFox2 can regulate the Jph2 protein expression at the post-transcriptional level. Furthermore, the repression of RBFox2 altered the calcium transient characteristics; in particular, its amplitude was impaired and the FDHM was prolonged, which was consistent with the results of the knockout of RBFox2 in adult mouse cardiomyocytes [14], as well as the siRNA interference of RBFox2 in neonatal rat cardiomyocytes. These related results indicate that the repression of RBFox2 by miRNA causes the downregulation of the Jph2 protein, which in turn impairs the E–C coupling function in both mouse and rat hearts.

Indeed, in addition to muscle cells, RBFox2 is ubiquitously expressed with high abundance in most cell types, including MEF, fibroblasts, embryonic stem cells, and cancer cells [15,61,62]. On the other hand, the RBFox2-targeted miRNAs have been reported to play critical roles in other cells and tissues. The Let-7 family has been found to be highly expressed in many systems and is related to angiogenesis [37]. MiR-24 is associated with tumor initiation and progression [63], while miR-200b plays crucial roles in the suppression of the epithelial–mesenchymal transition (EMT) [57]. MiR-16 was first discovered in chronic lymphocytic leukemia and regulates immune responses, and also functions as a tumor suppressor [64]. MiR-92a is abundant in human MSCs and suppresses angiogenesis by the down-regulation of HGF secretions [65]. Therefore, RBFox2 repression by these miRNAs individually or synergistically might be a universal mechanism that plays important roles in other cells and tissues and is critical for disease progression.

ISO is a synthetic non-selective β-adrenoceptor agonist widely used for inducing heart failure models in rodents [66]. Incubation with ISO for 2–3 days at the cell level can induce cardiomyocytes to develop a hypertrophic phenotype, and a daily injection of ISO for 2 weeks at the animal level is able to cause heart failure [67]. Here, we found that 6 days of high-dose ISO incubation was able to cause the overexpression of the heart failure markers *Nppa*, *Nppb*, and *Trl4*; the significant downregulation of the RBFox2 protein; repression of the alternative splicing in the Enah gene; and the suppression of the Jph2 protein in NRCMs (See Figure 5). However, hypertrophy marker genes such as *Myh7* remained unchanged in the ISO group compared to the control (Supplementary Figure S5E). These results suggest that NRCMs developed to the severe dysfunctional stage mimicking heart failure rather than an early hypertrophic phenotype after a high-dose and prolonged ISO incubation. In addition, the calcium imaging results revealed the significant defects of calcium handling in dysfunctional NRCMs under this condition. The possible mechanism was that the prolonged incubation of ISO induced NRCMs to develop a severe dysfunction resembling a heart failure phenotype, which depressed RBFox2 and led to the repression of its downstream protein Jph2, and then eventually impaired cardiac E–C coupling.

Considering the expression levels of miRNAs targeting RBFox2, the strength of Ago2 binding in its 3′UTR, and the species conservation of the seeds, we attempted to restore the RBFox2 protein by employing miRNA inhibitors (antagomir cocktail) designed according to the Let-7 family members. The introduction of the antagomir cocktail could not only reverse the ISO-induced downregulation of heart failure markers, but also rescue downstream function defects caused by the repression of the RBFox2 protein, as indicated by the restoration of splicing changes in the Enah gene, the recovery of the Jph2 protein, and the enhancement of calcium transients. Similarly, the inhibition of miRNAs targeting RBFox2 also restored the cardiomyocyte dysfunction induced by phenylephrine (PE), a classical α1-adrenoceptor agonist [68]. These results reveal that miRNA inhibitors could rescue the downregulation of cardiac function associated with RBFox2 in dysfunctional cardiomyocytes.

In summary, we found that large-scale upregulation of miRNAs is another hallmark of the heart failure transcriptome and is responsible for the degradation of many genes at the mRNA level. Multiple upregulated miRNAs were confirmed to target RBFox2 in heart failure, which not only suppressed the RBFox2 protein at the post-transcriptional level, but also impaired its protective effects on E–C coupling as well as alternative splicing in cardiomyocytes. The inhibition of Let-7 members, the most critical miRNAs targeting RBFox2, was able to rescue the RBFox2 protein and restore its downstream effects in dysfunctional cardiomyocytes. All these results not only emphasize the protective role of RBFox2 in cardiac function, but also demonstrate its therapeutic potential for heart failure. The inhibition of miRNAs targeting the RBFox2 protein may serve as an important mechanism for the development of useful drugs for the treatment of heart failure. Further studies will be required at the animal level, focused on restoring the RBFox2 protein and exploring disease treatments related to heart failure.

## 4. Materials and Methods

### 4.1. Transverse Aortic Constriction and Cardiomyocytes Isolation

Male mice (2-month-old) were anesthetized with ketamine (100 mg/kg, ip)/xylazine (5 mg/kg, ip) through a pressure overload to perform the TAC operation as previously described [69]. Echocardiography examinations were measured before surgery and 14 weeks post-TAC. Heart tissue from the sham or TAC-treated 14-week-old mice was disaggregated by a Langendorff perfusion system to isolate the cardiomyocytes prior to downstream experiments. Those isolated cardiomyocytes from one mouse heart were equally divided into 4 separate tubes for the following Western blot, RNA-seq, miRNA-seq, or RT-PCR procedures.

### 4.2. Isolation and Culture of NRCMs

Two-day-old Sprague–Dawley rats were anesthetized with pentobarbital sodium, and the hearts were quickly removed and digested with an enzyme solution containing collagenase type B, collagenase type D, and protease type XIV. When the heart became swollen and hard, it was cut into several chunks and further digested in a shaker (60–70 rpm) for 10 min at 37 °C in the same enzyme solution. The supernatants were filtered and gently centrifuged, and then the pellets were resuspended in Ca2^+^ solution I (125 mM). After depositing for 10 min, the supernatants were aspirated and the myocytes were resuspended in Ca2^+^ solution II (250 mM). The final cell pellet was suspended in Ca2+ solution III (500 mM). Meanwhile, the shake–harvest procedure was repeated several times until all the chunks were digested.

After isolation, the NRCMs were cultured in DMEM supplemented with 10% heat-inactivated FBS and 1% penicillin/streptomycin at 37 °C in a humidified atmosphere of 5% CO^2^ and 95% air.

### 4.3. Luciferase Assay

For the luciferase assay, reporters were constructed by cloning the PCR-amplified core elements of mouse RBFox2 3′UTR into the pmirGLO vector between Xho I and Sal I (IGE). Hela cells were transfected with 100 nmol of miRNA mimics (GenePharma, Suzhou, China) and 200 ng of reporters with Lipofectamine 2000 (Thermofisher, Waltham, MA, USA, 11668019) for 48 h. To examine the effect of miRNAs on RBFox2, the cells were lysed with 1× passive lysis buffer, and luciferase assays were performed according to the Dual Luciferase Assay System protocol (Promega, Madison, WI, USA, E1910) using SpectraMax Id3 microplate readers (Molecular Devices, San Jose, CA, USA).

### 4.4. Transfection of miRNA and Antagomirs

For siRNA interference and miRNA overexpression, NRCMs were transfected with siRNA or the miRNA mimic using R-Fect (Baidai, Changzhou, China) according to the manufacturer’s instructions. Western blotting and functional studies were carried out 3 days after transfection. siRNA was synthesized by Gene Pharma (Suzhou, China), and the sequences of siRNA and mimic are listed (Supplementary Table S3).

For preparing the antagomir cocktail, antagomirs designed against Lef-7a/b/c/d/e/f/g-5p (GenePharma, Suzhou, China) were mixed at the same concentration. NRCMs were transfected with 200nM of the antagomir cocktail using R-Fect (Baidai, Changzhou, China) according to the manufacturer’s instructions and harvested for further functional studies after incubating for 6 days.

### 4.5. Western Blot

Isolated mouse cardiomyocytes or NRCMs were lysed with a lysis buffer supplemented with a protease inhibitor cocktail and PMSF to prepare the total protein extracts. The protein samples were separated by SDS-PAGE and transferred into nitrocellulose membranes, which were blocked in 5% non-fat milk for 1 h at room temperature followed by incubating with primary antibodies overnight at 4 °C. Then, the samples were incubated with HRP-conjugated anti-mouse or anti-rabbit secondary antibodies (7076S; 7074S; Cell Signaling Technology, Denvers, MA, USA) for 1 h at room temperature. Immunoblot signals were incubated with ECL Advance Western blotting detection reagents (Thermo Scientific, Waltham, MA, USA, 34577) and detected by Tanon (6100C). All the protein levels were normalized by GAPDH. The following primary antibodies were used in the present study: anti-RBFox2 (Bethyl, Montgomery, TX, USA, A300-864A); anti-Jph2 (SantaCruz, Dallas, TX, USA, sc-377086); anti-Dorsha (SantaCruz, Dallas, TX, USA sc-393591); anti-Dicer (SantaCruz, Dallas, TX, USA sc-136979); and anti-GAPDH (FuDe, Wuhan, China, BM3874).

### 4.6. RNA-seq and miRNA-seq

In each sample, >1 × 10^5^ of cardiomyocytes (~1/4 of the total myocytes from one mouse heart) were used to extract RNA for deep sequencing experiments. An amount of 2–4 ug of total RNA was extracted from each sample using the TRIzol^®^ reagent (Invitrogen, Waltham, MA, USA). The RNA integrity number (RIN) was measured by GENE DENOVO and the samples with RIN > 8.0 were processed for deep sequencing. Finally, a total of 8 samples (1 ug each) from 4 pairs of sham and TAC mice were used to perform the miRNA-seq (GENE DENOVO, Guangzhou, China), which included the 4 samples (500 ng each) for RNA-seq (GENE DENOVO, Guangzhou, China).

### 4.7. QPCR for mRNA and miRNA

The total RNA from cardiomyocytes or NRCMs was extracted using the TRIzol^®^ reagent (Thermo Scientific, Waltham, MA, USA, 15596026). Reverse transcription reactions were performed using a Superscript^®^-III kit ((Thermo Scientific, Waltham, MA, USA, A10752030) with a total RNA amount of 5 μg according to the manufacturer’s instructions. QPCR was performed with TB Green Premix Ex TaqII (Takara, Kusatsu, Japan, RR820) using a real-time PCR machine (Analytikjena, Jena, Germany), and *GAPDH* was used as an endogenous control. The primers were designed by primer 6, and are listed in Supplementary Table S3.

The procedure for primary miRNA detection was the same as for mRNA. For mature miRNAs and precursor miRNAs, reverse transcription reactions were performed using a Mir-X miRNA First-Strand Synthesis kit (Takara, Kusatsu, Japan, 638313). QPCR was performed with TB Green Advantage qPCR Premix (Takara, Kusatsu, Japan, 639676). Two snoRNAs (Sno135 and Sno142) were used as endogenous controls. Mature miRNA primers were designed from the DNA version of mature miRNA; precursor miRNA primers were designed from individual precursor miRNAs (outside the mature miRNA region). All the primers are listed in Supplementary Table S3.

### 4.8. Calcium Imaging

NRCMs were seeded in a 12-well plate with a glass bottom and loaded with Cal-590 (AATbio, Pleasanton, CA, USA, 20510) for 7 min at 37 °C, followed by rinsing 3 times with DMEM medium. Then, the cells were incubated in phenol red-free DMEM medium in a 37 °C heated chamber. Calcium transients were imaged in line-scan mode using a Nikon confocal microscope with a 40× oil objective. To eliminate transient effects on calcium signaling by ISO (or PE), the solution was replaced with normal DMEM medium 2 h before calcium imaging for those ISO or PE treatment groups.

### 4.9. Data Analysis

Statistical analyses were performed using Student’s *t*-test. A bioinformatics analysis was performed using the OmicShare tools on www.omicshare.com/tools, accessed from 14 May 2022 to 24 May 2022. The prediction of miRNA targets was performed by TargetScan (http://www.targetscan.org/, accessed on 23 May 2022). Multiple alignments of 30 species and measurements of evolutionary conservation results were exported from a genome browser database (http://genome.ucsc.edu/, accessed on 24 June 2022). The Ago2 and RBFox2 CLIP-seq data was from our previous reports ([14,16]). The species conservation, Ago2, and RBFox2 binding intensity were generated by using igvtools (http://www.broadinstitute.org/software/igv/home, accessed on 24 June 2022).

The mRNA-seq from the sham and TAC group were normalized by total counts. A total of 8163 relatively highly expressed genes (FPKM > 2) were used for the Volcano plot and heatmap, and acted as background genes in the GO enrichment analysis. A functional protein association network was analyzed by a string program (http://www.string-db.org, accessed on 16 May 2022) based on changed genes by a stricter cut-off (FPKM > 5, fold change > 2, and *p*-value < 0.05). The network nodes represent proteins and the edges represent the predicted functional associations; red and green represent increased and decreased expression, respectively; the circle size indicates the number of protein interactions; and the confidence score is the approximate probability that a predicted link exists between two enzymes in the same metabolic map in the KEGG database. A high confidence (>0.6) was used in this analysis.

The results of the miRNA-seq were normalized by two unaltered miRNAs (miR-126a-3p and miR-19b-3p), which were verified by miRNA QPCR. 

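By library total, miR-126a-3p (UCGUACCGUGAGUAAUAAUGCG), encoded on chromosome 2 of GRCm38 from 26591357 to 26591429 within the Egfl7 gene, had 39017 ± 10588 (SD, n = 4) CPM in sham and 22483 ± 1313 (SD, n = 4) CPM in TAC. miR-19b-3p had 213 ± 36.4 (SD, n = 4) CPM in sham and 107 ± 21.4 (SD, n = 4) CPM in TAC. In both miRNAs every TAC library lay below every sham library (two-sided exact permutation test, p = 0.0286). The library-total log2 fold changes were -0.80 and -1.00, ranks 29 and 15 from the lowest of the 223 tested miRNAs, and under TMM they were -0.58 (adjusted p = 0.0529 in edgeR) and -0.79 (adjusted p = 0.0196). Scaling to their mean leaves 0.10 for miR-126a-3p and -0.10 for miR-19b-3p and raises every log2 fold change by 0.90 over library totals. With miR-126a-3p alone as reference, 63 miRNAs were called higher and 2 lower, and with miR-19b-3p alone 99 higher and 1 lower. The deposited counts carry no spike-in, and the QPCR behind the choice of these 2 miRNAs was not analysed here.

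**Figure D5:**
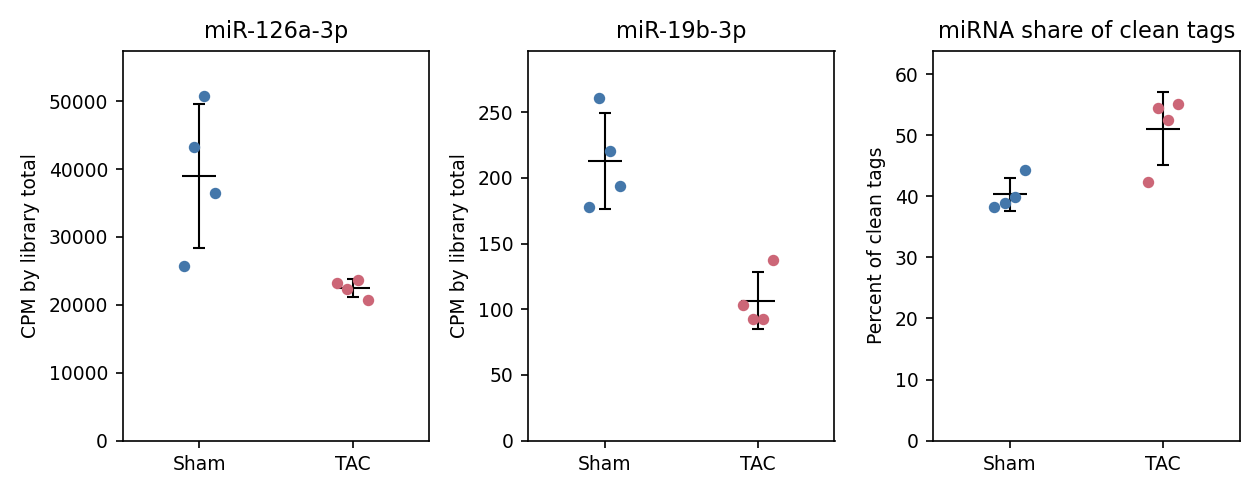
CPM by library total of miR-126a-3p and of miR-19b-3p and the percent of clean tags counted on miRNAs (vertical axes), with 1 point per library and black bars at the mean with the SD (n = 4 per group). Both miRNAs are lower in the 4 TAC libraries, and their CPM by library total depend on all other miRNAs in the library.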

Genes with miRNA binding and unbinding are plotted in a cumulative fashion, the cumulative probability was calculated, and the figure was performed by sigma plot; the statistical significance was determined by a Kolmogorov–Smirnov (KS) test.

## Figures and Tables

**Figure 1:**
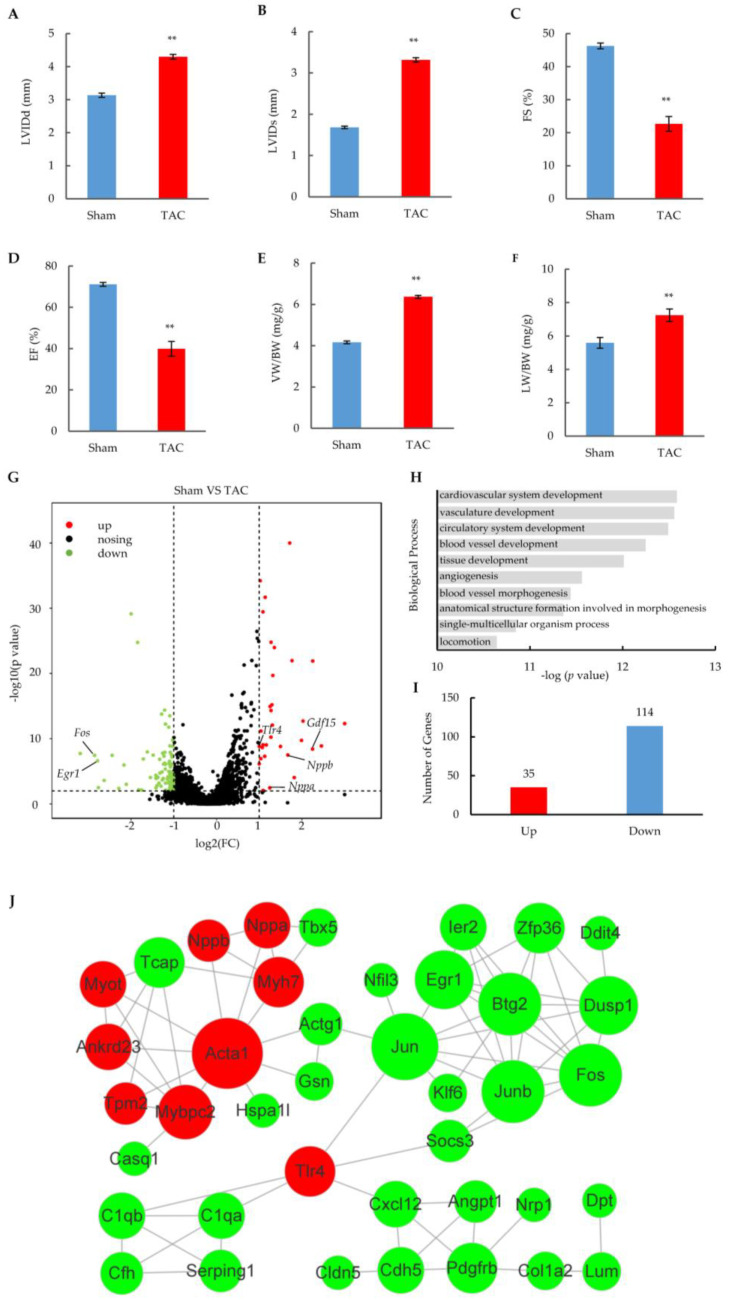
Heart failure phenotypes and cardiomyocyte transcriptome alterations induced by TAC surgery. (**A**–**D**) Key echocardiography parameters of sham and TAC mice after 14 weeks of surgery. LVIDd: left ventricular internal dimension values at end-diastole; LVIDs: left ventricular internal dimension values at end-systole. The results are from 6 pairs of sham and TAC mice and are shown as means ± SEM; ** *p* < 0.01. (**E**,**F**) Ventricle weight (LW) and lung weight (LW) ratio to body weight (BW) in sham or TAC mice after 14 weeks of surgery. The results are shown as means ± SEM; *n* = 6; ** *p* < 0.01. (**G**) Volcano plot of gene expression in cardiomyocytes of TAC mice compared with sham-operated mice. Results are means of duplicate datasets. The red and green dots represent significantly upregulated and downregulated genes, respectively, with the cut-off at fold changes > 2 and a *p*-value < 0.05. Unchanged genes are represented in black. Annotated genes represent heart failure biomarkers. (**H**) Gene ontology analysis of dysregulated genes enriched in biological processes. Data represent the top ten GO terms with the lowest *p*-value. (**I**) Number of significantly induced and repressed genes in cardiomyocytes after TAC surgery. (**J**) Functional protein association networks of related proteins encoded by dysregulated genes with high confidence (>0.6). Red and green nodes represent significantly upregulated and downregulated proteins, respectively. The size of nodes indicates the strength of association.

**Figure 2:**
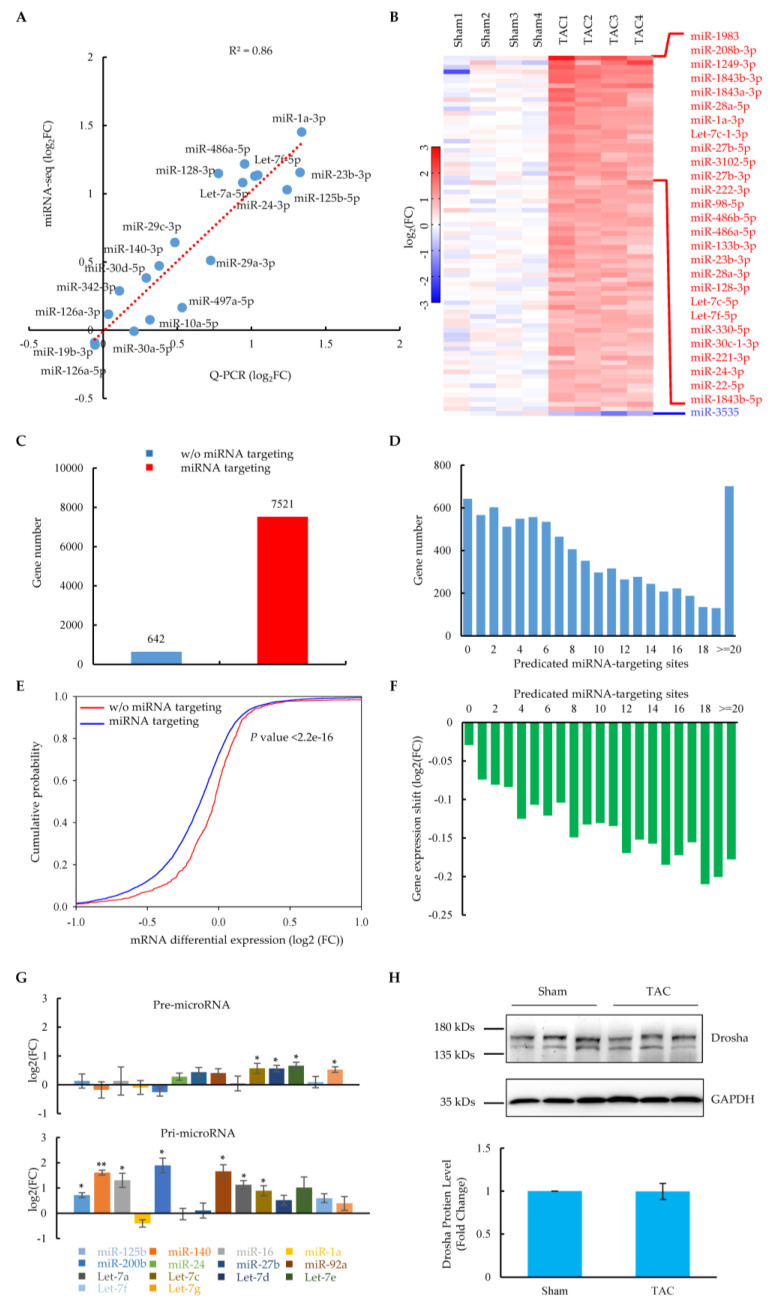
Signature of miRNA expression and their regulation on mRNAs in cardiomyocytes at the heart failure stage. (**A**) QPCR validation of the expression of 19 miRNAs from miRNA global profiling. The red dotted line shows the correlation of QPCR results with miRNA-seq. (**B**) Heatmap of significantly changed miRNAs (*p*-value < 0.05, fold change > 1.70) from miRNA-seq (in quadruplicate) in cardiomyocytes of sham and TAC mice. Results were sorted by the average of the fold change. Red indicates increased expression; blue indicates decreased expression. The 27 most increased and one decreased miRNAs are highlighted on the right. (**C**) Predicted genes targeted by significantly altered miRNAs in cardiomyocytes. (**D**) Distribution of miRNA target genes versus predicated targeting sites. (**E**) Functional correlation between miRNA targeting and gene expression. Differential expression of mRNAs with or without predicated miRNA targeting was plotted in a cumulative fashion. Statistical significance was determined by KS test. (**F**) Distribution of gene expression shift versus predicated miRNA-targeting sites. (**G**) QPCR measurement of relative levels of precursor (upper panel) and primary (bottom panel) miRNAs in sham and TAC cardiomyocytes (*n* = 3 pairs of sham and TAC mice). Values are shown as means ± SEM. * *p* < 0.05; ** *p* < 0.01. (**H**) Western blotting analysis of Drosha protein expression in sham and TAC cardiomyocytes (*n* = 3 pairs of sham and TAC mice); values are shown as means ± SEM.

**Figure 3:**
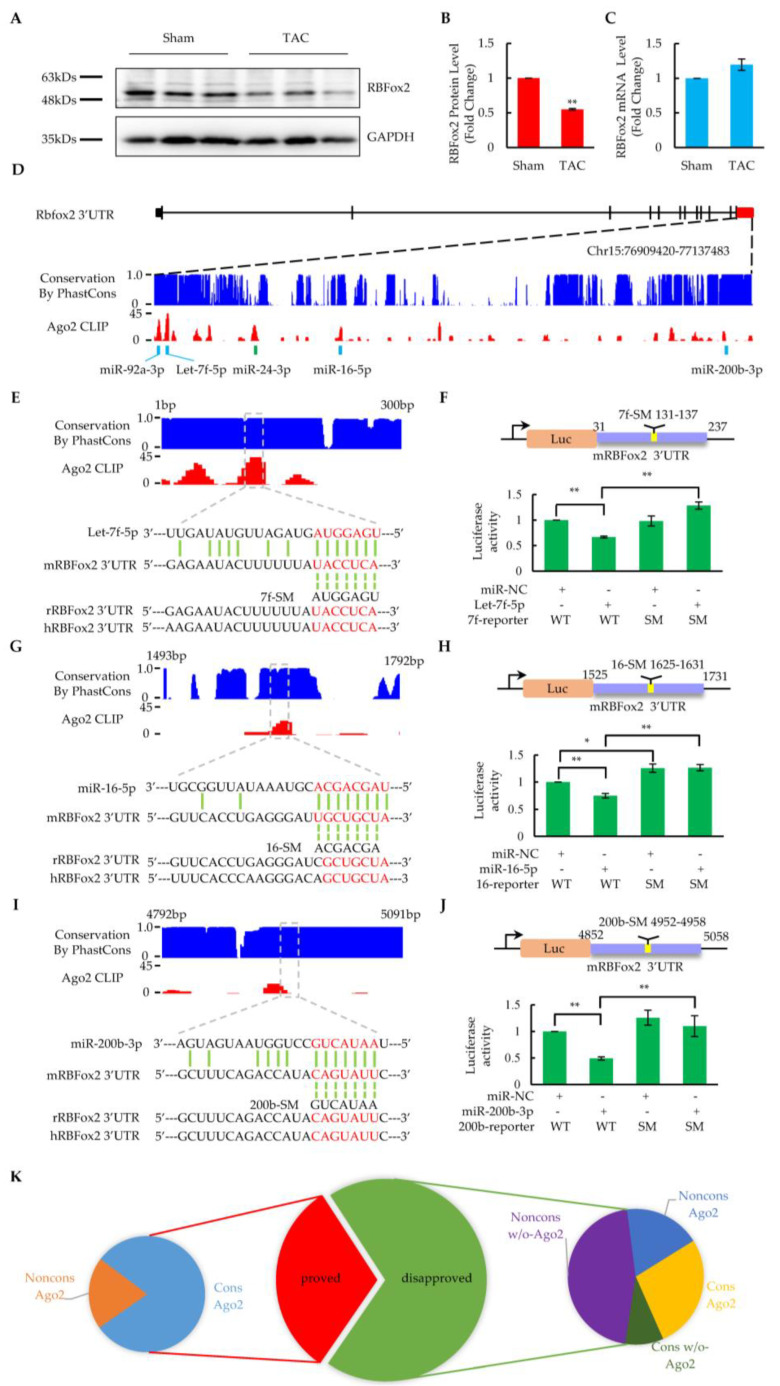
Identification of critical miRNAs targeting to RBFox2. (**A**) Western blotting analysis of RBFox2 protein in the sham and TAC cardiomyocytes (*n* = 3 pairs of sham and TAC mice). (**B**) Relative fold change of RBFox2 protein normalized to GAPDH. Values are shown as means ± SEM; ** *p* < 0.01. (**C**) QPCR analysis of RBFox2 mRNA expression in the sham and TAC cardiomyocytes (*n* = 6). Values are shown as means ± SEM. (**D**) Ago2 binding events in the 3′UTR of mouse RBFox2. The blue bar charts represent species conservation and the red bar charts represent Ago2 binding intensity. Five validated sites with corresponding miRNAs are highlighted below the panel. (**E**) Let-7f-5p targeting site in the 3′UTR of mouse RBFox2. Species conservation (blue) and Ago2 binding intensity (red) are represented in the upper panel. Predicted targeting regions are highlighted in the dashed boxes. The lower panel shows the base pairing between the miRNA and its target site, the mutations introduced in the seed regions, and the corresponding sequences in rats and humans. (**F**) Results of luciferase assays in Let-7f-5p targeting site, corresponding to (**E**). miR-NC: miRNA negative control; WT: luciferase reporter with wild-type core elements from mouse RBFox2 3′UTR; SM: luciferase reporter with seed mutant core elements. Values are shown as means ± SEM. *n* = 5 for each group; ** *p* < 0.01. (**G**) MiR-16-5p targeting site in the 3′UTR of mouse RBFox2. The bar charts and base pairing information are similarly annotated as in (**E**). (**H**) Results of luciferase assays in miR-16-5p targeting site, corresponding to (**G**). Values are shown as means ± SEM. *n* = 4 for each group; * *p* < 0.05; ** *p* < 0.01. (**I**) MiR-200b-3p targeting site in the 3′UTR of mouse RBFox2. The bar charts and base pairing information are similarly annotated as in (**E**). (**J**) Results of luciferase assays in miR-200b-3p targeting site, corresponding to (**I**). Values are shown as means ± SEM. *n* = 4 for each group; ** *p* < 0.01. (**K**) Species conservation and Ago2 binding property of predicted miRNA-targeting sites in the 3′UTR of mouse RBFox2. Cons: high conservation across species in seed region (score > 0.6); Noncons: Non-conservation across species (score < 0.6), Ago2: a site overlapping with the Ago2 peak (s); w/o-Ago2: a site that is not overlapping with the Ago2 peak.

**Figure 4:**
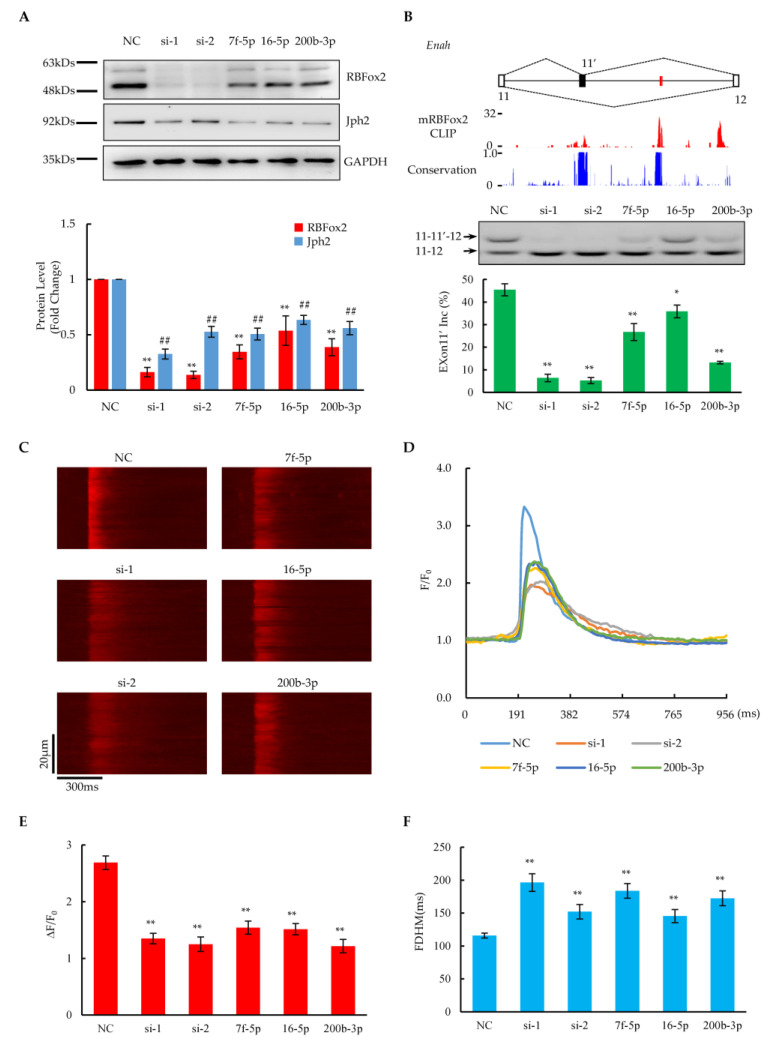
Effect of miRNAs on RBFox2 protein and its related biological functions. (**A**) Upper panel shows Western blotting analysis of RBFox2 and Jph2 protein levels after transfection with RBFox2-targeted miRNA or RBFox2 siRNA in NRCMs, respectively. Bottom panel shows relative fold changes in RBFox2 and Jph2 protein levels normalized to GAPDH. Values are shown as means ± SEM. NC: negative control; Si: RBFox2 siRNA; 7f-5p: Let-7f-5p; 16-5p: miR-16-5p; 200b-3p: miR-200b-3p. *n* = 3 for each group; ** *p* < 0.01 for RBFox2; ## *p* < 0.01 for Jph2. (**B**) Splicing changes in alternative exon 11 of Enah. Top: The gene structure illustrating the alternative exon. The red lines indicate the locations of conserved (U)GCAUG motifs. Middle: The bar charts of RBFox2 CLIP-seq signals from mouse cardiomyocytes and conservation scores across species. Bottom: The PCR results and analysis percentages of exon 11′ inclusion in each sample. Values are shown as means ± SEM. *n* = 4 for each group; * *p* < 0.05, ** *p* < 0.01. (**C**) Confocal images of spontaneous calcium transients in NRCMs after transfection with miRNAs or siRNAs. (**D**) Spatially averaged traces of calcium transient, corresponding to (**C**). (**E**,**F**) Statistics of amplitude (ΔF/F0) and full duration at half-maximum (FDHM) of calcium transients. The data are expressed as means ± SEM. *n* = 43 for NC, *n* = 21 for si-1, *n* = 20 for si-2, *n* = 17 for 7f-5p, *n* = 28 for 16-5p, and *n* = 22 for 200b-3p; ** *p* < 0.01.

**Figure 5:**
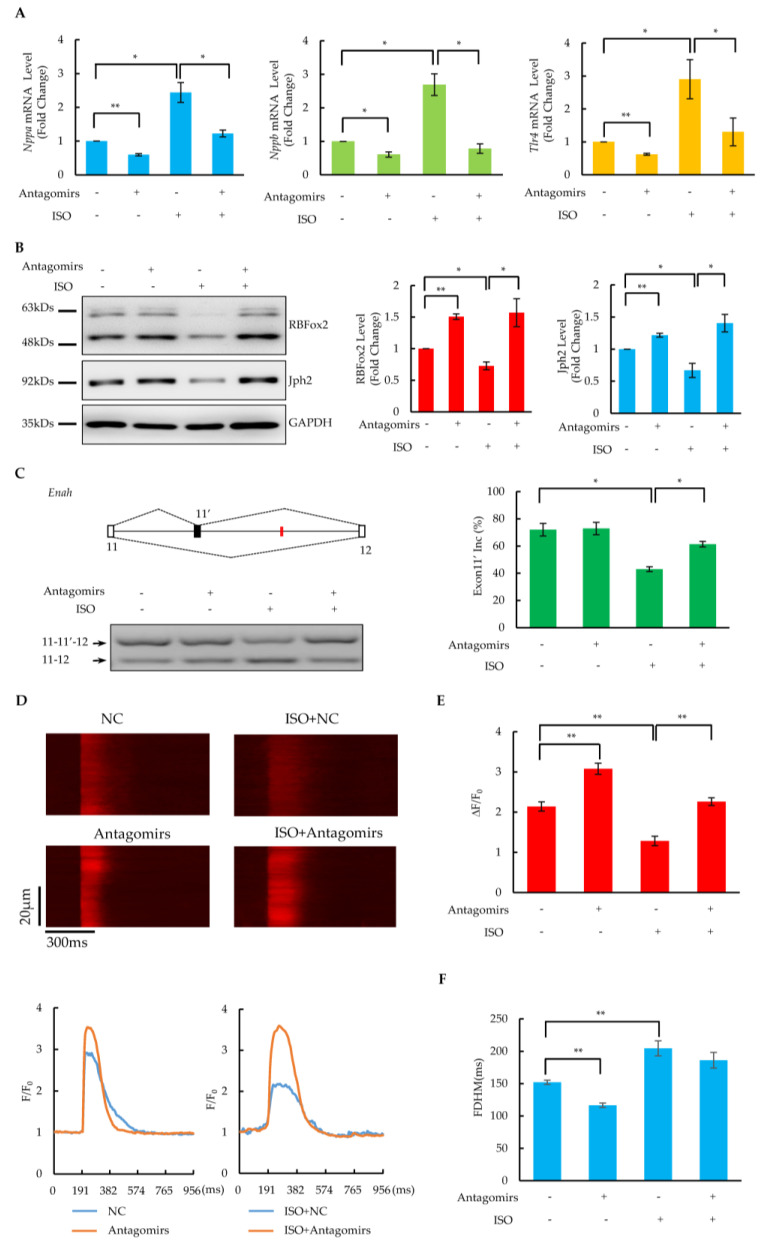
Rescue of RBFox2 protein and its downstream functions in dysfunctional NRCMs by antagomirs. (**A**) The effect of the antagomir cocktail on the mRNA expression of *Nppa*, *Nppb*, and *Tlr4* in NRCMs after ISO treatment. Values are shown as means ± SEM. *n* = 3 for each group; * *p* < 0.05, ** *p* < 0.01. (**B**) The effect of the antagomir cocktail on the RBFox2 and Jph2 proteins in NRCMs after ISO treatment. Left panel: Western blotting analysis of RBFox2 and Jph2 proteins. Right panels: relative fold changes in RBFox2 and Jph2 protein levels normalized to GAPDH. Values are shown as means ± SEM. *n* = 3; * *p* < 0.05, ** *p* < 0.01. (**C**) Splicing changes in alternative exon 11′ of Enah. Left panel: The gene structure illustrates the alternative exon and the red lines indicate the locations of conserved (U)GCAUG motifs. PCR results are shown at the bottom. Right panel: analysis percentages of exon 11′ inclusion in each sample. Values are shown as means ± SEM. *n* = 3; * *p* < 0.05. (**D**) Confocal images of spontaneous calcium transients in NRCMs after ISO treatment or (and) antagomir cocktail transfection. Spatially averaged traces of calcium transient in different treatments are shown in the lower panel. (**E**,**F**) Statistics of amplitude (ΔF/F0) and full duration at half-maximum (FDHM) of calcium transients. The data are expressed as means ± SEM. *n* = 13 for NC, *n* = 20 for antagomirs, *n* = 16 for ISO, *n* = 18 for ISO + antagomirs; ** *p* < 0.01.

## Data Availability

The data presented in this study are available in the article. The mRNA-seq and miRNA-seq data presented in this report are available at the Gene Expression Omnibus under the accession number GSE215303.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24021283/s1.

# Supplementary material for: Suppression of RBFox2 by Multiple MiRNAs in Pressure Overload-Induced Heart Failure
**Source:** Int J Mol Sci. 2023 Jan 9;24(2):1283. doi: 10.3390/ijms24021283
**Supplement:** Supplementary file 1

## Slide 1
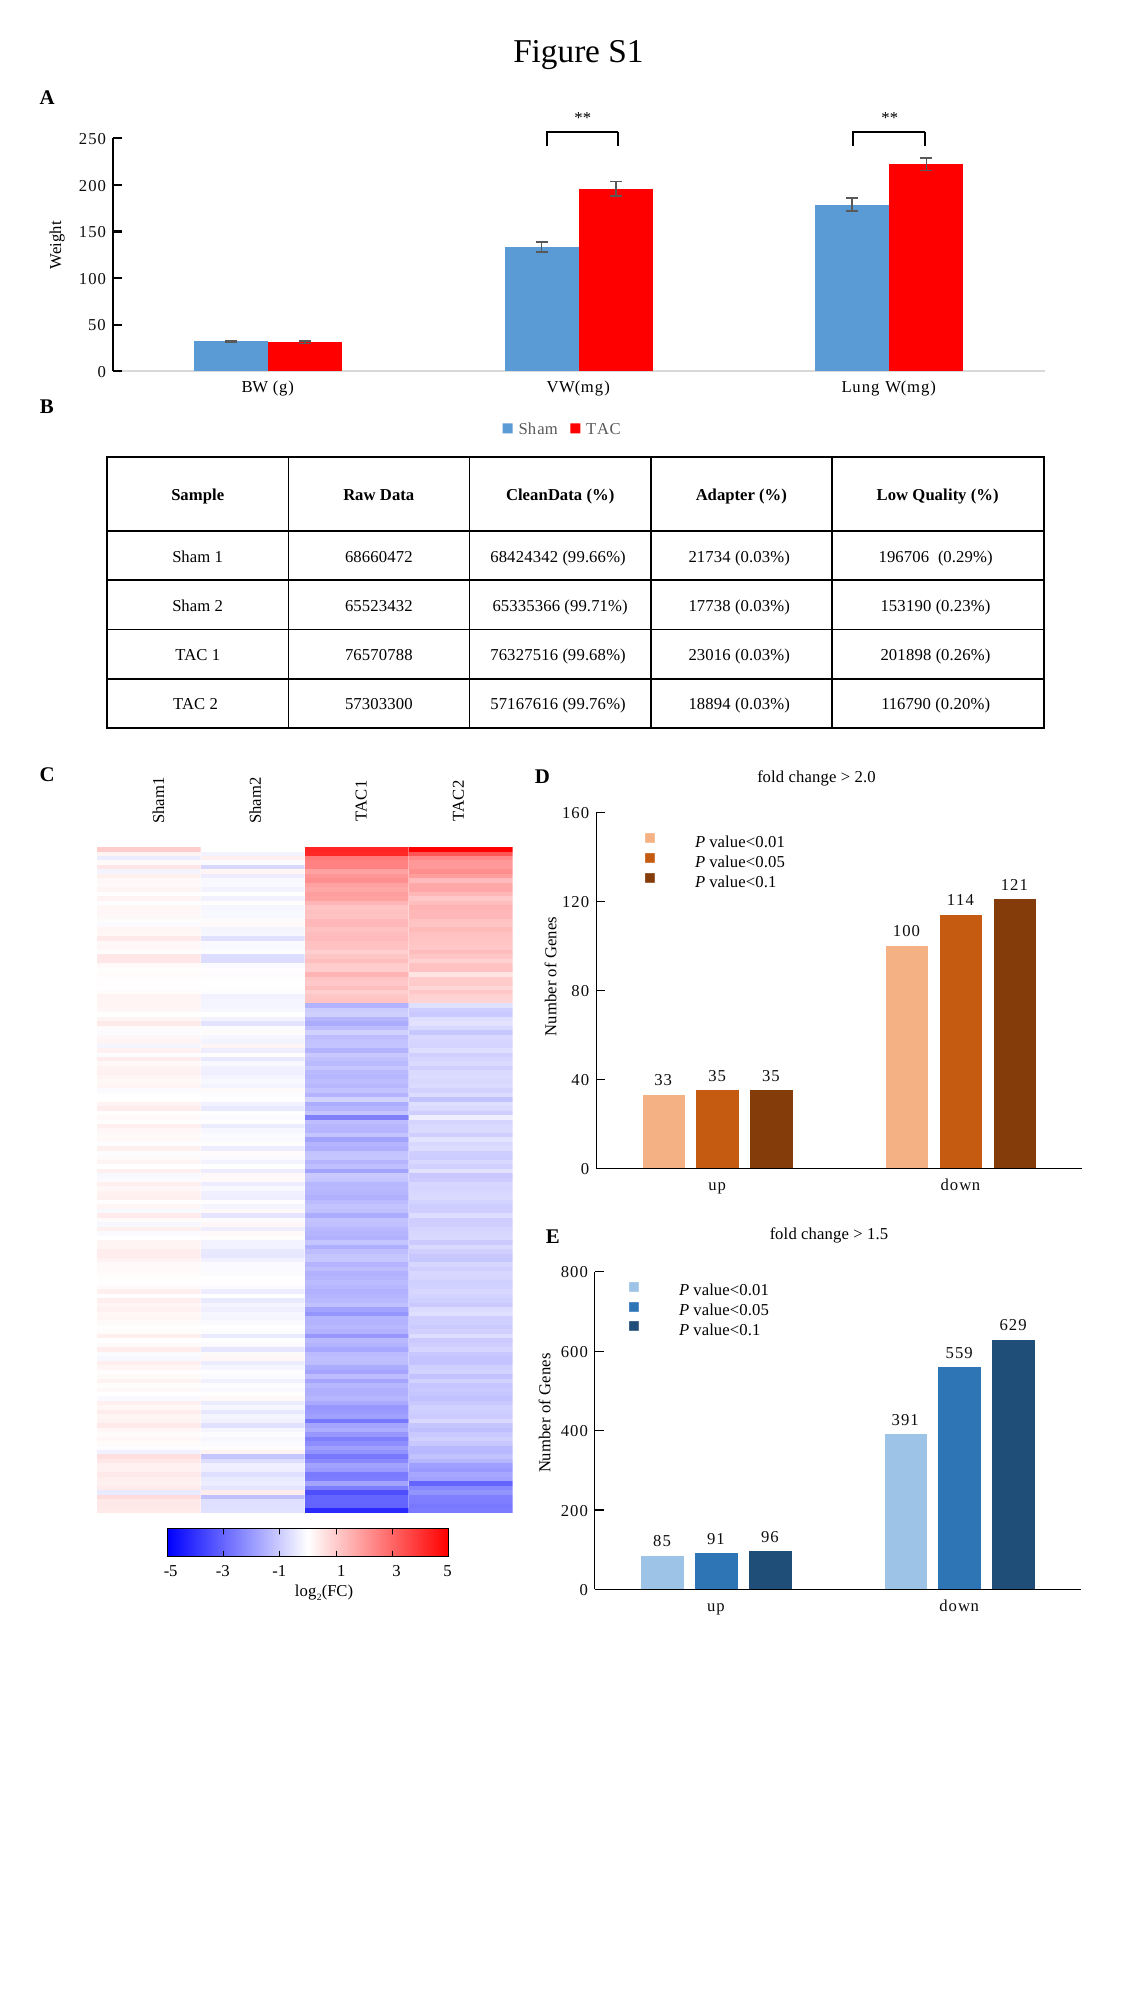

Figure S1
A
**
**
### Chart
| Category | Sham | TAC |
|---|---|---|
| BW (g) | 32.2333333333333 | 30.966666666666665 |
| VW(mg) | 133.58333333333334 | 195.6833333333333 |
| Lung W(mg) | 179.03333333333333 | 222.08333333333334 |Weight
B
| Sample | Raw Data | CleanData (%) | Adapter (%) | Low Quality (%) |
| --- | --- | --- | --- | --- |
| Sham 1 | 68660472 | 68424342 (99.66%) | 21734 (0.03%) | 196706 (0.29%) |
| Sham 2 | 65523432 | 65335366 (99.71%) | 17738 (0.03%) | 153190 (0.23%) |
| TAC 1 | 76570788 | 76327516 (99.68%) | 23016 (0.03%) | 201898 (0.26%) |
| TAC 2 | 57303300 | 57167616 (99.76%) | 18894 (0.03%) | 116790 (0.20%) |
C
D
fold change > 2.0
Sham1
Sham2
TAC1
TAC2
-5 -3 -1 1 3 5
log2(FC)
### Chart
| Category | FPKM>1 | FPKM>1 | FPKM>1 |
|---|---|---|---|
| up | 33.0 | 35.0 | 35.0 |
| down | 100.0 | 114.0 | 121.0 | P value<0.01
 P value<0.05
 P value<0.1
Number of Genes
E
fold change > 1.5
### Chart
| Category | Pvalue<0.01 | Pvalue<0.05 | Pvalue<0.1 |
|---|---|---|---|
| up | 85.0 | 91.0 | 96.0 |
| down | 391.0 | 559.0 | 629.0 | P value<0.01
 P value<0.05
 P value<0.1
Number of Genes

## Slide 2
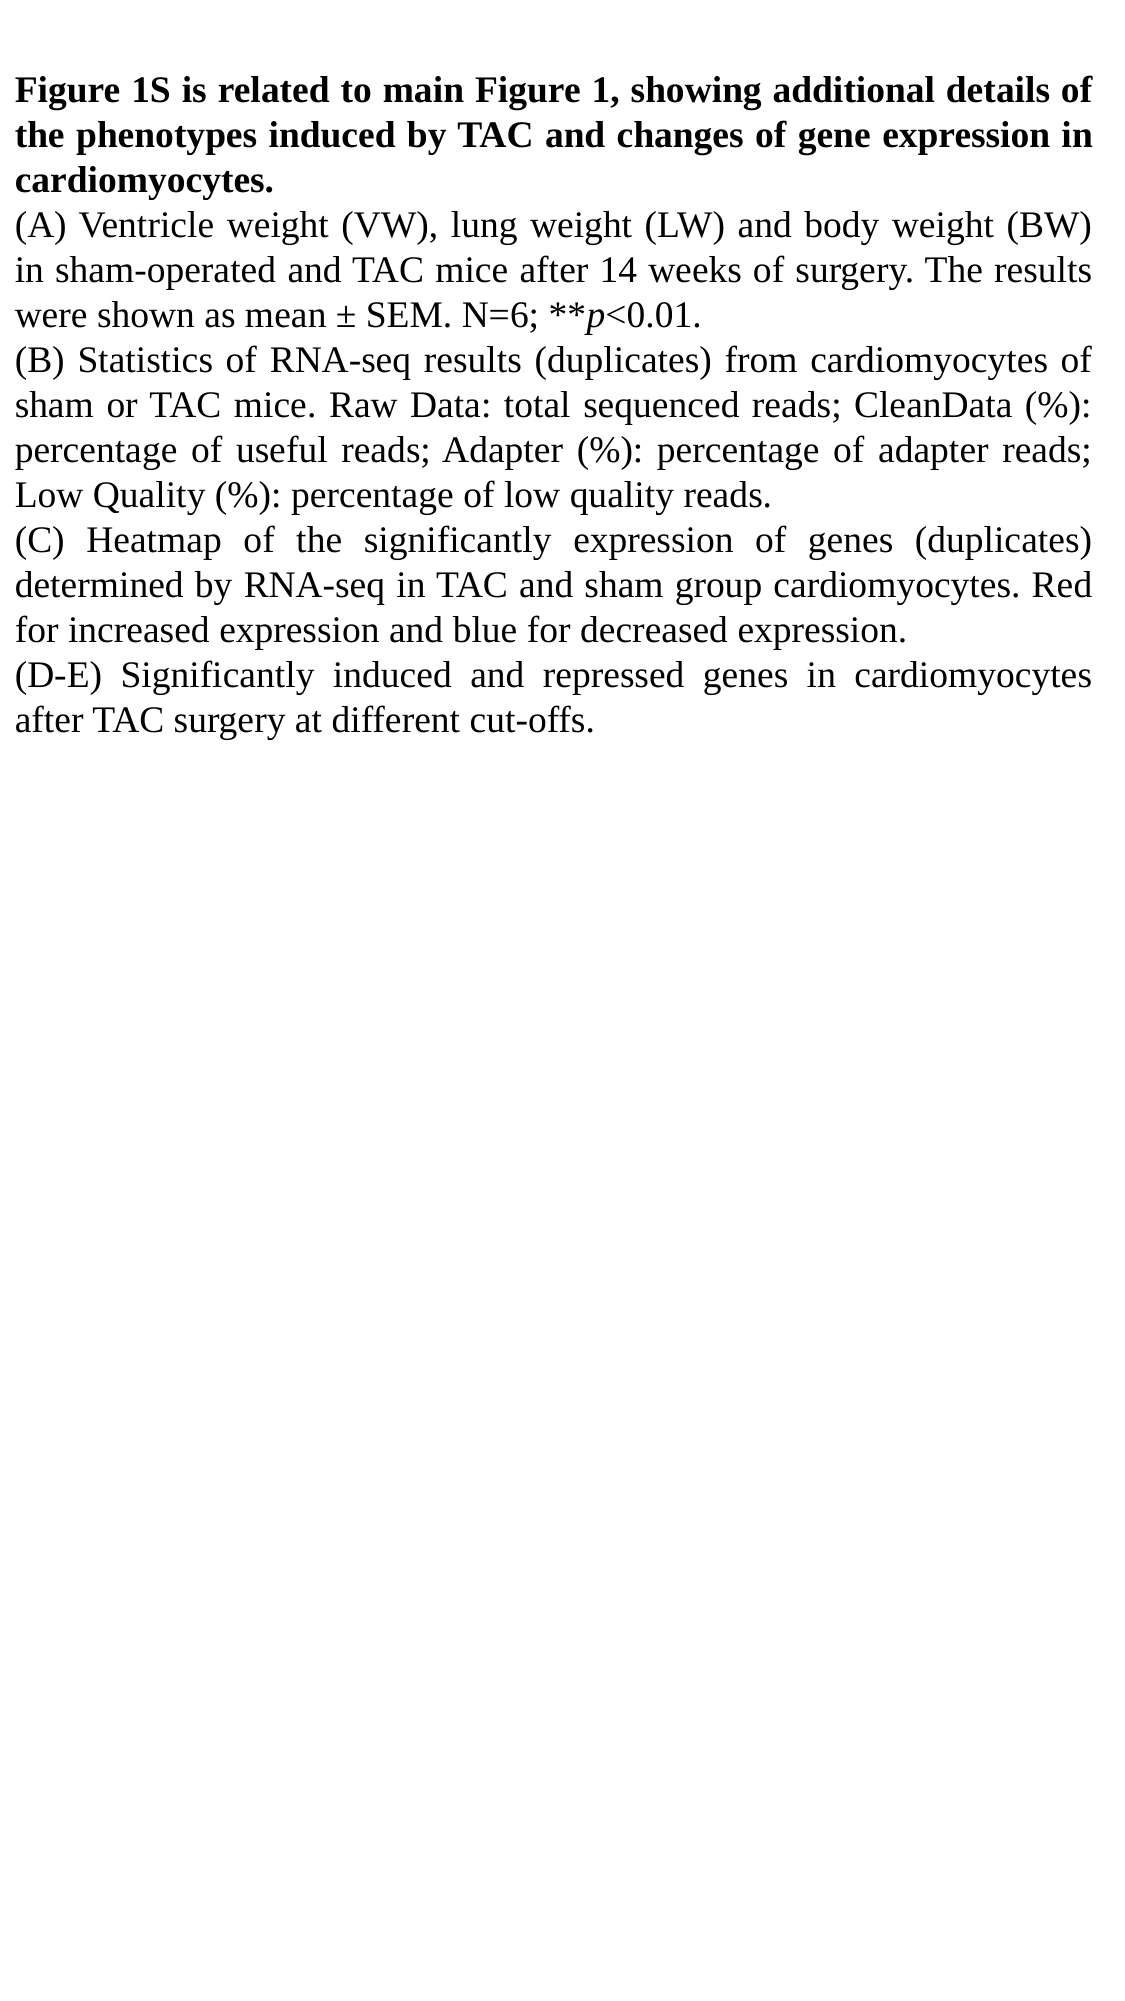

Figure 1S is related to main Figure 1, showing additional details of the phenotypes induced by TAC and changes of gene expression in cardiomyocytes.
(A) Ventricle weight (VW), lung weight (LW) and body weight (BW) in sham-operated and TAC mice after 14 weeks of surgery. The results were shown as mean ± SEM. N=6; **p<0.01.
(B) Statistics of RNA-seq results (duplicates) from cardiomyocytes of sham or TAC mice. Raw Data: total sequenced reads; CleanData (%): percentage of useful reads; Adapter (%): percentage of adapter reads; Low Quality (%): percentage of low quality reads.
(C) Heatmap of the significantly expression of genes (duplicates) determined by RNA-seq in TAC and sham group cardiomyocytes. Red for increased expression and blue for decreased expression.
(D-E) Significantly induced and repressed genes in cardiomyocytes after TAC surgery at different cut-offs.

## Slide 3
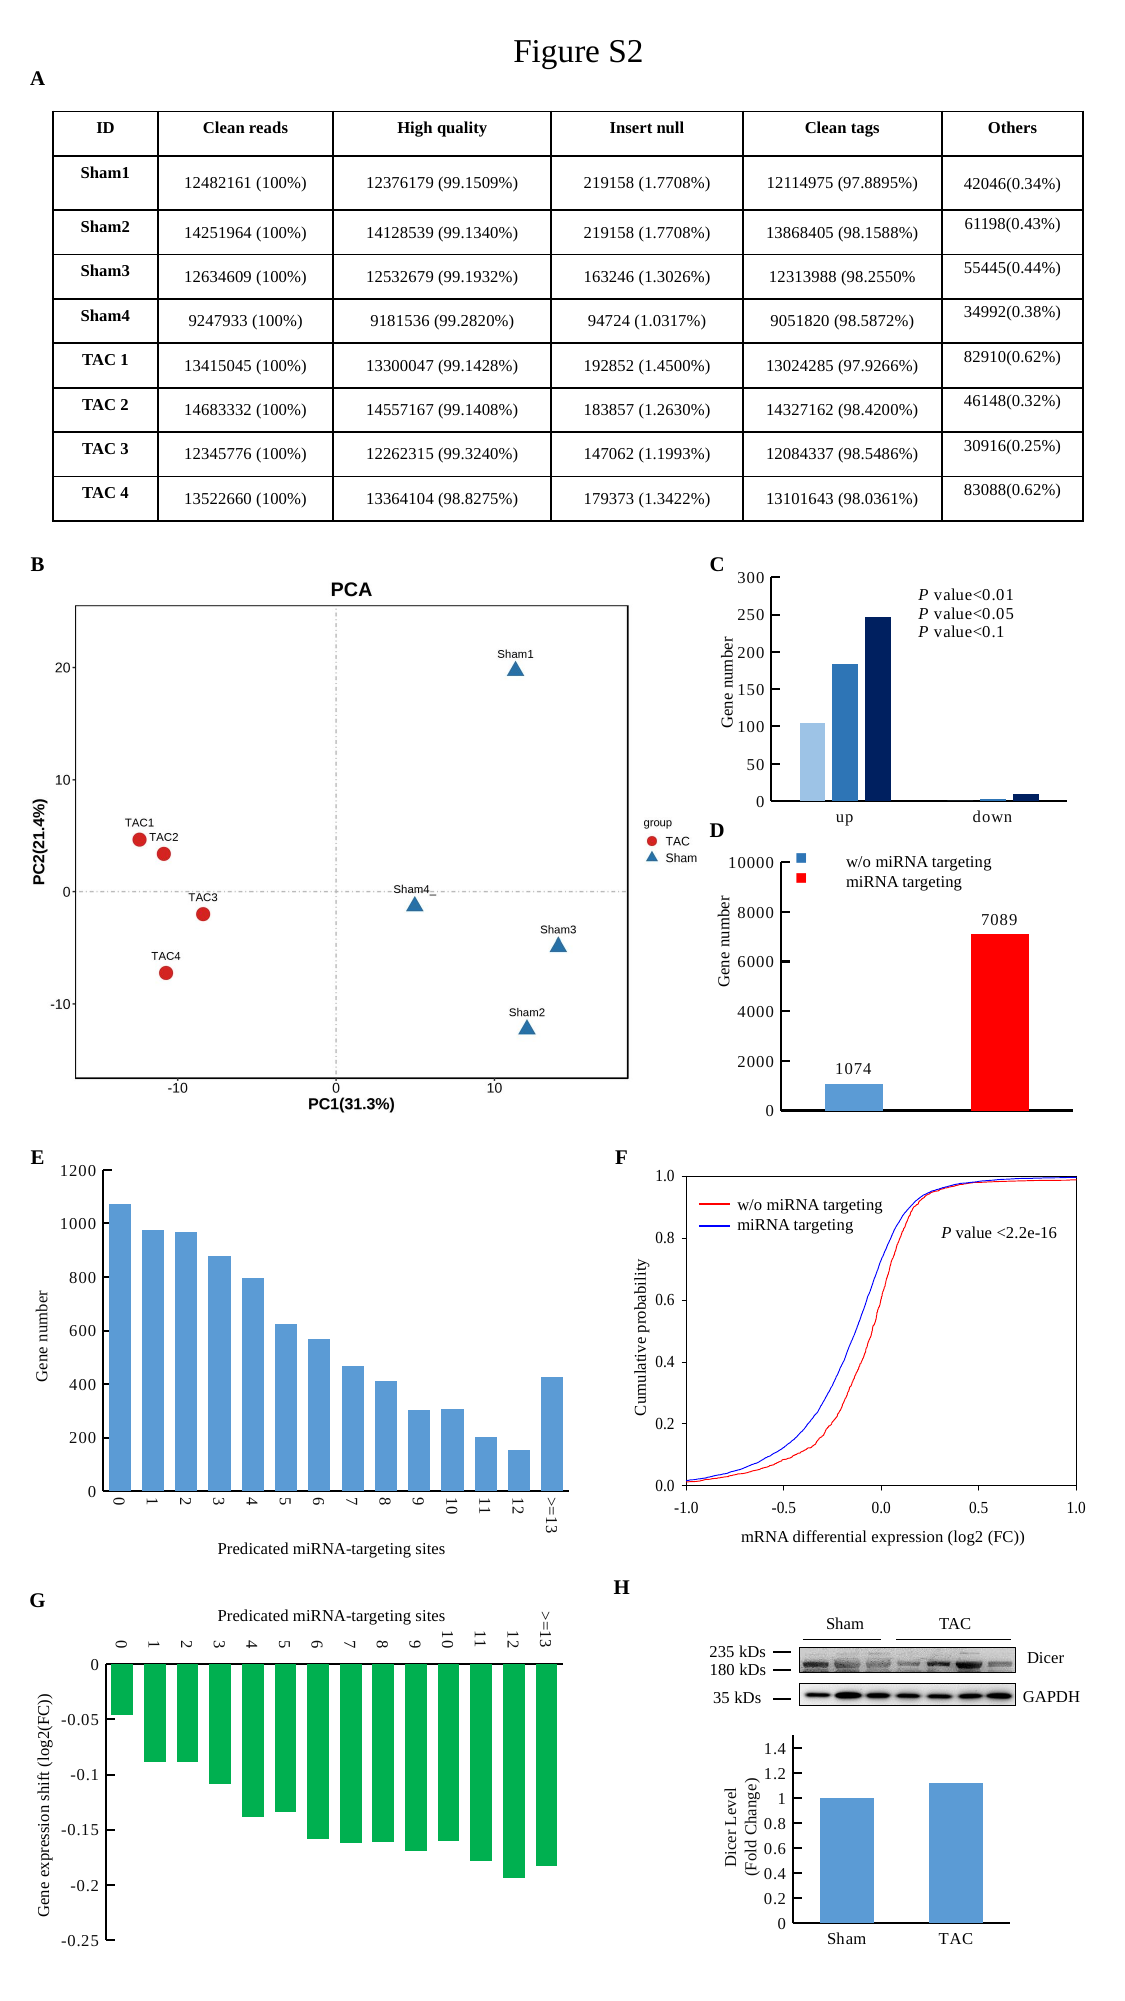

Figure S2
A
| ID | Clean reads | High quality | Insert null | Clean tags | Others |
| --- | --- | --- | --- | --- | --- |
| Sham1 | 12482161 (100%) | 12376179 (99.1509%) | 219158 (1.7708%) | 12114975 (97.8895%) | 42046(0.34%) |
| Sham2 | 14251964 (100%) | 14128539 (99.1340%) | 219158 (1.7708%) | 13868405 (98.1588%) | 61198(0.43%) |
| Sham3 | 12634609 (100%) | 12532679 (99.1932%) | 163246 (1.3026%) | 12313988 (98.2550% | 55445(0.44%) |
| Sham4 | 9247933 (100%) | 9181536 (99.2820%) | 94724 (1.0317%) | 9051820 (98.5872%) | 34992(0.38%) |
| TAC 1 | 13415045 (100%) | 13300047 (99.1428%) | 192852 (1.4500%) | 13024285 (97.9266%) | 82910(0.62%) |
| TAC 2 | 14683332 (100%) | 14557167 (99.1408%) | 183857 (1.2630%) | 14327162 (98.4200%) | 46148(0.32%) |
| TAC 3 | 12345776 (100%) | 12262315 (99.3240%) | 147062 (1.1993%) | 12084337 (98.5486%) | 30916(0.25%) |
| TAC 4 | 13522660 (100%) | 13364104 (98.8275%) | 179373 (1.3422%) | 13101643 (98.0361%) | 83088(0.62%) |
B
C
### Chart
| Category | Pvalue<0.01 | Pvalue<0.05 | Pvalue<0.1 |
|---|---|---|---|
| up | 105.0 | 184.0 | 247.0 |
| down | 0.0 | 3.0 | 9.0 |Gene number
D
 w/o miRNA targeting
 miRNA targeting
### Chart
| Category | |
|---|---|Gene number
w/o miRNA targeting
miRNA targeting
P value <2.2e-16
Cumulative probability
mRNA differential expression (log2 (FC))
E
F
### Chart
| Category | binding number |
|---|---|
| 0 | 1074.0 |
| 1 | 976.0 |
| 2 | 967.0 |
| 3 | 879.0 |
| 4 | 798.0 |
| 5 | 626.0 |
| 6 | 570.0 |
| 7 | 466.0 |
| 8 | 411.0 |
| 9 | 305.0 |
| 10 | 308.0 |
| 11 | 202.0 |
| 12 | 153.0 |
| >=13 | 428.0 |Gene number
Predicated miRNA-targeting sites
H
G
Predicated miRNA-targeting sites
### Chart
| Category | median gene changes |
|---|---|
| 0 | -0.0462184175839514 |
| 1 | -0.0883558744208468 |
| 2 | -0.0886117051580418 |
| 3 | -0.108477805814686 |
| 4 | -0.138189233428182 |
| 5 | -0.133690588643654 |
| 6 | -0.158616510903133 |
| 7 | -0.162194533965996 |
| 8 | -0.16082279433506 |
| 9 | -0.169172225510342 |
| 10 | -0.160233251916413 |
| 11 | -0.178039008354445 |
| 12 | -0.193713345329887 |
| >=13 | -0.182818820714162 |Gene expression shift (log2(FC))
Sham
TAC
235 kDs
Dicer
180 kDs
GAPDH
35 kDs
### Chart
| Category | |
|---|---|
| Sham | 1.0 |
| TAC | 1.1186560368400493 |Dicer Level
(Fold Change)

## Slide 4
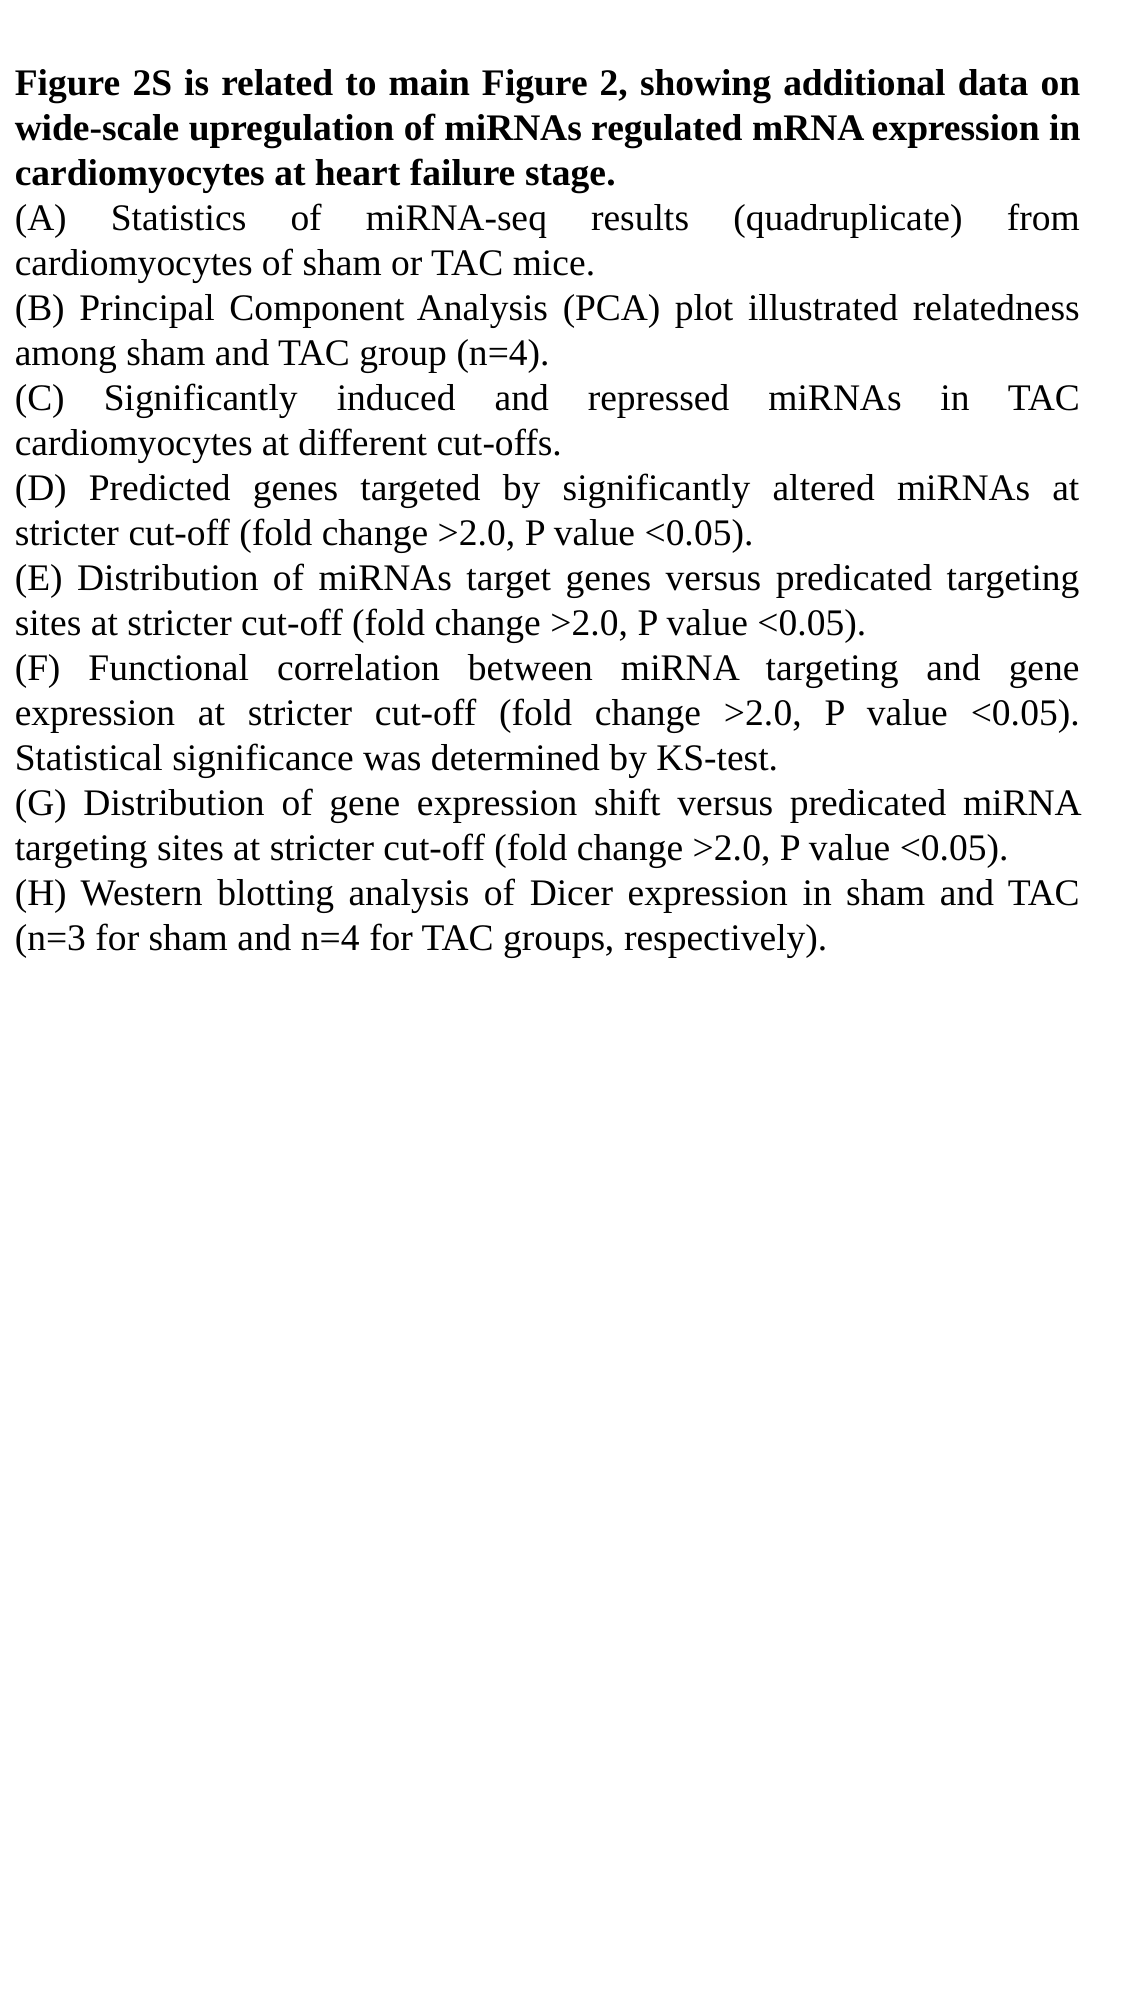

Figure 2S is related to main Figure 2, showing additional data on wide-scale upregulation of miRNAs regulated mRNA expression in cardiomyocytes at heart failure stage.

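Supplementary Figure S2A counts the reads of each library before and after cleaning, and the clean tags are those left for annotation. The paper gives 9051820 to 13868405 clean tags in the sham libraries and 12084337 to 14327162 in the TAC libraries, a difference that did not pass 0.05 (two-sided exact permutation test, p = 0.343). Set against these clean tags, the deposited miRNA totals make up 40.3% ± 2.72 (SD, n = 4) in sham and 51.1% ± 5.97 (SD, n = 4) in TAC. The difference of 10.8 percent points did not pass 0.05 (exact permutation test, p = 0.0571), and 1 TAC library, that of mouse 1, lay among the sham libraries at 42.3% (95% Wilson interval 42.26% to 42.31%). Without that library the difference was 13.7 percent points (exact permutation test, p = 0.0286). The interval covers counting error only, since the tags are not marked as separate molecules.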

(A) Statistics of miRNA-seq results (quadruplicate) from cardiomyocytes of sham or TAC mice.
(B) Principal Component Analysis (PCA) plot illustrated relatedness among sham and TAC group (n=4).
(C) Significantly induced and repressed miRNAs in TAC cardiomyocytes at different cut-offs.

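Numbers at different cut-offs were recounted on the reference-scaled CPM. With the unequal-variance comparison of the groups that gives the p-values of Table S2, unadjusted and with no fold change required, 97 miRNAs were higher and 0 lower at p below 0.01 among the 667 with a count in both groups. At p below 0.05 there were 179 higher and 3 lower, and at p below 0.1 there were 235 higher and 7 lower. edgeR's unadjusted p over the 695 miRNAs with a count gave 161 higher and 2 lower at 0.01, 253 higher and 3 lower at 0.05, and 297 higher and 10 lower at 0.1. These numbers carry the reference scaling, whose factor shifts all log2 fold changes of TAC over sham alike.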

(D) Predicted genes targeted by significantly altered miRNAs at stricter cut-off (fold change >2.0, P value <0.05).
(E) Distribution of miRNAs target genes versus predicated targeting sites at stricter cut-off (fold change >2.0, P value <0.05).
(F) Functional correlation between miRNA targeting and gene expression at stricter cut-off (fold change >2.0, P value <0.05). Statistical significance was determined by KS-test.
(G) Distribution of gene expression shift versus predicated miRNA targeting sites at stricter cut-off (fold change >2.0, P value <0.05).
(H) Western blotting analysis of Dicer expression in sham and TAC (n=3 for sham and n=4 for TAC groups, respectively).

## Slide 5
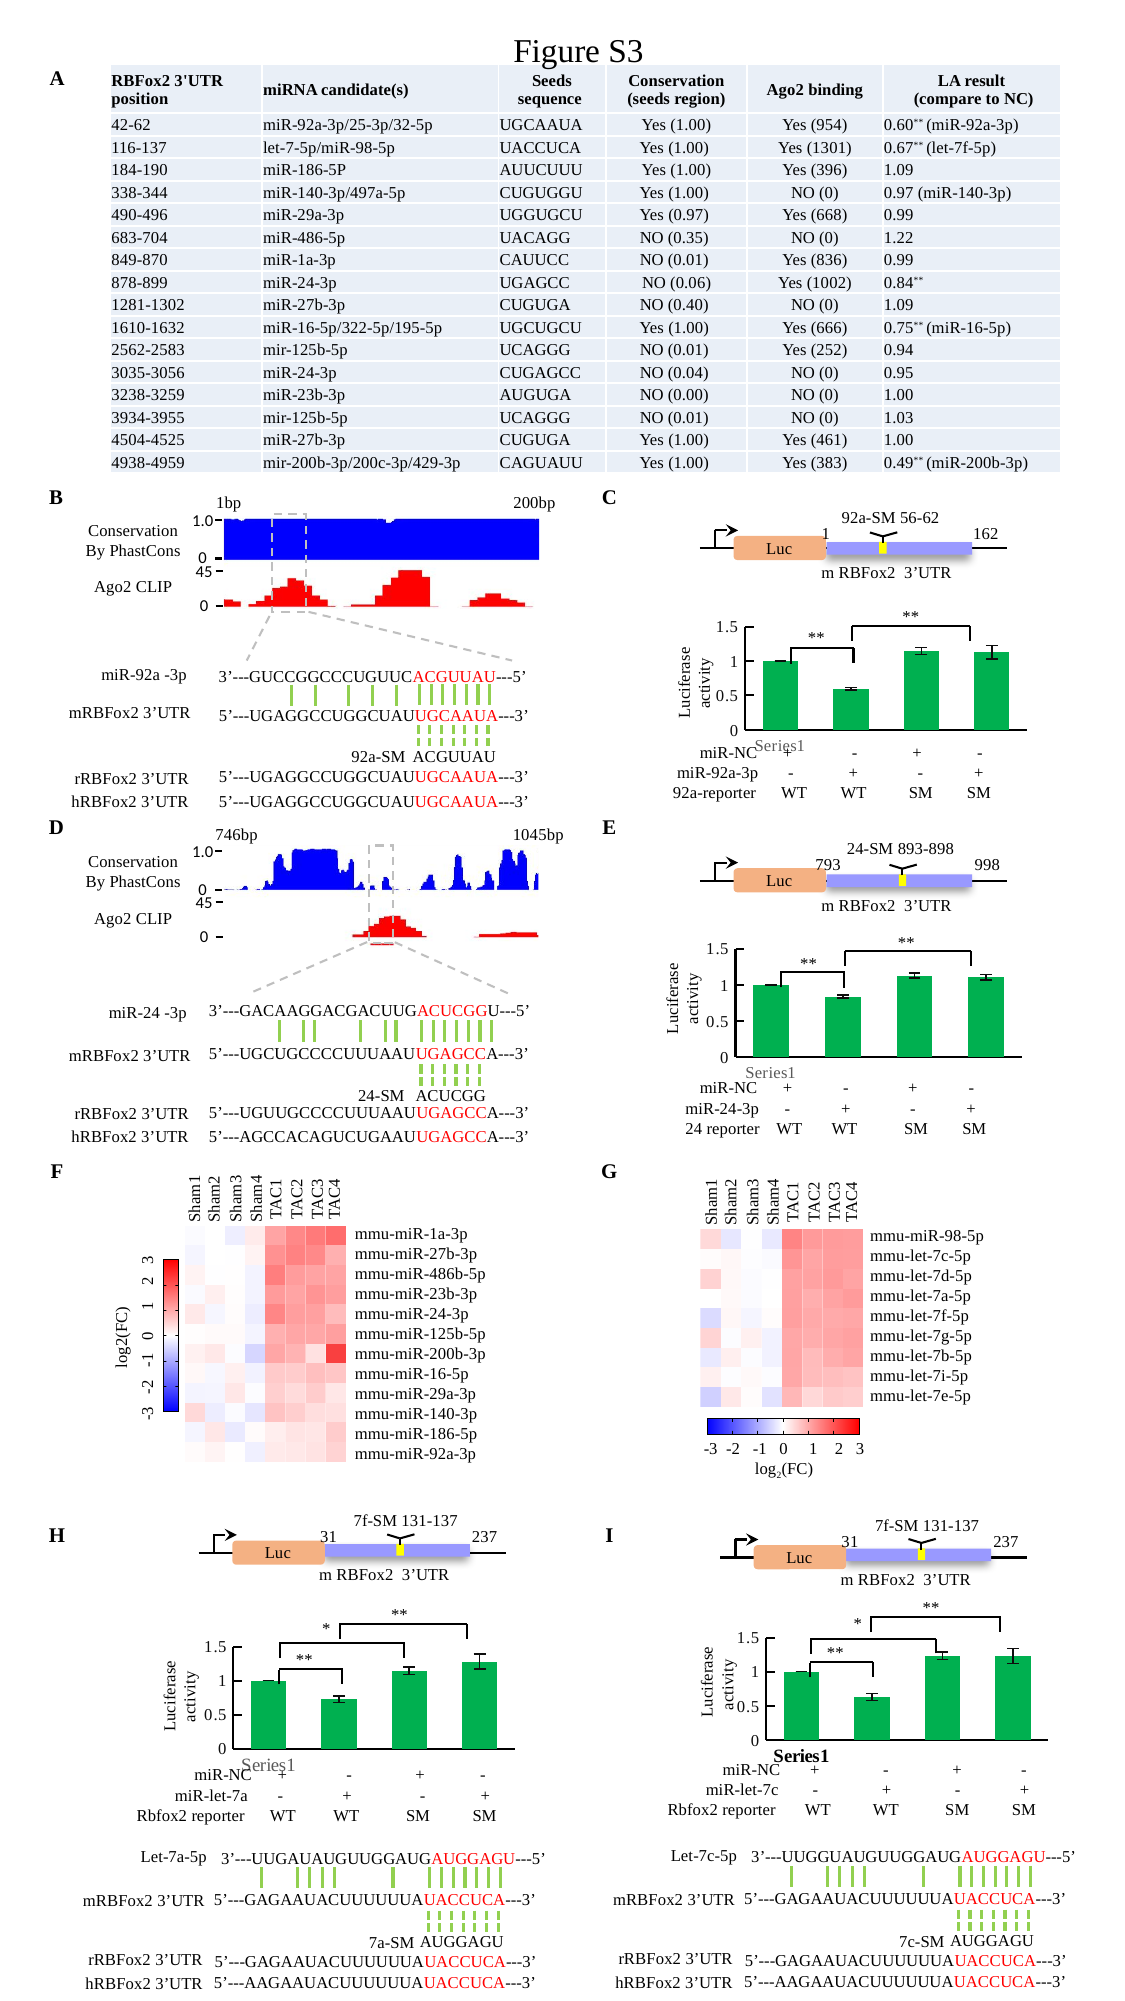

Figure S3
A
| RBFox2 3'UTR position | miRNA candidate(s) | Seeds sequence | Conservation (seeds region) | Ago2 binding | LA result (compare to NC) |
| --- | --- | --- | --- | --- | --- |
| 42-62 | miR-92a-3p/25-3p/32-5p | UGCAAUA | Yes (1.00) | Yes (954) | 0.60\*\* (miR-92a-3p) |
| 116-137 | let-7-5p/miR-98-5p | UACCUCA | Yes (1.00) | Yes (1301) | 0.67\*\* (let-7f-5p) |
| 184-190 | miR-186-5P | AUUCUUU | Yes (1.00) | Yes (396) | 1.09 |
| 338-344 | miR-140-3p/497a-5p | CUGUGGU | Yes (1.00) | NO (0) | 0.97 (miR-140-3p) |
| 490-496 | miR-29a-3p | UGGUGCU | Yes (0.97) | Yes (668) | 0.99 |
| 683-704 | miR-486-5p | UACAGG | NO (0.35) | NO (0) | 1.22 |
| 849-870 | miR-1a-3p | CAUUCC | NO (0.01) | Yes (836) | 0.99 |
| 878-899 | miR-24-3p | UGAGCC | NO (0.06) | Yes (1002) | 0.84\*\* |
| 1281-1302 | miR-27b-3p | CUGUGA | NO (0.40) | NO (0) | 1.09 |
| 1610-1632 | miR-16-5p/322-5p/195-5p | UGCUGCU | Yes (1.00) | Yes (666) | 0.75\*\* (miR-16-5p) |
| 2562-2583 | mir-125b-5p | UCAGGG | NO (0.01) | Yes (252) | 0.94 |
| 3035-3056 | miR-24-3p | CUGAGCC | NO (0.04) | NO (0) | 0.95 |
| 3238-3259 | miR-23b-3p | AUGUGA | NO (0.00) | NO (0) | 1.00 |
| 3934-3955 | mir-125b-5p | UCAGGG | NO (0.01) | NO (0) | 1.03 |
| 4504-4525 | miR-27b-3p | CUGUGA | Yes (1.00) | Yes (461) | 1.00 |
| 4938-4959 | mir-200b-3p/200c-3p/429-3p | CAGUAUU | Yes (1.00) | Yes (383) | 0.49\*\* (miR-200b-3p) |
B
C
1bp
200bp
1.0
0
Conservation
By PhastCons
45
0
Ago2 CLIP
miR-92a -3p
3’---GUCCGGCCCUGUUCACGUUAU---5’
mRBFox2 3’UTR
5’---UGAGGCCUGGCUAUUGCAAUA---3’
ACGUUAU
92a-SM
5’---UGAGGCCUGGCUAUUGCAAUA---3’
rRBFox2 3’UTR
5’---UGAGGCCUGGCUAUUGCAAUA---3’
hRBFox2 3’UTR
 92a-SM 56-62
1
162
Luc
m RBFox2 3’UTR
**
### Chart
| Category | |
|---|---|
| | 1.0 |
| | 0.5970926249750744 |
| | 1.1476694938285712 |
| | 1.1279231264562752 |**
Luciferase
 activity
 miR-NC + - + -
 miR-92a-3p - + - +
 92a-reporter WT WT SM SM
D
E
746bp
1045bp
1.0
0
Conservation
By PhastCons
45
0
Ago2 CLIP
3’---GACAAGGACGACUUGACUCGGU---5’
miR-24 -3p
5’---UGCUGCCCCUUUAAUUGAGCCA---3’
mRBFox2 3’UTR
24-SM
ACUCGG
5’---UGUUGCCCCUUUAAUUGAGCCA---3’
rRBFox2 3’UTR
hRBFox2 3’UTR
5’---AGCCACAGUCUGAAUUGAGCCA---3’
 24-SM 893-898
793
998
Luc
m RBFox2 3’UTR
**
### Chart
| Category | |
|---|---|
| | 1.0 |
| | 0.8373841463788441 |
| | 1.1255957375711183 |
| | 1.1023282193668007 |**
Luciferase
 activity
 miR-NC + - + -
 miR-24-3p - + - +
 24 reporter WT WT SM SM
F
G
Sham1
Sham2
Sham3
Sham4
TAC1
TAC2
TAC3
TAC4
mmu-miR-1a-3p
mmu-miR-27b-3p
mmu-miR-486b-5p
mmu-miR-23b-3p
mmu-miR-24-3p
mmu-miR-125b-5p
mmu-miR-200b-3p
mmu-miR-16-5p
mmu-miR-29a-3p
mmu-miR-140-3p
mmu-miR-186-5p
mmu-miR-92a-3p
-3 -2 -1 0 1 2 3
 log2(FC)
Sham1
Sham2
Sham3
Sham4
TAC1
TAC2
TAC3
TAC4
mmu-miR-98-5p
mmu-let-7c-5p
mmu-let-7d-5p
mmu-let-7a-5p
mmu-let-7f-5p
mmu-let-7g-5p
mmu-let-7b-5p
mmu-let-7i-5p
mmu-let-7e-5p
-3 -2 -1 0 1 2 3
 log2(FC)
 7f-SM 131-137
31
237
Luc
m RBFox2 3’UTR
**
*
### Chart
| Category | |
|---|---|
| | 1.0 |
| | 0.728480362057649 |
| | 1.1455622483176229 |
| | 1.2824360340949517 |**
Luciferase
 activity
 miR-NC + - + -
 miR-let-7a - + - +
Rbfox2 reporter WT WT SM SM
Let-7a-5p
3’---UUGAUAUGUUGGAUGAUGGAGU---5’
5’---GAGAAUACUUUUUUAUACCUCA---3’
mRBFox2 3’UTR
AUGGAGU
7a-SM
rRBFox2 3’UTR
5’---GAGAAUACUUUUUUAUACCUCA---3’
5’---AAGAAUACUUUUUUAUACCUCA---3’
hRBFox2 3’UTR
 7f-SM 131-137
31
237
Luc
m RBFox2 3’UTR
**
*
### Chart
| Category | |
|---|---|
| | 1.0 |
| | 0.628467 |
| | 1.2322466666666665 |
| | 1.2314776666666667 |**
 Luciferase
 activity
 miR-NC + - + -
 miR-let-7c - + - +
Rbfox2 reporter WT WT SM SM
Let-7c-5p
3’---UUGGUAUGUUGGAUGAUGGAGU---5’
5’---GAGAAUACUUUUUUAUACCUCA---3’
mRBFox2 3’UTR
AUGGAGU
7c-SM
rRBFox2 3’UTR
5’---GAGAAUACUUUUUUAUACCUCA---3’
5’---AAGAAUACUUUUUUAUACCUCA---3’
hRBFox2 3’UTR
H
I

## Slide 6
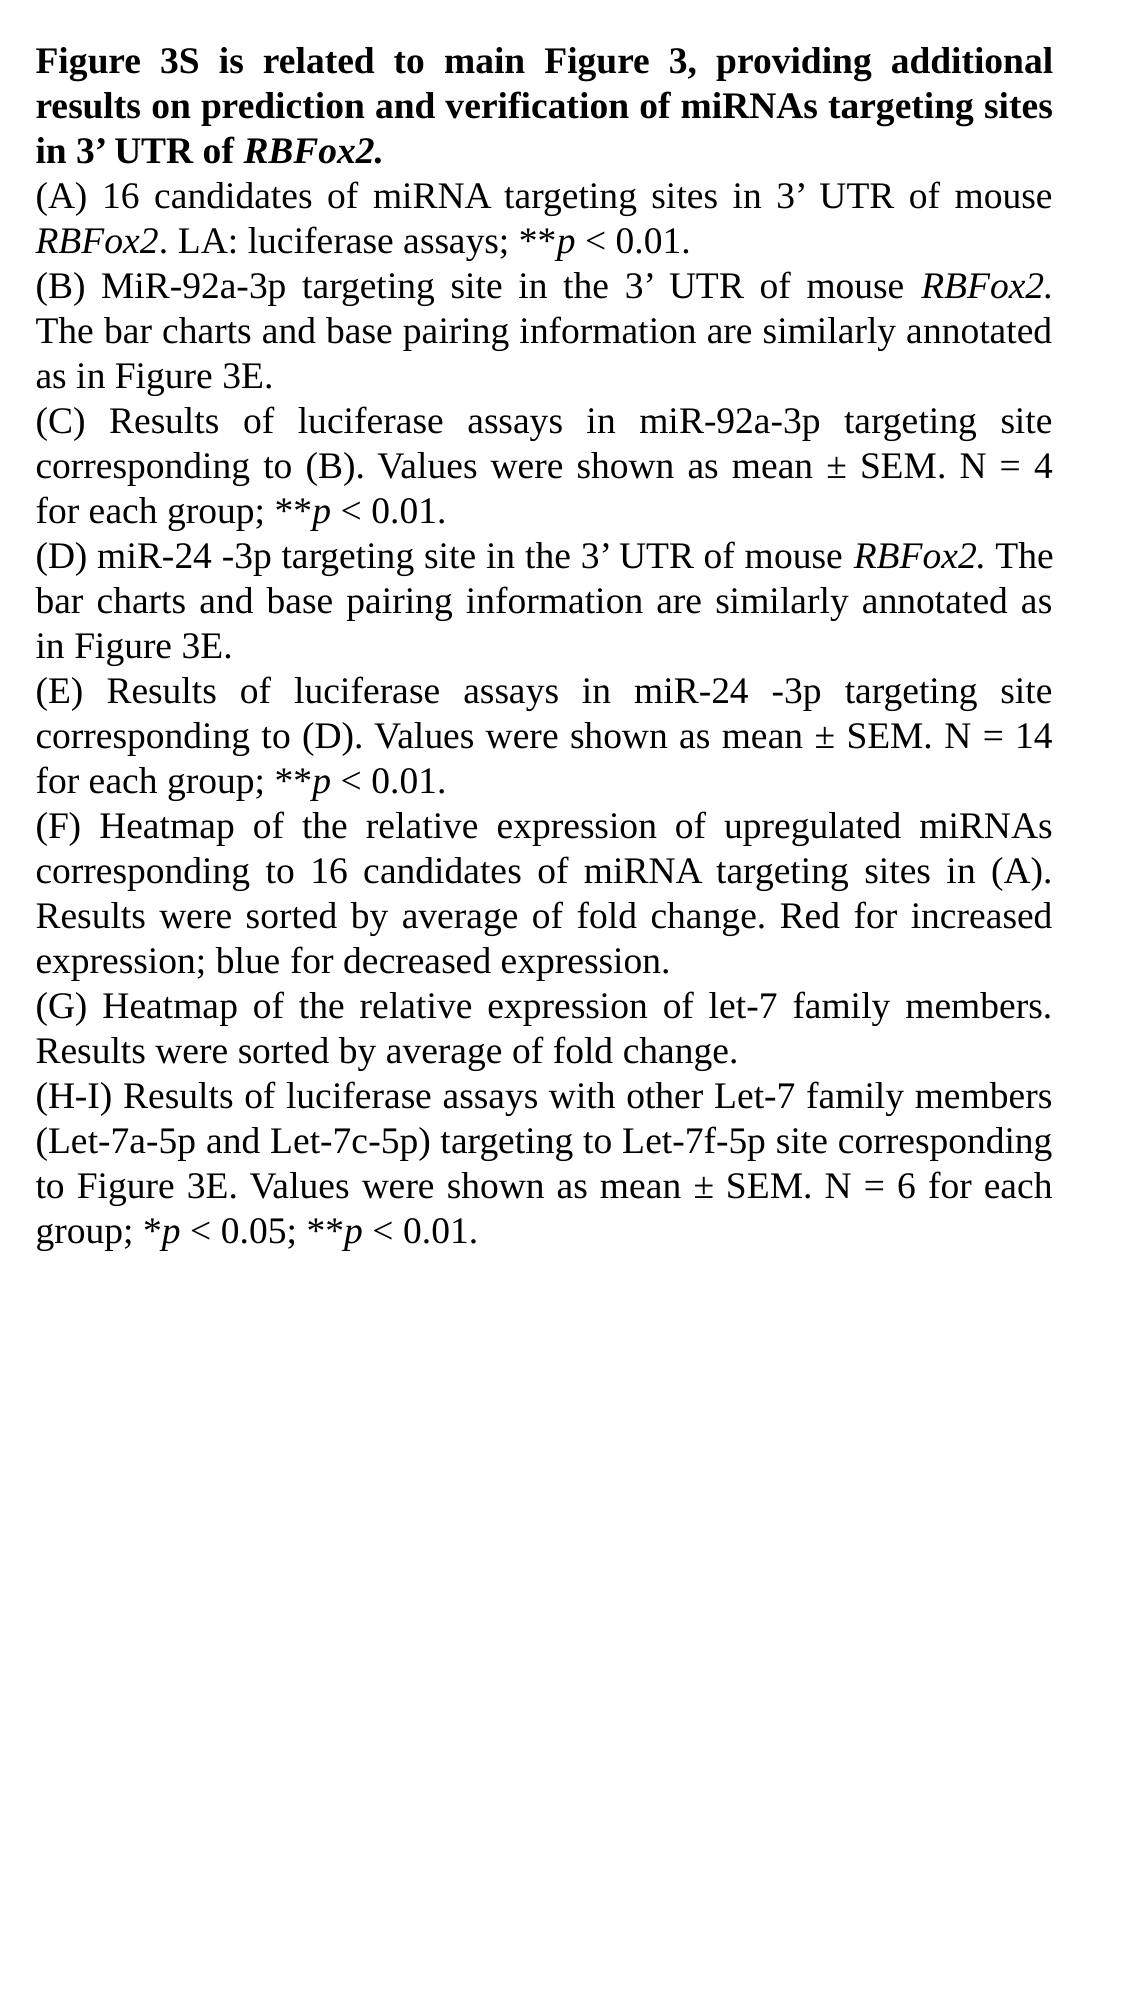

Figure 3S is related to main Figure 3, providing additional results on prediction and verification of miRNAs targeting sites in 3’ UTR of RBFox2.

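The annotation (GENCODE vM21, GRCm38) places the Rbfox2 gene on the minus strand of chromosome 15 from 77078990 to 77307004. In the transcript Rbfox2-204 the 3′UTR is 5172 nt long, lies within exon 14, the last one, and runs from 77084161, the first base after the stop codon, down to 77078990. Counted from that base as position 1, the sequence at each of the 16 sites of the supplement holds the seed match given there. The paper's text gives the 3′UTR as 5330 nt, and the cause of the difference from 5172 nt was not examined. The site of miR-92a-3p spans positions 42 to 62 (UGAGGCCUGGCUAUUGCAAUA, chromosome 15 from 77084100 to 77084120). The let-7-5p site spans positions 116 to 137 (GAGAAUACUUUUUUAUACCUCA, from 77084025 to 77084046), and its seed match UACCUCA occurs 1 time in the whole 3′UTR. The first miR-24-3p site spans positions 878 to 899 (UGCUGCCCCUUUAAUUGAGCCA, from 77083263 to 77083284) and the second 3035 to 3056 (AGCCGCUGUCUGAACUGAGCCG, from 77081106 to 77081127). The miR-16-5p site spans positions 1610 to 1632 (GUUCACCUGAGGGAUUGCUGCUA, from 77082530 to 77082552), and the miR-200b-3p site 4938 to 4959 (GCUUUCAGACCAUACAGUAUUC, from 77079203 to 77079224). The remaining sites belong to miR-186-5p, miR-140-3p, miR-29a-3p, miR-486-5p, miR-1a-3p and miR-23b-3p with 1 site each and to miR-27b-3p and miR-125b-5p with 2 each.

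**Figure D6:**
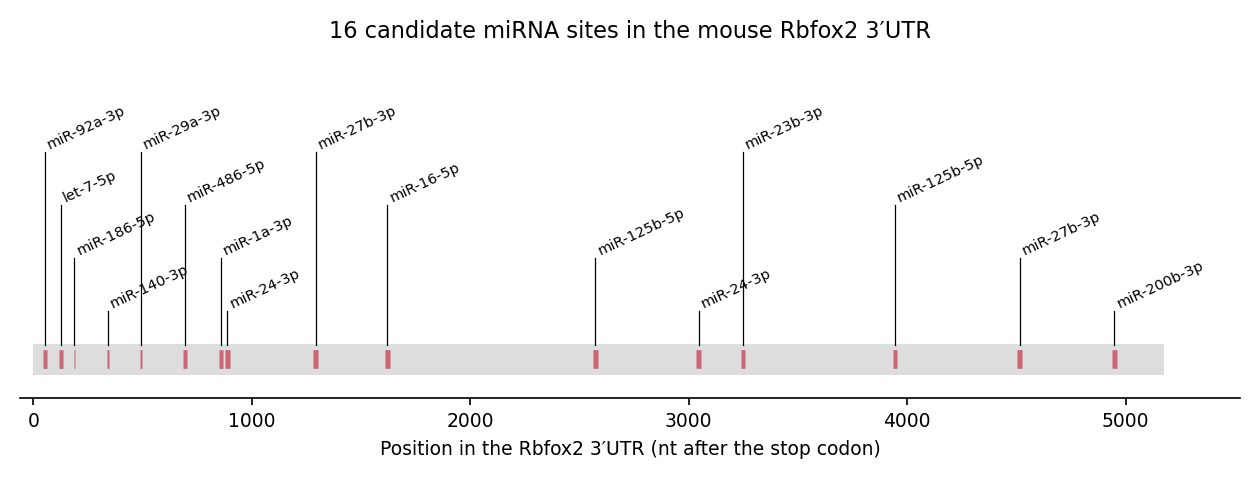
Positions of the 16 candidate sites along the 5172 nt of the mouse Rbfox2 3′UTR (grey bar; horizontal axis in nt after the stop codon), drawn to scale with each site in red. The let-7-5p site at 116 to 137 lies near the stop codon and the miR-200b-3p site at 4938 to 4959 near the far end.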

(A) 16 candidates of miRNA targeting sites in 3’ UTR of mouse RBFox2. LA: luciferase assays; **p < 0.01.
(B) MiR-92a-3p targeting site in the 3’ UTR of mouse RBFox2. The bar charts and base pairing information are similarly annotated as in Figure 3E.
(C) Results of luciferase assays in miR-92a-3p targeting site corresponding to (B). Values were shown as mean ± SEM. N = 4 for each group; **p < 0.01.
(D) miR-24 -3p targeting site in the 3’ UTR of mouse RBFox2. The bar charts and base pairing information are similarly annotated as in Figure 3E.
(E) Results of luciferase assays in miR-24 -3p targeting site corresponding to (D). Values were shown as mean ± SEM. N = 14 for each group; **p < 0.01.
(F) Heatmap of the relative expression of upregulated miRNAs corresponding to 16 candidates of miRNA targeting sites in (A). 

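The heatmap of Supplementary Figure S3F holds 12 miRNAs, without let-7, whose members are in Supplementary Figure S3G. In the miRNA-seq libraries, 11 of these 12 were higher in TAC with an adjusted p below 0.05 (edgeR, reference scaling), and 7 were called higher at a fold change above 1.70. Beside the miRNAs given with the luciferase results, miR-27b-3p had a log2 fold change of 1.26 (standard error 0.12, adjusted p = 6.43e-05 from edgeR), miR-23b-3p 1.14 (adjusted p = 6.43e-05) and miR-125b-5p 1.02 (adjusted p = 4.05e-05). miR-486b-5p stood at 1.21. Under the fold change of 1.70 lay miR-29a-3p at 0.50 (adjusted p = 0.0238) and miR-140-3p at 0.46 (adjusted p = 0.0178), and miR-186-5p at 0.34 did not pass (adjusted p = 0.0832). With the factor computed anew, the exact permutation p was 0.171 for miR-29a-3p and miR-186-5p and 0.0571 for miR-140-3p. miR-29a-3p did not pass 0.05 without Sham mouse 2 or 3 or TAC mouse 1 or 2 (adjusted p from 4.55e-04 to 0.117 and log2 fold changes from 0.35 to 0.79 over the 8 libraries left out), nor did miR-140-3p without Sham mouse 2 or TAC mouse 3 (adjusted p from 0.00947 to 0.100). With TMM, 5 of the 12 were higher with an adjusted p below 0.05 and 7 had a positive log2 fold change; miR-29a-3p, miR-140-3p and miR-186-5p turned to -0.18, -0.23 and -0.35.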

Results were sorted by average of fold change. Red for increased expression; blue for decreased expression.
(G) Heatmap of the relative expression of let-7 family members. Results were sorted by average of fold change.
(H-I) Results of luciferase assays with other Let-7 family members (Let-7a-5p and Let-7c-5p) targeting to Let-7f-5p site corresponding to Figure 3E. Values were shown as mean ± SEM. N = 6 for each group; *p < 0.05; **p < 0.01.

## Slide 7
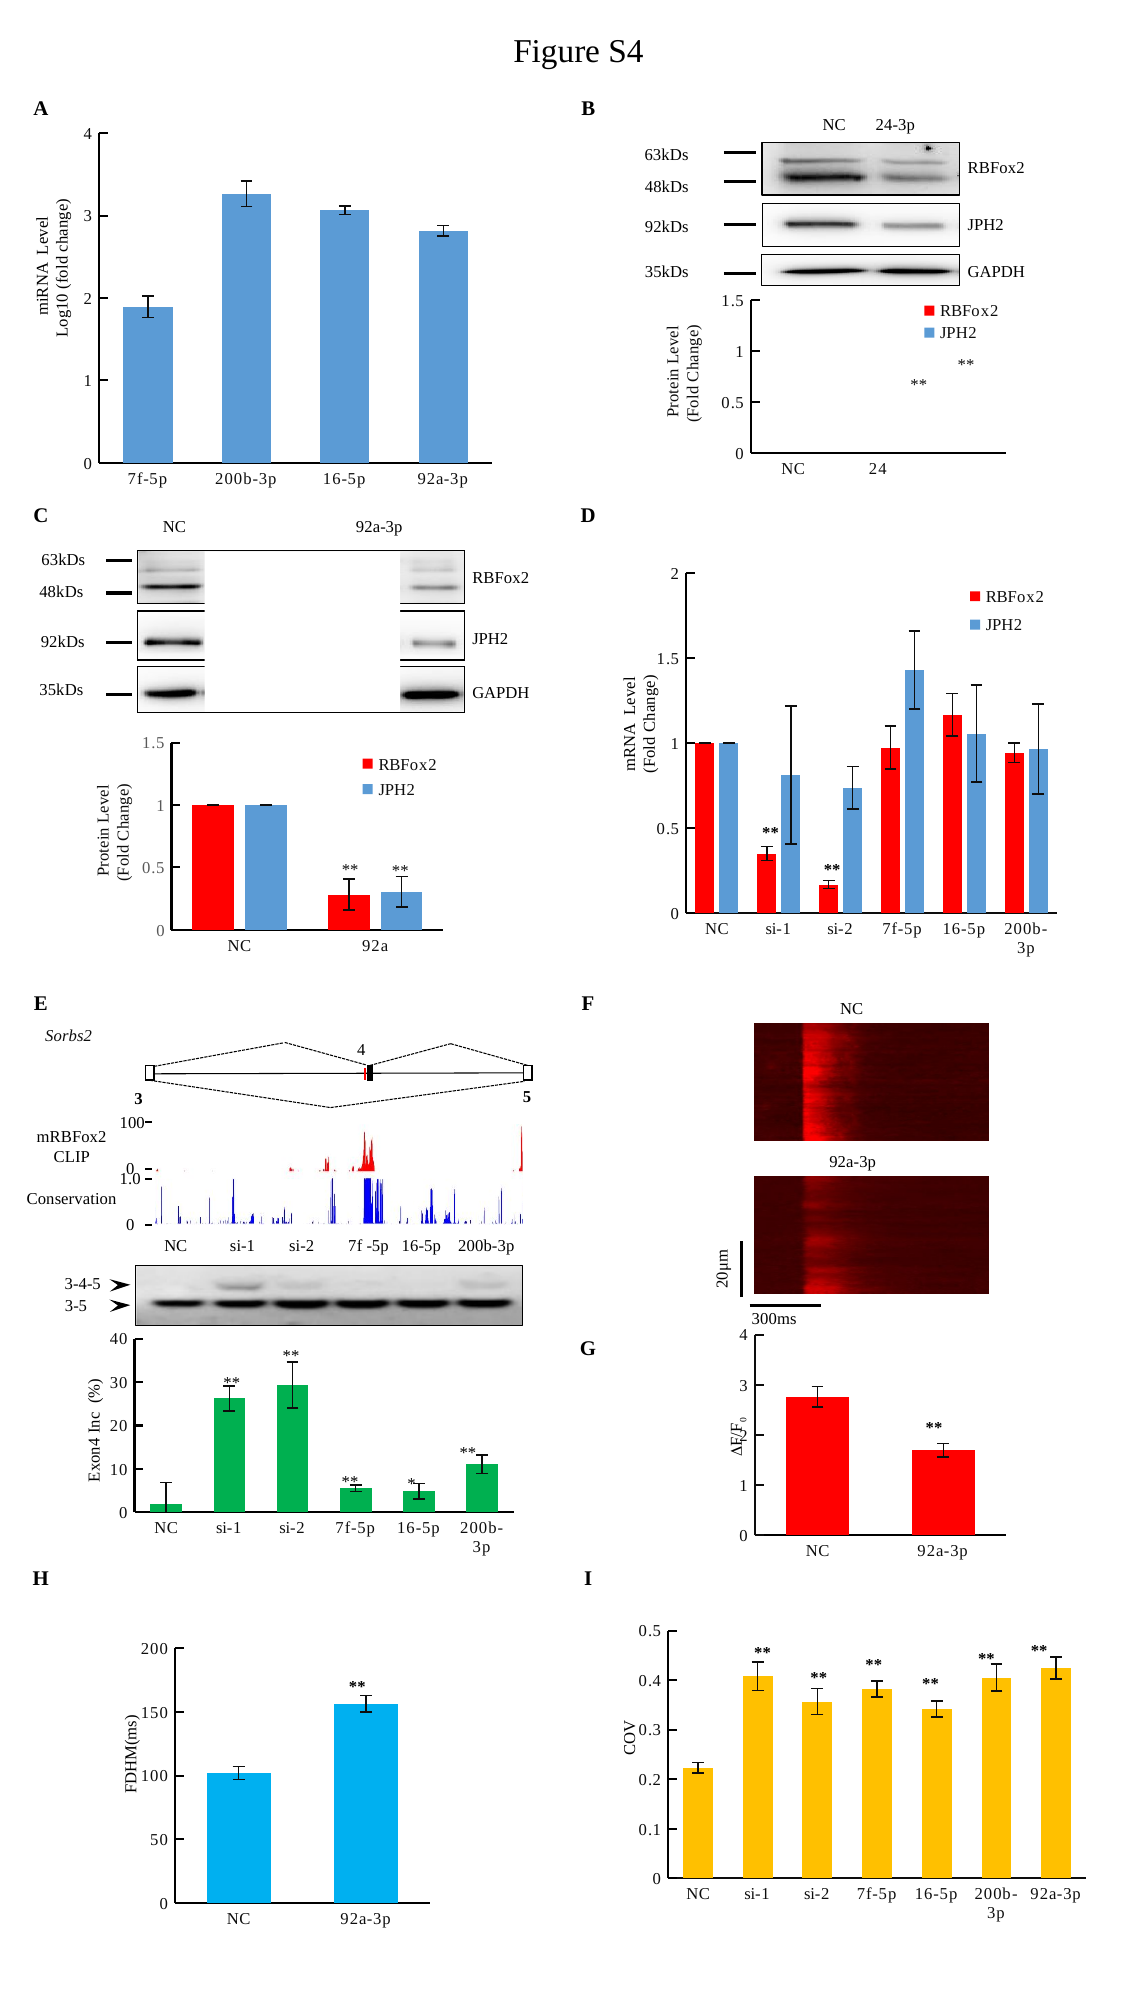

Figure S4
A
B
### Chart
| Category | |
|---|---|
| 7f-5p | 1.8926334219434067 |
| 200b-3p | 3.2657818836142076 |
| 16-5p | 3.064779653959557 |
| 92a-3p | 2.8186581028277264 | miRNA Level
Log10 (fold change)
NC 24-3p
63kDs
RBFox2
48kDs
JPH2
92kDs
35kDs
GAPDH
### Chart
| Category | | |
|---|---|---|
| NC | 1.0 | 1.0 |
| 24 | 0.4990636005179716 | 0.6901234054190392 | Protein Level
(Fold Change)
**
**
C
D
NC 92a-3p
63kDs
RBFox2
48kDs
JPH2
92kDs
35kDs
GAPDH
### Chart
| Category | | |
|---|---|---|
| NC | 1.0 | 1.0 |
| si-1 | 0.34980691536138925 | 0.8127780573071631 |
| si-2 | 0.16724981508236567 | 0.7360619488730256 |
| 7f-5p | 0.973022223066202 | 1.4288502290489582 |
| 16-5p | 1.166593160440917 | 1.054739853099224 |
| 200b-3p | 0.9426664295445604 | 0.9648337028708706 |mRNA Level
(Fold Change)
**
**
### Chart
| Category | | |
|---|---|---|
| NC | 1.0 | 1.0 |
| 92a | 0.2823026525492777 | 0.30316031980412417 | Protein Level
(Fold Change)
**
**
E
F
NC
92a-3p
20μm
300ms
Sorbs2
4
5
3
100
0
1.0
0
mRBFox2 CLIP
Conservation
NC si-1 si-2 7f -5p 16-5p 200b-3p
3-4-5
3-5
### Chart
| Category | |
|---|---|
| NC | 1.89 |
| si-1 | 26.237000000000002 |
| si-2 | 29.309000000000005 |
| 7f-5p | 5.535 |
| 16-5p | 4.858 |
| 200b-3p | 11.07 |**
**
Exon4 Inc (%)
**
**
*
### Chart
| Category | |
|---|---|
| NC | 2.7652500000000004 |
| 92a-3p | 1.6957201920686917 |G
**
F/F0
H
I
### Chart
| Category | |
|---|---|
| NC | 0.22315014035737432 |
| si-1 | 0.4075474565023568 |
| si-2 | 0.3565727144599763 |
| 7f-5p | 0.3823489958932588 |
| 16-5p | 0.34172200557148485 |
| 200b-3p | 0.40491697127461584 |
| 92a-3p | 0.42414393541299095 |**
**
**
**
**
**
COV
### Chart
| Category | |
|---|---|
| NC | 102.1020515625 |
| 92a-3p | 156.50199558423913 |**
FDHM(ms)

## Slide 8
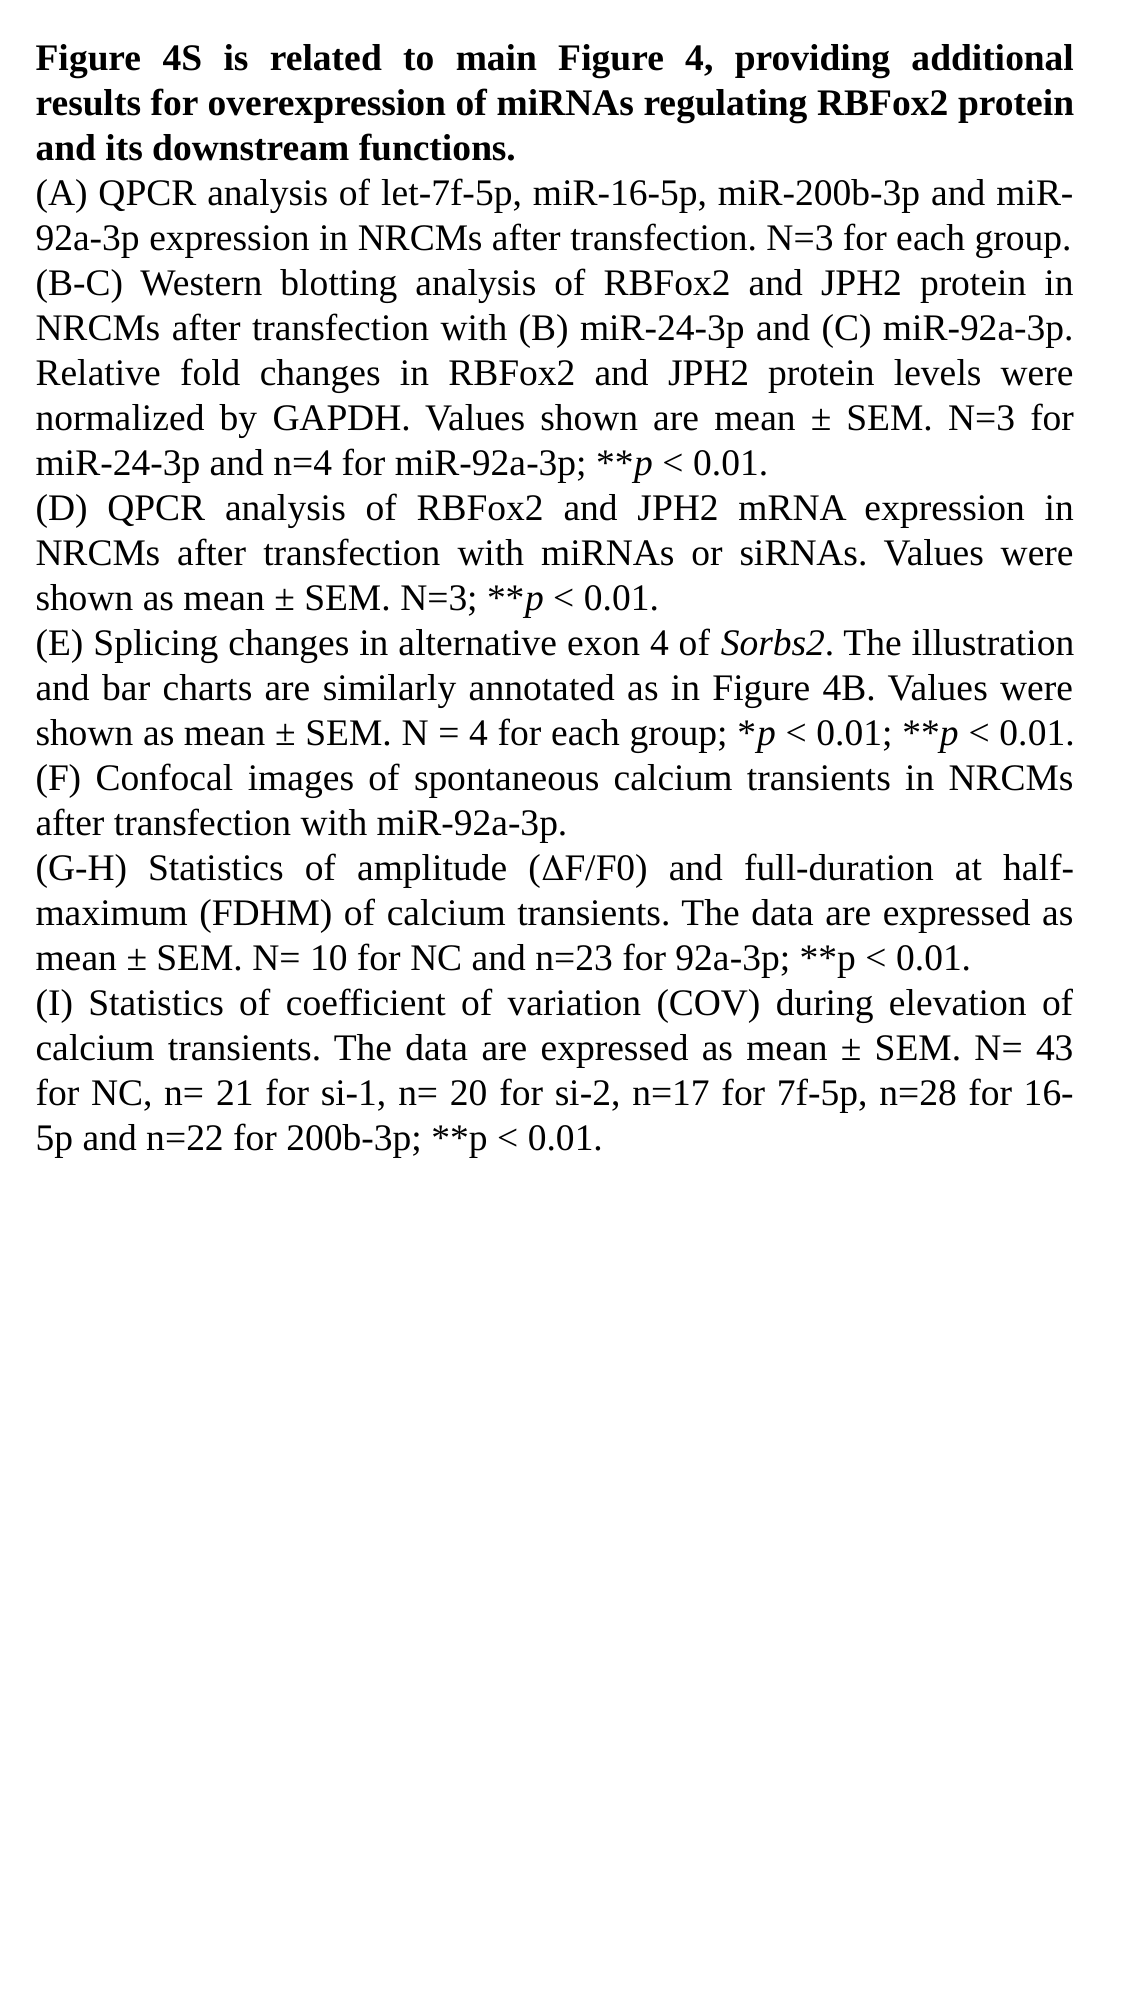

Figure 4S is related to main Figure 4, providing additional results for overexpression of miRNAs regulating RBFox2 protein and its downstream functions.
(A) QPCR analysis of let-7f-5p, miR-16-5p, miR-200b-3p and miR-92a-3p expression in NRCMs after transfection. N=3 for each group.
(B-C) Western blotting analysis of RBFox2 and JPH2 protein in NRCMs after transfection with (B) miR-24-3p and (C) miR-92a-3p. Relative fold changes in RBFox2 and JPH2 protein levels were normalized by GAPDH. Values shown are mean ± SEM. N=3 for miR-24-3p and n=4 for miR-92a-3p; **p < 0.01.
(D) QPCR analysis of RBFox2 and JPH2 mRNA expression in NRCMs after transfection with miRNAs or siRNAs. Values were shown as mean ± SEM. N=3; **p < 0.01.
(E) Splicing changes in alternative exon 4 of Sorbs2. The illustration and bar charts are similarly annotated as in Figure 4B. Values were shown as mean ± SEM. N = 4 for each group; *p < 0.01; **p < 0.01.
(F) Confocal images of spontaneous calcium transients in NRCMs after transfection with miR-92a-3p.
(G-H) Statistics of amplitude (F/F0) and full-duration at half-maximum (FDHM) of calcium transients. The data are expressed as mean ± SEM. N= 10 for NC and n=23 for 92a-3p; **p < 0.01.
(I) Statistics of coefficient of variation (COV) during elevation of calcium transients. The data are expressed as mean ± SEM. N= 43 for NC, n= 21 for si-1, n= 20 for si-2, n=17 for 7f-5p, n=28 for 16-5p and n=22 for 200b-3p; **p < 0.01.

## Slide 9
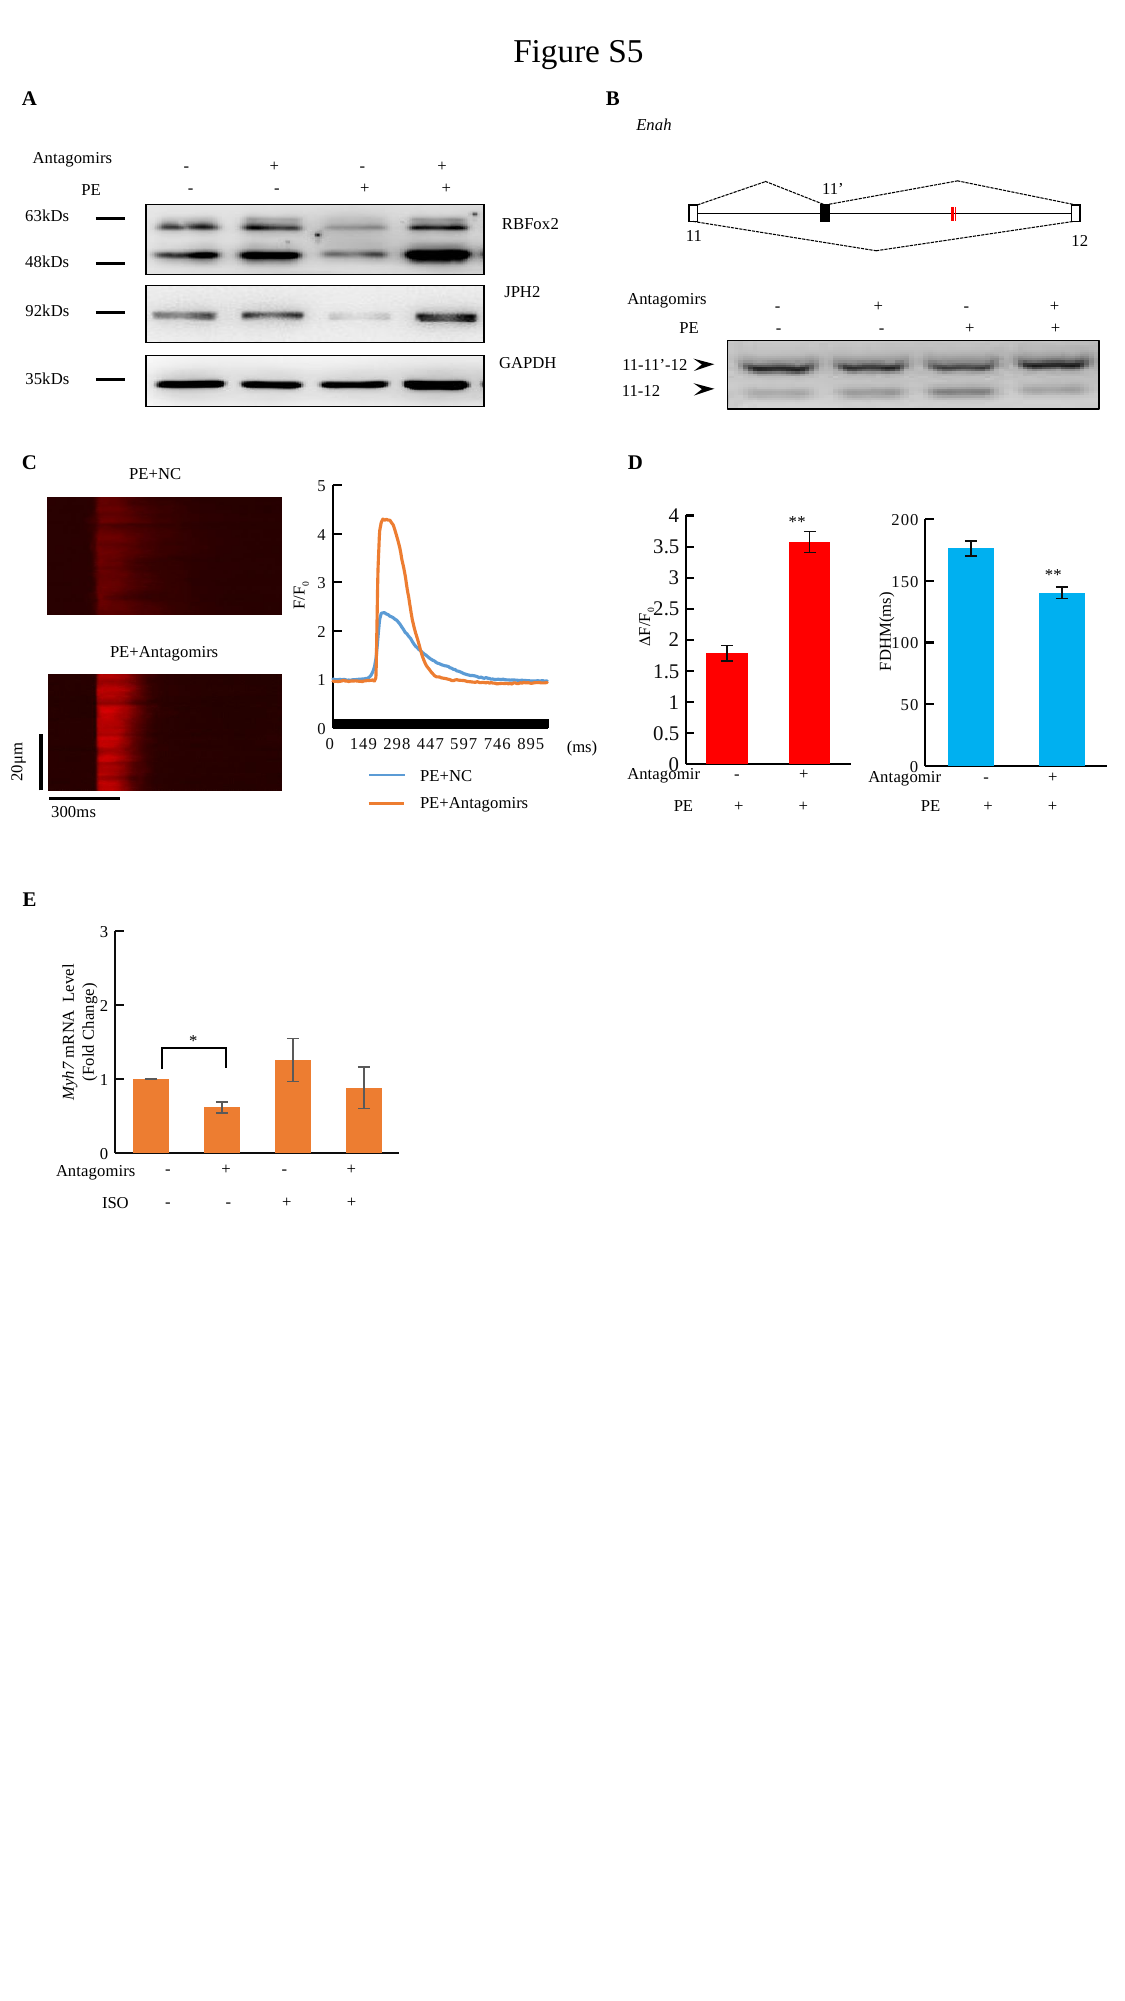

Figure S5
A
B
Enah
Antagomirs
 - + - +
- - + +
PE
63kDs
RBFox2
48kDs
JPH2
92kDs
GAPDH
35kDs
11’
11
12
Antagomirs
 - + - +
- - + +
PE
11-11’-12
11-12
C
D
PE+NC
PE+Antagomirs
20μm
300ms
### Chart
(ms)
### Chart
| Category | |
|---|---|
| NC | 1.7826315789473686 |
| antagomir | 3.5699999999999994 |**
F/F0
Antagomir
- +
PE
+ +
### Chart
| Category | |
|---|---|
| NC | 176.10044284539472 |
| antagomir | 140.10522539062498 |**
FDHM(ms)
Antagomir
- +
PE
+ +
PE+NC
PE+Antagomirs
E
### Chart
| Category | |
|---|---|
| C-NC | 1.0 |
| C-A | 0.6156385996852882 |
| ISO-NC | 1.2593098924921027 |
| ISO-A | 0.8843677741781076 |Myh7 mRNA Level
(Fold Change)
- + - +
Antagomirs
- - + +
ISO
*

## Slide 10
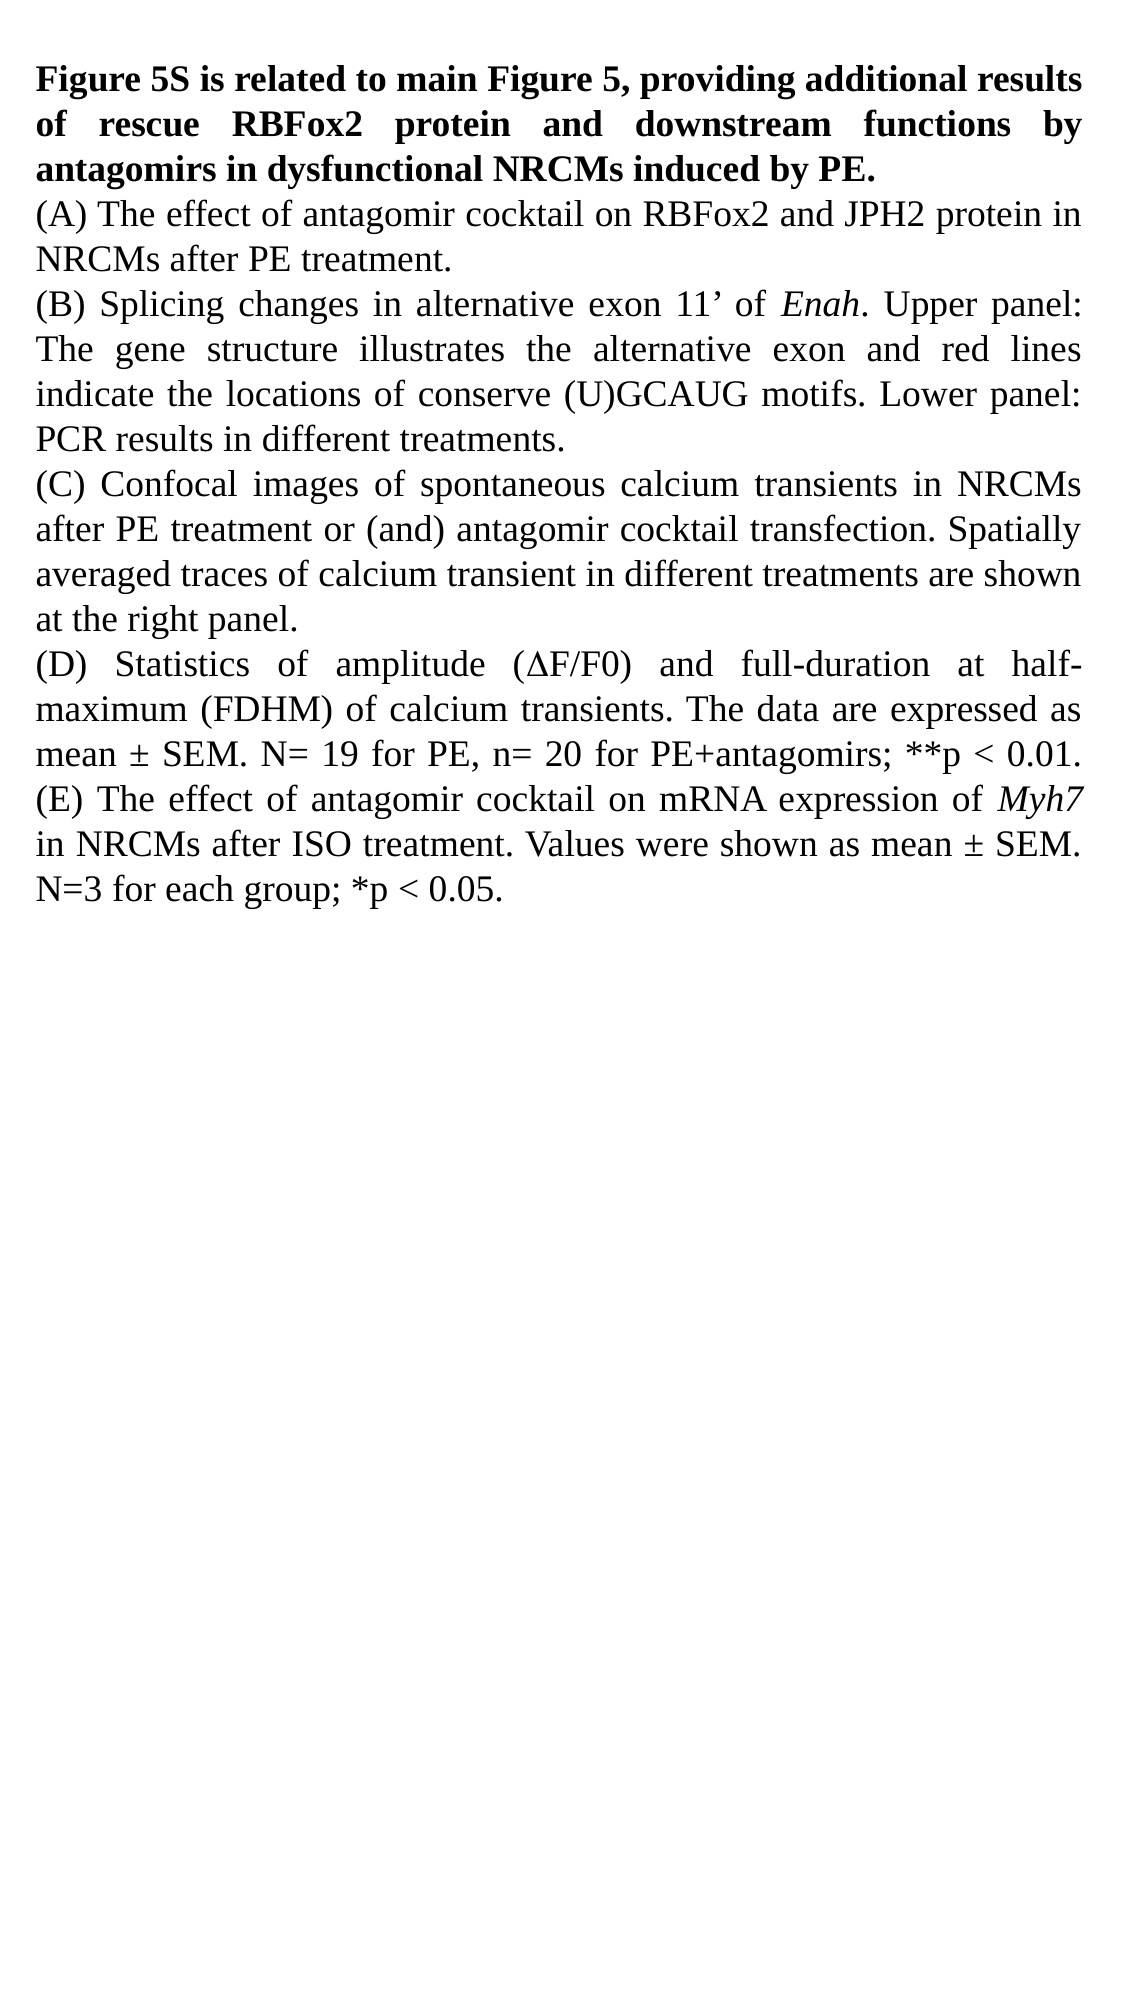

Figure 5S is related to main Figure 5, providing additional results of rescue RBFox2 protein and downstream functions by antagomirs in dysfunctional NRCMs induced by PE.
(A) The effect of antagomir cocktail on RBFox2 and JPH2 protein in NRCMs after PE treatment.
(B) Splicing changes in alternative exon 11’ of Enah. Upper panel: The gene structure illustrates the alternative exon and red lines indicate the locations of conserve (U)GCAUG motifs. Lower panel: PCR results in different treatments.
(C) Confocal images of spontaneous calcium transients in NRCMs after PE treatment or (and) antagomir cocktail transfection. Spatially averaged traces of calcium transient in different treatments are shown at the right panel.
(D) Statistics of amplitude (F/F0) and full-duration at half-maximum (FDHM) of calcium transients. The data are expressed as mean ± SEM. N= 19 for PE, n= 20 for PE+antagomirs; **p < 0.01. (E) The effect of antagomir cocktail on mRNA expression of Myh7 in NRCMs after ISO treatment. Values were shown as mean ± SEM. N=3 for each group; *p < 0.05.

# Supplementary material for: Suppression of RBFox2 by Multiple MiRNAs in Pressure Overload-Induced Heart Failure
**Source:** Int J Mol Sci. 2023 Jan 9;24(2):1283. doi: 10.3390/ijms24021283
**Supplement:** Supplementary file 1

Table S1. List of siRNA sequences

| Gene name      | sequence (5' to 3')              |
|----------------|----------------------------------|
| Rbfox2-Rat-652 | sense: GGUAACCAGGAGCCAACAATT     |
|                | antisense: UUGUUGGCUCCUGGUUACCTT |
| Rbfox2-Rat-960 | sense: GCGACUACAUGUCUCUAAUTT     |
|                | antisense: AUUAGAGACAUGUAGUCGCTT |

Table S2. List of microRNA mimics sequences

| Gene name              | sequence (5' to 3')    |
|------------------------|------------------------|
| mmu-miR-92a-3p mimics  | UAUUGCACUUGUCCCGGCCUG  |
|                        | GGCCGGGACAAGUGCAAUAUU  |
| mmu-let-7f-5p mimics   | UGAGGUAGUAGAUUGUAUAGUU |
|                        | CUAUACAAUCUACUACCUCAUU |
| mmu-miR-16-5p mimics   | UAGCAGCACGUAAAUAUUGGCG |
|                        | CCAAUAUUUACGUGCUGCUAUU |
| mmu-miR-200b-3p mimics | UAAUACUGCCUGGUAAGAUGA  |
|                        | AUCAUUACCAGGCAGUAUUAUU |
| mmu-miR-24-3p mimics   | UGGCUCAGUUCAGCAGGAACAG |
|                        | GUUCCUGCUGAACUGAGCCAUU |

Table S3. List of primer sequences

| Gene name         | Primer sequence (5' to 3') |
|-------------------|----------------------------|
| mouse miR-1a-3p   | TGGAATGTAAAGAAGTATGTAT     |
| mouse miR-486-5p  | TCCTGTACTGAGCTGCCCCGAG     |
| mouse miR-128-3p  | TCACAGTGAACCGGTCTCTTT      |
| mouse miR-29c-3p  | TAGCACCATTTGAAATCGGTTA     |
| mouse miR-140-3p  | TACCACAGGGTAGAACCACGG      |
| mouse miR-30d-5p  | TGTAAACATCCCCGACTGGAAG     |
| mouse miR-342-3p  | TCTCACACAGAAATCGCACCCGT    |
| mouse miR-126a-3p | TCGTACCGTGAGTAATAATGCG     |
| mouse miR-19b-3p  | TGTGCAAATCCATGCAAACTGA     |
| mouse miR-126a-5p | CATTATTACTTTTGGTACGCG      |
| mouse miR-30a-5p  | TGTAAACATCCTCGACTGGAAG     |
| mouse miR-10a-5p  | TACCCTGTAGATCCGAATTTGTG    |
| mouse miR-497a-5p | CAGCAGCACACTGTGGTTTGTA     |

|                    |                                                                 |
|--------------------|-----------------------------------------------------------------|
| mouse miR-29a-3p   | TAGCACCATCTGAAATCGGTTA                                          |
| mouse miR-24-3p    | TGGCTCAGTTCAGCAGGAACAG                                          |
| mouse miR-125b-5p  | TCCCTGAGACCCTAACTTGTGA                                          |
| mouse miR-23b-3p   | ATCACATTGCCAGGGATTACC                                           |
| mouse miR-126a-5p  | TCGTACCGTGAGTAATAATGCG                                          |
| mouse let-7f-5p    | TGAGGTAGTAGATTGTATAGTT                                          |
| mouse let-7a-5p    | TGAGGTAGTAGGTTGTATAGTT                                          |
| mouse snoRNA142    | GTCAGTGCCACGTGTCTGG                                             |
| mouse snoRNA135    | CTAAAATAGCTGGAATTACCGGC                                         |
| mouse pre-miR-200b | GCATTGGATAGTGTCTGATCTC                                          |
| mouse pre-miR-140  | GGTAGGTTACGTCATGCTGTTC                                          |
| mouse pre-miR-24   | TATCAGTTCTCATTTCACACAC                                          |
| mouse pre-miR-16   | CGTTAAGATTCTGAAATTACCT                                          |
| mouse pre-miR-27b  | ATTGGTGAACAGTGATTGGTTTC                                         |
| mouse pre-miR-1a   | GCCCATATGAACCTGCTAAGCTA                                         |
| mouse pre-miR-92a  | GGTGGCATTACTTGTGTTAGAT                                          |
| mouse pre-let-7a   | TAGCTCTCCAGCCATTGTGA                                            |
| mouse pre-let-7c   | CTACGCCAAGACTGACTG                                              |
| mouse pre-let-7d   | CTAGGAAGAGGTAGTAGGTTG                                           |
| mouse pre-let-7e   | CTGAGGTAGGAGGTTGTATAG                                           |
| mouse pre-let-7f   | GTGGGGTAGTGATTTTACCCTG                                          |
| mouse pre-let-7g   | TCCAGGCTGAGGTAGTAG                                              |
| mouse pri-miR-125b | sense: GAGCCAGGATGTAGTCAC<br>antisense: CCTTCATTCTTTCTTGAGAC    |
| mouse pri-miR-200b | sense: GACCTCTCCACTACCTATCT<br>antisense: CTCCGCCGTCATCATTAC    |
| mouse pri-miR-140  | sense: CTTGCTGGTGGTGTAGTC<br>antisense: TGTGGCTGTGTAGATGGA      |
| mouse pri-miR-24   | sense: GGAAACTGAGCCAACCTT<br>antisense: ACATGGAGACCTGGACTG      |
| mouse pri-miR-16   | sense: AGTAGCAGCACATAATGGTT<br>antisense: CTTACTTCAGCAGCACAGT   |
| mouse pri-miR-27b  | sense: CATTGCCAGGGATTACCA<br>antisense: GTTTCCAAAGAGCCACAAG     |
| mouse pri-miR-1a   | sense: TGAGGGAGGTGTAAGCAA<br>antisense: GCCTGTGTCTCAGTCTCT      |
| mouse pri-miR-92a  | sense: GCACATCTTCAGCATCCA<br>antisense: CCTCCTATTACACCAACCAA    |
| mouse pri-let-7a   | sense: CTGGATGTTCTCTTCACTGT<br>antisense: CCATTCCCATCATCTACTTGT |
| mouse pri-let-7c   | sense: CCTCAAGAAGCCACAACA<br>antisense: ACTATCCAAGGTCTCTGTCA    |

|                  |                                                                    |
|------------------|--------------------------------------------------------------------|
| mouse pri-let-7d | sense: CAAGTAGAAGACCAGCAAGA<br>antisense: CCACTTACGAGAACCACTG      |
| mouse pri-let-7e | sense: CTGAGGTAGGAGGTTGTATAG<br>antisense: TCAAGATGGCATAGAGACTG    |
| mouse pri-let-7f | sense: AGAGACTGATGCTTATTCCA<br>antisense: GCCTGGTCCTAGATACTTAC     |
| mouse pri-let-7g | sense: CTCCTCAAGTGCGTCCT<br>antisense: GAACAACCTCCAAGCCTCTC        |
| mouse RBFOX2     | sense: GCTGTGTATGGTCCTGAGTTAT<br>antisense: GTGTTGATGCCTCCTCTTCC   |
| mouse GAPDH      | sense: TGACATCAAGAAGGTGGTGAAG<br>antisense: CCTGTTGCTGTAGCCGTATTC  |
| mouse 18S        | sense: GACAGGATTGACAGATTGATAG<br>antisense: CCAGAGTCTCGTTCGTTAT    |
| rat RBFOX2       | sense: CTCCTGACGCAATGGTTC<br>antisense: AGGTTATGTTCACTGGTCTG       |
| rat GAPDH        | sense: CCTGGTATGACAATGAATATGG<br>antisense: TCTTGCTCTCAGTATCCTTG   |
| rat JPH2         | sense: CACCACGGAGACCTACAT<br>antisense: GCGAACCTTGTTGCTCTT         |
| rat 18S          | sense: CTGAACCCGACTCCCTTT<br>antisense: GTGAACAGCAGTTGAACATG       |
| rat Enah         | sense: AGTAAGTCACCTGTCATCTCCA<br>antisense: TGCTTCAGCCTGTCATAGTCA  |
| rat Sorbas2      | sense: AACTGAAGACTTTAATAACACACC<br>antisense: CTGAATCTGGAGAGTGAGAC |
| rat Tlr4         | sense: AATCGCATAGAGACATCCAA<br>antisense: ACAGCCAGCAATAAGTATCA     |
| rat NPPA         | sense: GTAGGATTGACAGGATTGGA<br>antisense: GTGATAGATGAAGACAGGAAG    |
| rat NPPB         | sense: CAGTCTCCAGAACAATCCA<br>antisense: GCTTGAACCTATGTGCCATC      |

Table S4. List of antagomirs sequences

| antagomirs name | sequence (5' to 3')       |
|-----------------|---------------------------|
| mmu-let-7a-5p   | AACUAUACAACCUACUACCUCA    |
| mmu-let-7b-5p   | AACCACACAACCUACUACCUCA    |
| mmu-let-7c-5p   | AACCAUACAACCUACUACCUCA    |
| mmu-let-7d-5p   | AACUAUGCAACCUACUACCUCU    |
| mmu-let-7e-5p   | AACUAUACAACCUCCUACCUCA    |
| mmu-let-7f-5p   | AACUAUACAAUCUACUACCUCA    |
| mmu-let-7g-5p   | AACUGUACAAACUACUACCUCA    |
| mmu-let-7i-5p   | AACAGCACAAACUACUACUACCUCA |

How the deposited data were processed for this re-analysis (not part of the article)

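The analysis started from the 8 count tables that the authors made of their small RNA libraries, 4 from isolated cardiomyocytes of sham mice and 4 from those of TAC mice, taken 14 weeks after surgery. Each table holds whole-number tag counts per mature mouse miRNA, without normalization, for the same 697 miRNAs. The authors cleaned the reads to clean tags before counting; the paper's text names no aligner, miRNA reference version or handling of tags that fit several miRNAs. The groups were taken from the sample labels. No pair of libraries was a copy of another. The miRNA totals per library lie between 4005668 and 7798943 counts, and a miRNA at the mean minimum of 100 counts carries a counting error below a biological coefficient of variation of 0.255.

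The comparison used R 4.3.3 with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest with group as the only term) and Benjamini-Hochberg adjustment over the 223 miRNAs with a mean above 100 counts over the 8 libraries. Library sizes were the miRNA totals, multiplied in the TAC libraries by 0.537, the geometric mean over miR-126a-3p and miR-19b-3p of the TAC-to-sham ratio of their mean CPM. A single factor for the group was used because the values of Table S2 sum to nearly the same total within each group, 795401 ± 4800 in sham and 1495690 ± 15270 in TAC (SD, n = 4 each). The threshold was an adjusted p below 0.05 with a fold change above 1.70. Table S2 holds 234 miRNAs, which are those with a mean above 100 counts in at least 1 group. Its p-values equal those of an unequal-variance comparison of the groups on its own values within 1.27e-05. Standard errors of log2 fold changes were taken as the log2 fold change over the root of edgeR's F. Like edgeR's p, they treat the reference factor as known. Single values were compared by a two-sided exact permutation test over the 70 arrangements of 8 libraries, whose smallest p is 0.0286. For reference-scaled CPM the factor was computed anew in each arrangement, a test added after the data had been examined, on the difference of the mean log2 values. PCA used log2(CPM + 1). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 made the remaining values and the plots.

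The test was also tried on simulated data with 697 miRNAs in 4 libraries against 4. Each setting was a single draw, and a call there needed an adjusted p below 0.05 with no fold change required. The 2 reference miRNAs were left unchanged in both settings, so the simulations cannot tell how the reference scaling does where these miRNAs change. With 200 miRNAs changed 2-fold, the reference scaling recovered 70.8% of the changed miRNAs tested and called 3.12% of the unchanged ones, TMM recovered 92.3% and called 3.75%, and DESeq2 1.42.0 recovered 93.8% and called 4.38%. With 626 miRNAs raised 2-fold, the reference scaling recovered 75.2% and called 10% of the unchanged miRNAs. Its median log2 fold change was 0.72 over all tested miRNAs and -0.27 over the unchanged ones. TMM recovered 0.435%, with a median of 0.041 over all tested miRNAs, and called 55% of the unchanged ones. DESeq2 with its own size factors recovered 0.870%, with a median of 0.032 over all tested miRNAs, and called 70% of the unchanged ones.

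The miRNAs named were set by a rule written before the data were examined, at a time when the values of Table S2 had been seen: those that sections 2.2 and 2.3 name as changed or verified, the 2 reference miRNAs, those of the heatmaps in Supplementary Figures S3F and S3G, the lower miRNA of Figure 2B, those the discussion names as changed, and the 5 largest and 5 smallest log2 fold changes among called miRNAs whose groups do not overlap. The alternatives set at the same time were TMM, library totals, 1 reference factor per library, each reference miRNA alone, DESeq2 with its own size factors and with the reference scaling, no filter on counts, a mean above 10, a total above 100, the miRNAs of Table S2 alone, the replicate number as a block, each library left out, fold changes above 1.5 and 2 or none, an unadjusted p, and the test of the paper. For the PCA they were the reference-scaled values, unit variance and a pseudocount of 10, and for the share of clean tags the clean reads as denominator. Scaling to clean tags, scaling to clean tags not on a miRNA, and thinning every library to the smallest miRNA total were added after the data had been examined.

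To look for RNA of other cells, 6 lists of marker miRNAs were used: cardiomyocyte (5 miRNAs), endothelial (2), erythroid (3), fibroblast and smooth muscle (7), epithelial (11) and pancreas acinar (3). The median log2 ratio of a list's CPM (by library total, pseudocount 0.1) was set against 10000 random lists matched in abundance, drawn from the 410 miRNAs with a mean of at least 10 counts. Single libraries were compared with the others of their group by Dixon's ratio (critical value 0.829 for 4 samples). All 35 splits of the libraries into 4 and 4 were refitted.

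Mature sequences were those of the mimics and QPCR primers listed in the supplement, and their hairpins were found by exact match in the GENCODE vM21 transcripts (GRCm38); miR-19b-3p and miR-200b-3p got no position. The Rbfox2 sites were read in the transcript sequence, and no position was carried over between genome builds. The mRNA-seq, QPCR, luciferase, western blot and Ago2 data were not analysed here.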

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

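All tests of explanations in this part were chosen after the results had been seen, as was the choice to list the marker miRNAs. Over the 37 named miRNAs and 6 measures per library, 86 groups of 4 libraries were checked for a sample far from the others, where chance gives about 4.3, and 7 had one.

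In the library of TAC mouse 4, 3 miRNAs lay far above the other TAC libraries. miR-200b-3p had 138 CPM against 18.5 to 30.1, miR-200c-3p had 98.7 CPM against 16.6 to 19.6, and miR-141-3p had 266 CPM against 45.3 to 68.6. The depth or scaling of this library is argued against, since the median log2 ratio of TAC mouse 4 to the other TAC mice over all tested miRNAs was -0.12. A lower share of cardiomyocyte RNA stays open. The medians were 2.16 for the epithelial list (percentile 100 among random lists), 2.26 for the pancreas acinar list (percentile 99.4) and 1.01 for the erythroid list (percentile 99.4). They were 0.52 for the fibroblast and smooth muscle list (percentile 99.5), -0.26 for the endothelial list (percentile 17.4) and -0.34 for the cardiomyocyte list (percentile 4.07). Of the other cell types only the endothelial list fell, which a rise of all of them alike would not give, but a rise of some could. The endothelial list is the 2 arms of 1 hairpin and the erythroid list includes 2 arms of another, and linked members make percentiles look more extreme than they are. RNA of epithelial cells in this preparation stays open. Of the 11 miRNAs of that list, all of which also have counts in sham cardiomyocytes, 9 were over 2-fold higher in this library, among them miR-200a-3p with 3651 counts and miR-205-5p with 2819. miR-200b-3p, miR-200c-3p and miR-141-3p without this library still had an adjusted p below 0.05 over sham with the reference scaling, but by library totals their log2 ratios to sham were then -0.13, -0.12 and -0.12, and under TMM miR-200b-3p was at 0.10 (adjusted p = 0.780). Also, 9 of the 11 are in Table S2 and had been seen, and the 2 that are not went opposite ways, 2.27 for miR-429-3p and -0.83 for miR-375-3p, with a median of 0.72. Of the pancreas list, miR-217-5p had 1 count, too few to read. Whether the cells of this mouse expressed these miRNAs themselves was not tested. A response to TAC shared by the animals stays open for this list, because the answer turns on the scaling: by library totals its median log2 fold change over sham was 0.68 with all TAC mice and -0.12 (percentile 85.7) without mouse 4, while with the reference scaling miR-200b-3p, miR-200c-3p and miR-141-3p were at 0.82, 0.82 and 0.84 without it.

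In the library of TAC mouse 1, 4 miRNAs lay above the other TAC libraries. miR-486a-5p had 35654 CPM against 26183 to 27795, miR-486b-5p had 35587 CPM against 26142 to 27744, miR-98-5p had 458 CPM against 375 to 378, and let-7i-5p had 5282 CPM against 4233 to 4395. miR-486a-5p and miR-486b-5p have nearly the same counts in every library (196350 and 195986 in TAC mouse 1), so they are read as 1 observation. More red blood cell RNA is argued against as the origin of the miR-486 values, since the erythroid list was lower in this library, with a median log2 ratio of -2.86 to the other TAC libraries. For miR-98-5p and let-7i-5p, at log2 ratios of 0.28 and 0.29, the depth or scaling of this library cannot be told apart from a difference of the mouse, because the tested miRNAs as a set stood at 0.10 with a middle range of -0.15 to 0.29. Biological differences between the TAC mice, such as the degree of heart failure, stay open and were not tested.

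The paper discusses the miRNAs of Table S2. Among 461 other miRNAs with a count, tested together with those of Table S2 and without a filter, 39 were called higher and 0 lower in TAC in edgeR with the reference scaling. They are all of low abundance, since the miRNAs outside Table S2 hold 0.124% of the sham and 0.0969% of the TAC counts. The reference factor is an open explanation: with TMM normalization in the same test, 1 was called higher and 0 lower, with 20 higher and 17 lower at an unadjusted p below 0.05 and a fold change above 1.70. A change in TAC of all miRNAs relative to the reference miRNAs would give the same result, and no value here separates these readings.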

How the results depend on the processing

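Scaling to clean tags, scaling to clean tags not on a miRNA, and thinning were chosen after the data had been examined; the other alternatives were set before the data were examined.

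The direction of the shift of the miRNAs depends on what the libraries are scaled to. With the reference miRNAs 82 miRNAs were called higher and 2 lower, with a median log2 fold change of 0.61. TMM gave 3 higher, 10 lower and a median of -0.082, and with a library left out 1 to 4 higher and 4 to 9 lower (2 higher and 4 lower without Sham mouse 3 and 1 higher and 7 lower without TAC mouse 2). Library totals gave 1 higher, 23 lower and a median of -0.29. DESeq2 with its own size factors gave 5 higher, 9 lower and a median of -0.036. Clean tags gave 5 higher, 5 lower and a median of 0.052, and clean tags not on a miRNA 32 higher, 2 lower and a median of 0.37. These changes follow from the construction of the alternatives, since each replaces the factor of 0.537. Within the reference scaling, miR-126a-3p alone gave 63 higher, 2 lower and a median of 0.50, miR-19b-3p alone 99 higher, 1 lower and a median of 0.71, and 1 factor per library 73 higher, 2 lower and a median of 0.56. All 3 miRNAs called higher with TMM, and all 5 with DESeq2's size factors, are among the 82.

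The number of the 5 verified RBFox2-targeting miRNAs with an adjusted p below 0.05 and a positive change was 5 with the reference scaling. It was 0 with TMM (2 at an unadjusted p), 0 with library totals (0 at an unadjusted p), 2 with DESeq2's size factors (3 at an unadjusted p), where miR-92a-3p was lower at an unadjusted p in all 3 and at an adjusted p of 0.00979 with library totals; it was 2 with clean tags and 2 with clean tags not on a miRNA. With 1 reference factor per library, with miR-126a-3p alone, with no filter, with a mean above 10 or with a total above 100 it was 4, and with miR-19b-3p alone or DESeq2 on the reference scaling 5.

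The summed let-7 family kept a positive log2 fold change in the 7 other scalings run for it, from 0.17 to 1.17; DESeq2's size factors were not among them. With library totals it was 0.17 and no longer passed 0.05 (exact permutation test, p = 0.0571), while TMM at 0.38, 1 reference factor per library at 1.05, clean tags at 0.51 and clean tags not on a miRNA at 0.80 gave an exact p of 0.0286. With the group factor of the reference scaling computed anew in each arrangement, the exact p was 0.0286 as well; this was not done for miR-126a-3p alone (0.96) and miR-19b-3p alone (1.17).

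Single named miRNAs took the opposite sign under these scalings. With TMM they were miR-16-5p -0.043, miR-92a-3p -0.36, miR-126a-3p -0.58, miR-29a-3p -0.18, miR-140-3p -0.23, miR-186-5p -0.35, miR-208a-3p -0.079, miR-125a-5p -0.29, miR-23a-3p -0.18. With library totals they were miR-16-5p -0.25, miR-92a-3p -0.57, miR-126a-3p -0.80, miR-29a-3p -0.40, miR-140-3p -0.44, miR-186-5p -0.56, miR-208a-3p -0.28, miR-125a-5p -0.49, miR-23a-3p -0.39, let-7e-5p -0.16, let-7g-5p -0.019, let-7i-5p -0.13, miR-26b-5p -0.067, miR-143-3p -0.11, miR-378a-3p -0.11 and miR-3068-3p -0.11. With DESeq2's size factors they were miR-92a-3p -0.31, miR-126a-3p -0.53, miR-29a-3p -0.15, miR-140-3p -0.18, miR-186-5p -0.30, miR-208a-3p -0.036, miR-125a-5p -0.23, miR-23a-3p -0.13. With clean tags they were miR-92a-3p -0.22, miR-126a-3p -0.46, miR-29a-3p -0.057, miR-140-3p -0.11, miR-186-5p -0.20, miR-125a-5p -0.16, miR-23a-3p -0.041. With clean tags not on a miRNA miR-126a-3p was -0.15. Of the 37 named miRNAs, 10 kept both their direction and their side of the threshold with TMM, 17 kept the direction and lost the threshold, 9 changed sign and 1, miR-19b-3p at -0.79, came to pass the threshold.

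Fewer or more miRNAs were called by construction where the threshold or the number tested changed. A fold change above 2 gave 43 higher, no fold change 142, a fold change above 1.5 111, and an unadjusted p 83, each with 2 lower. Without a filter 127 were higher, with a mean above 10 there were 122, with a total above 100 there were 121 and among the miRNAs of Table S2 88, each with 2 lower. DESeq2 on the reference scaling gave 80 higher and 2 lower. The test of the paper, with an unadjusted p, gave 69 higher and 1 lower. The 13 miRNAs called higher here and not in the paper all have a p above 0.05 in Table S2, from an unequal-variance comparison. Thinning every library to the smallest total gave 78 higher and 2 lower.

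The paper's methods speak of 4 pairs of sham and TAC mice, without saying what a pair shares or which libraries form it. Whether the library numbers stand for these pairs is not known: the correlations of the deviations from the group means were 0.168, -0.370, 0.315 and -0.217 for the numbers 1 to 4. With the replicate number as a block, 76 miRNAs were called higher and 3 lower (miR-3535, miR-6240 and miR-451a). Of the 5 verified miRNAs 3 passed, without miR-200b-3p (adjusted p = 0.0826) and miR-92a-3p (adjusted p = 0.0913). The cause was not tested.

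With each library left out in turn, between 59 and 106 miRNAs were called higher, between 1 and 2 lower, the median log2 fold change was 0.53 to 0.73, 3 to 5 of the verified miRNAs passed, and the log2 fold change of the let-7 sum was 0.97 to 1.16. The lowest number called higher, 59, and the 3 verified came without Sham mouse 3, and the highest, 106, without Sham mouse 1. Without Sham mouse 1 or 3, or TAC mouse 1, 2 or 4, only miR-3535 was called lower, so miR-6240 rests on single libraries. miR-200b-3p without Sham mouse 3 had an adjusted p of 0.0644 (range 0.0108 to 0.0644 over the 8 libraries) and without TAC mouse 4 a log2 fold change of 0.82; the same library moved miR-200c-3p to 0.82 and miR-141-3p to 0.84, and without Sham mouse 3 these had adjusted p of 0.0604 and 0.0578 (ranges 0.00678 to 0.0604 and 0.00605 to 0.0578). miR-92a-3p lost the threshold in 6 of the 8 fits, miR-29a-3p and miR-125a-5p in 4 each, and miR-140-3p and miR-208a-3p in 2 each.

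The means of sham and TAC on PC1 differed with the smallest exact p with unit variance (17.1, in other units), at 7.26 with a pseudocount of 10 and at 7.99 to 8.76 with a library left out. With the reference-scaled values the difference was 11.5, to which the factor of the TAC libraries adds by construction. The difference in the share of clean tags on miRNAs was 10.8 percent points, 10.5 with clean reads as denominator, and 9.43 to 13.7 with a library left out; only without TAC mouse 1, at 13.7, did it pass 0.05 (exact permutation test, p = 0.0286), which removes the 1 TAC library that lay among the sham libraries.

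Depth limits the tested miRNAs little, with 78 called higher after thinning against 82. With 4 libraries per group an exact p under 0.0286 cannot be reached.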

Differences from the paper's values

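The paper's text gives 1 miRNA as significantly downregulated, and here 2 were called lower, miR-3535 and miR-6240. Of the alternatives set before the data were examined, miR-19b-3p alone as reference and the test of the paper give 1, as does the fit without Sham mouse 1, Sham mouse 3, TAC mouse 1, TAC mouse 2 or TAC mouse 4. All the others give between 2 and 23, among them TMM with 10, library totals with 23 and DESeq2's size factors with 9.

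For the miRNAs called higher, 69 of the 77 in the paper were among the 82 called here. Of the 8 that were not, 5 (let-7c-1-3p, miR-1843a-3p, miR-191-3p, miR-3102-5p.2-5p and miR-330-5p) average under 100 counts over the 8 libraries and were not tested; they were called with the miRNAs of Table S2, with a mean above 10, with a total above 100 and without a filter. The other 3 were under the fold change of 1.70, at log2 fold changes of 0.76 for miR-100-5p, 0.76 for miR-148a-3p and 0.76 for miR-378d. All 3 were called with a fold change above 1.5, with no fold change required and with miR-19b-3p alone as reference. miR-100-5p was also called without Sham mouse 1, TAC mouse 1 or TAC mouse 2, miR-378d without Sham mouse 1, TAC mouse 3 or TAC mouse 4, and miR-148a-3p without Sham mouse 1, Sham mouse 4, TAC mouse 3 or TAC mouse 4 and with the replicate number in the model. These 8 were named after their values had been seen. The paper did not call 13 of the 82 called here. Their unequal-variance p in Table S2 ran from 0.0637 for miR-146b-5p to 0.296 for miR-205-5p, and these too were looked up after the results had been seen.

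The paper states that all 5 verified RBFox2-targeting miRNAs rose significantly. All 5 passed here with the reference scaling, with miR-200b-3p at an adjusted p of 0.0198, while the paper's Table S2 gives a p of 0.262 for miR-200b-3p. miR-186-5p, which the legend of Supplementary Figure S3F counts among the upregulated miRNAs, had a log2 fold change of 0.34 (adjusted p = 0.0832 from edgeR), and 11 of the 12 miRNAs of that panel passed.

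The paper treats miR-126a-3p and miR-19b-3p as unaltered and states that QPCR verified this. Its methods name snoRNAs as the endogenous controls for QPCR of mature miRNAs. Relative to the miRNA total of each library, miR-126a-3p and miR-19b-3p fell by 0.80 and 1.00 on the log2 scale, with adjusted p of 0.0134 and 0.00511 in edgeR. The miRNA total is another denominator than snoRNAs. If most other miRNAs rose, unaltered reference miRNAs would also fall relative to that total. These values alone therefore do not contradict the paper, whose QPCR was not analysed here.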

Other observations

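The comparison of clean tags and the count of splits for the shift of the miRNAs were set before the data were examined; thinning, the other counts of splits, the marker lists and the comparison of hairpin arms were chosen after the results had been seen.

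Under the reference scaling the miRNAs as a set were shifted upward in TAC. By the number called higher, 82, a different grouping of the same libraries can be excluded only narrowly: 1 of the 35 splits of the libraries into 4 and 4, the real one, gave as many, but the split with Sham mouse 1 and TAC mice 1, 2 and 3 on one side gave 77, and with 1 library left out the number was 59 (without Sham mouse 3) to 106 (without Sham mouse 1). By the median log2 fold change of 0.61 it cannot be excluded, since 2 of 35 splits reached it, the other being the same split at 0.62. The larger miRNA totals of the TAC libraries stay open as a reason: 78 were called higher with every library thinned to the smallest total, but thinning leaves the share of each miRNA, and with it the reference factor, nearly as it was. It stays open whether the miRNAs rose or the reference miRNAs fell relative to the others while the share of the tags on miRNAs stayed level. The share of clean tags on miRNAs was 10.8 percent points higher in TAC, a difference that 4 libraries against 4 do not establish (exact permutation test, p = 0.0571), so the readings cannot be told apart from these libraries, which carry no spike-in.

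For the 13 calls under TMM, 1 of 35 splits, the real one, gave 13 or more and the other 34 gave 0. This is the lowest count that 35 splits allow, so it argues against chance only at the limit of this test. The calls fell to 2 higher and 4 lower without Sham mouse 3 and to 1 higher and 7 lower without TAC mouse 2. For the 5 verified miRNAs, 1 of 35 splits gave 5, but the paper chose them among miRNAs raised in these libraries, so this does not exclude chance. For the 2 called lower, 7 of 35 splits gave 2 or more in 1 direction, but in the other 6 this was the direction of all their calls, so that count decides nothing. A count on the side with fewer calls, 2 in 1 of 35 splits, the real one, and 0 in the other 34, decides nothing either, since no other split made calls in both directions. These counts thus do not exclude chance for the 2 together. miR-3535 was lower in every TAC library than in every sham library, both after the reference scaling and by library totals. Its exact permutation p with the factor computed anew was 0.0286. In edgeR its adjusted p was 0.00588 with the reference scaling, 0.00740 under TMM and 0.00158 by library totals. With the reference scaling, miR-3535 was called lower with any single library left out. miR-6240 was lost without Sham mouse 1 or 3, or TAC mouse 1, 2 or 4.

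Which cells the fall of the reference miRNAs relative to the miRNA total comes from was asked with the marker lists, by library total and against a median of -0.29 over all tested miRNAs. The endothelial list, which is the 2 arms of miR-126a itself, had a median log2 fold change of -0.91, the erythroid list -1.44, the fibroblast and smooth muscle list -0.30 (percentile 42.6 among random lists), the cardiomyocyte list 0.029 (percentile 94.6), the pancreas acinar list 0.73 (percentile 98.5) and the epithelial list 0.68 (percentile 100). TAC mouse 4 carries the rise of the pancreas acinar and epithelial lists: without it the pancreas acinar list was at -0.25 (percentile 50.9), the epithelial list at -0.12 (percentile 85.7), the fibroblast and smooth muscle list at -0.48 (percentile 14.5), the endothelial list at -0.85 and the erythroid list at -1.72. A lower share of every non-myocyte cell type in the TAC preparations stays open, since the fibroblast and smooth muscle list moved from -0.30 to -0.48 when this 1 library was left out. A lower share of endothelial and blood cell RNA stays open, with the erythroid list, which holds neither reference miRNA, at -1.44. The groups overlapped for the 2 tested members of that list, and neither passed by library totals, with adjusted p of 0.129 for miR-451a and 0.110 for miR-144-3p in edgeR. With the reference scaling and the replicate number as a block, miR-451a was called lower, but what that number stands for is not known. The 3 members of the erythroid list include both arms of miR-144 and are not independent, so random lists cannot tell how unusual its fall is. This explanation cannot be told apart from a fall of these miRNAs in TAC itself, because the preparation and the group are the same comparison. The paper's QPCR of the reference miRNAs was not used here.

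Across the 43 hairpins with both arms among the tested miRNAs, the log2 fold changes of the 2 arms correlated, with Pearson's r = 0.64. Of these, miR-486b and miR-199b share an arm of nearly the same counts with miR-486a and miR-199a, and without them, over 41 hairpins, r was 0.65 (permutation p = 2e-05) and Spearman's rho 0.60 (permutation p = 5e-05). The correlation is across hairpins, which are not independent replicates. Without the 2 of these hairpins farthest from the median, r was 0.64, and without TAC mouse 4 it was 0.71. This is in line with changes that arise before the arms of a hairpin part, as a change in transcription or in cell content would. A lower r was also seen within the groups, 0.40 (permutation p = 0.00986) when sham mice 1 and 2 were set against sham mice 3 and 4 and 0.41 (permutation p = 0.00964) for the same comparison of TAC mice, where rho was 0.31 (permutation p = 0.0477) and 0.13 (permutation p = 0.410). Over the 5 comparisons the Benjamini-Hochberg adjusted p of r was at most 0.00986, and those of rho within sham and within TAC, 0.0596 and 0.410, did not pass 0.05.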
